# Transcriptomic and metabolomic reveal OsCOI2 as the jasmonate-receptor master switch in rice root

**DOI:** 10.1371/journal.pone.0311136

**Published:** 2024-10-28

**Authors:** Mohamad Cheaib, Hieu Trang Nguyen, Marie Couderc, Julien Serret, Alexandre Soriano, Pierre Larmande, Chris Richter, Björn H. Junker, Manish L. Raorane, Anne-Sophie Petitot, Antony Champion

## Abstract

Jasmonate is an essential phytohormone involved in plant development and stress responses. Its perception occurs through the CORONATINE INSENSITIVE (COI) nuclear receptor allowing to target the Jasmonate-ZIM domain (JAZ) repressors for degradation by the 26S proteasome. Consequently, repressed transcription factors are released and expression of jasmonate responsive genes is induced. In rice, three *OsCOI* genes have been identified, *OsCOI1a* and the closely related *OsCOI1b* homolog, and *OsCOI2*. While the roles of OsCOI1a and OsCOI1b in plant defense and leaf senescence are well-established, the significance of OsCOI2 in plant development and jasmonate signaling has only emerged recently. To unravel the role of OsCOI2 in regulating jasmonate signaling, we examined the transcriptomic and metabolomic responses of jasmonate-treated rice lines mutated in both the *OsCOI1a* and *OsCOI1b* genes or *OsCOI2*. RNA-seq data highlight OsCOI2 as the primary driver of the extensive transcriptional reprogramming observed after a jasmonate challenge in rice roots. A series of transcription factors exhibiting an OsCOI2-dependent expression were identified, including those involved in root development or stress responses. OsCOI2-dependent expression was also observed for genes involved in specific processes or pathways such as cell-growth and secondary metabolite biosynthesis (phenylpropanoids and diterpene phytoalexins). Although functional redundancy exists between OsCOI1a/b and OsCOI2 in regulating some genes, *oscoi2* plants generally exhibit a weaker response compared to *oscoi1ab* plants. Metabolic data revealed a shift from the primary metabolism to the secondary metabolism primarily governed by OsCOI2. Additionally, differential accumulation of oryzalexins was also observed in *oscoi1ab and oscoi2* lines. These findings underscore the pivotal role of OsCOI2 in jasmonate signaling and suggest its involvement in the control of the growth-defense trade-off in rice.

## Introduction

Jasmonate (JA) is an essential phytohormone involved in the regulation of plant growth and development as well as in responses to biotic and abiotic stress [1–3]. JA perception occurs mainly through its bioactive form jasmonoyl-isoleucine (JA-Ile), although other JA-amino acids conjugates can function as endogenous JA bioactive molecules [4, 5]. In Arabidopsis, JA perception is mediated by a unique nuclear receptor CORONATINE INSENSITIVE1 (COI1), which is an F-box protein component of the Skp1-Cul-F-box protein (SCF)-type E3 ubiquitin ligase complex or SCF^COI1^ [6–8]. Upon JA perception, COI1 interacts with nuclear Jasmonate-ZIM domain (JAZ) repressors, allowing the SCF^COI1^ complex to target the JAZs for ubiquitination and degradation by the 26S proteasome. Elimination of JAZ proteins releases the JAZ-repressed transcription factors (TFs), such as MYC2, and promotes the expression of JA-responsive genes [9–11]. Modularity in the core JA signaling pathway, that is, the combinations of JA-derivative ligands, JAZs and TFs, allows for the integration of multiple input signals to mediate various and specific transcriptional responses adapted to specific demand [12].

COI1, as a JA receptor, is a critical protein for signal transduction. In contrast to dicotyledonous plants, the COI receptor is encoded by a small gene family in the genomes of monocotyledonous plants. In maize, four *COI* genes were initially identified [13] followed by the description of six *COI* genes, among them four COI1 genes, named *ZmCOI1a*, *ZmCOI1b*, *ZmCOI1c* and *ZmCOI1d*, and two COI2 genes, named *ZmCOI2a* and *ZmCOI2b* [14]. In rice, three *COI* genes have been identified, *OsCOI1a* and the closely related *OsCOI1b* homolog, and *OsCOI2* [15]. All the *OsCOI1* and *ZmCOI1* genes are able to complement the Arabidopsis *coi1-1* mutant to restore fertility and JA signal transduction, suggesting they are the functional orthologs of COI1 in rice and maize, respectively [13, 15]. In rice, a role for *OsCOI1a* and *OsCOI1b* genes has been shown in plant defense, for instance in antiviral defense through the control of the RNA silencing protein AGO18 [16], in the control of basal resistance during infection by the rice blast fungus *Magnaporthae oryzae* [17], or in anti-herbivore defense when rice is attacked by the rice leaf-folder insect [18]. A role for *OsCOI1b* was also associated to leaf senescence [19].

As *OsCOI2* and *ZmCOI2* genes were not able to complement the *coi1-1* mutation in Arabidopsis, they were predicted to have divergent functions. However, the characterization of *oscoi2* and *zmcoi2* edited lines revealed their role in plant development and JA signaling. *ZmCOI2a* and *ZmCOI2b* were notably shown to redundantly regulate anther dehiscence, pollen development and male fertility [14]. In rice, three recent and independent studies converged to demonstrate the major role for *OsCOI2* in plant development and JA signaling [20–22]. A crucial role for OsCOI2 in rice fertility was demonstrated and characterized in *oscoi2* mutants by a default in anther dehiscence and a low pollen germination rate [20–22]. OsCOI2 was shown to regulate different JA responses: (i) root growth inhibition by JA was abolished in *oscoi2* mutants [20–22] and (ii) JA-responsive marker genes and defense genes were expressed in an *OsCOI2*-dependent manner [20, 22]. Furthermore, an important role for OsCOI2 was also identified in defense mechanisms against bio-aggressors. Enhanced sensitivity to the brown planthopper (BPH) insect, a leaf rice pest, was observed in the *oscoi2* mutant and accumulation of some antimicrobial secondary metabolites, either phytoalexins or phenylpropanoids, was suppressed in the *oscoi2* mutants in response to JA or to BPH attack, respectively [20, 21].

Our main objective was to decipher the molecular responses controlled by the OsCOI receptors in rice roots, where differential root length inhibition and defense responses occurred in response to JA in the edited *oscoi* lines compare to WT plants [22]. Here, combined transcriptome, metabolome and genetic analyses were used to study the JA-dependent root responses regulated by OsCOI1a/b and OsCOI2, and to identify the major roles played by OsCOI2 in JA-dependent developmental and defense responses.

## Results

### Whole genome sequencing of the *oscoi* edited lines

Before performing transcriptomic analyses, we evaluated the potential off-target effects of CRISPR/Cas9 in the *oscoi1ab* (both edited in the *OsCOI1a* and *OsCOI1b* genes) and *oscoi2* lines. We carried out whole genome sequencing on both lines as well as on the Kitaake wild-type (WT) line we used for transformation and genome editing. First, we performed global alignments of the chromosomes sequences to verify that there was no rearrangement due to the edition approach or to the regeneration process (S1 Fig and S1 Table). Then, we looked for potential off-target sites to verify if any mutation occurred at these locations. We confirmed edition of the targeted genes and mutations previously described in *oscoi1ab* and *oscoi2* lines (S2 Table) [22]. While nucleotide insertions were detected at a few off-target sites, no protein-encoding genes was affected (S2 Table).

### Transcriptomes of the *oscoi* edited lines

We performed RNA-seq analyses of crown root tips from WT plants, *oscoi1ab* and *oscoi2* mutant lines treated or not by JA. 

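The data behind the transcriptome results are the gene counts that the authors deposited for crown root tips of the cultivar Kitaake, cut over about 1 cm and pooled from 20 to 24 plants per sample. WT plants, the double line oscoi1ab (edited in OsCOI1a and OsCOI1b) and the line oscoi2 were each sampled 6 h after a mock treatment (DMSO) or 5 µM JA, with 3 samples per line and treatment, 18 libraries in all. The paper states that reads of 150 bp from both ends were trimmed with CutAdapt, mapped with HiSat2 on the MSU7 and RAP-DB references and assembled with StringTie, and that an in-house script turned the result into counts, with both annotations merged. The deposited values are whole numbers without normalization. Low values are most frequent near multiples of 3.67 to 3.78 counts. Of the values from 1 to 60, 36.9% lie within 0.5 of a multiple of the median spacing, where 30.0% of the whole numbers do, so most values are not such multiples. How many counts a read pair gives is not stated, and 3.7 is used here as an assumption. Each library totalled 99657931 to 113672521 counts. Under mock the range was 99657931 to 102459006 (median 102025663) in WT, 103348311 to 112738875 (median 111683562) in oscoi1ab and 104480724 to 113672521 (median 105414575) in oscoi2 plants. After JA it was 103008645 to 109614507 (median 108799538) in WT, 101428723 to 108557517 (median 108515487) in oscoi1ab and 103361397 to 109402533 (median 108717382) in oscoi2 plants. All values given beside the results rest on these totals and not on the read numbers of S3 Table.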

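As in the paper, genes with a sum of at least 180 counts over the libraries were kept and DEGs were called at a log2FC of at least 1 in either direction and an FDR under 0.01, the FDR being the Benjamini-Hochberg adjusted p. This left 30907 of 64687 listed genes. The paper names edgeR within DIANE; here edgeR's quasi-likelihood test was run on 1 fit of all 6 groups after TMM scaling, and levels are given in CPM on that scale. The JA responses of 2 lines were compared by the interaction contrast of that fit, which tests whether log2FC after JA differs between them. A DEG in 1 line that is missing from another is not by itself a difference between the lines. The choices that could change the numbers include the test, the libraries fitted together, the scaling and the limits for a call, and 13 alternatives as well as the omission of each library were run. The floor of a library was taken as 11.1 counts or 0.105 CPM, which is 3 read pairs at the assumed 3.7 counts each. Where all 3 libraries of a group are at 0, a fold is given as a lower bound against that floor, which covers counting error only. A gene under the floor in 1 group but not at 0 keeps its fitted log2FC, which rests on few counts there, and no fold is given where both groups are under it.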

Between ~33 and 37 M read pairs were obtained for each library and mapped on the *Oryza sativa* reference genomes (S3 Table). 

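Relative to the paper's own read numbers, 32538240 to 36770787 clean read pairs per library, the deposited counts add up to 3.155 to 3.232 times the mapped pairs. The 30907 genes kept hold 99.975% of all counts, and 41469 genes have a count in at least 1 library. The 10 genes with most counts take 3.91 to 7.87% of a library. At this depth the floor lies far below the level of most genes named here, and the sum that a gene needs is about 48.6 read pairs over the libraries at the assumed 3.7 counts each.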

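Principal component analysis was run on log2 CPM of the genes kept, with genes centred and not scaled. The PC1 carried 42.7% and the PC2 8.63% of the variance. The mean distance of each library to the WT libraries of its treatment was taken in that plane. Under mock it was 41.2 ± 4.97 (SD, n = 3) in oscoi1ab and 83.4 ± 63.0 (SD, n = 3) in oscoi2 plants, against 49.5 ± 38.3 (SD, n = 3) between the 3 pairs of WT libraries. After JA it was 33.9 ± 4.29 (SD, n = 3) in oscoi1ab, 137.8 ± 14.1 (SD, n = 3) in oscoi2 and 49.1 ± 4.27 (SD, n = 3) in WT plants. After JA, the oscoi2 libraries thus lie farther from WT libraries than these do from each other. Under mock their mean distance is larger too, by less than its SD, and there the comparison depends on the setting: 40.7 in oscoi2 against 9.26 in WT plants with the 500 genes of largest variance, 146 against 48.1 with genes scaled to unit variance, 100 against 13.9 with the replicate block, and 107 against 7.43 without WT mock library 1, but 74.6 against 73.5 and 71.9 against 77.1 without WT mock library 2 and 3. With the 500 genes, the oscoi2 JA libraries stood at 87.6 and the WT JA libraries at 7.46. The order of oscoi1ab and WT plants depends on the setting too. With the 500 genes, oscoi1ab libraries stood at 13.98 against 9.26 under mock and at 14.26 against 7.46 after JA. Under mock they stood at 23.56 against 7.43 without WT mock library 1 and at 14.47 against 13.9 with the replicate block. In the other settings and omissions the oscoi1ab distance was the smaller one. Over all genes and without a projection, the root mean square log2 distance from WT libraries was 1.03 in oscoi1ab and 1.14 ± 0.142 (SD, n = 3) in oscoi2 plants under mock, where WT libraries stood at 1.07 ± 0.122 (SD, n = 3). After JA it was 1.10, 1.32 and 1.09 in oscoi1ab, oscoi2 and WT plants.

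**Figure D1:**
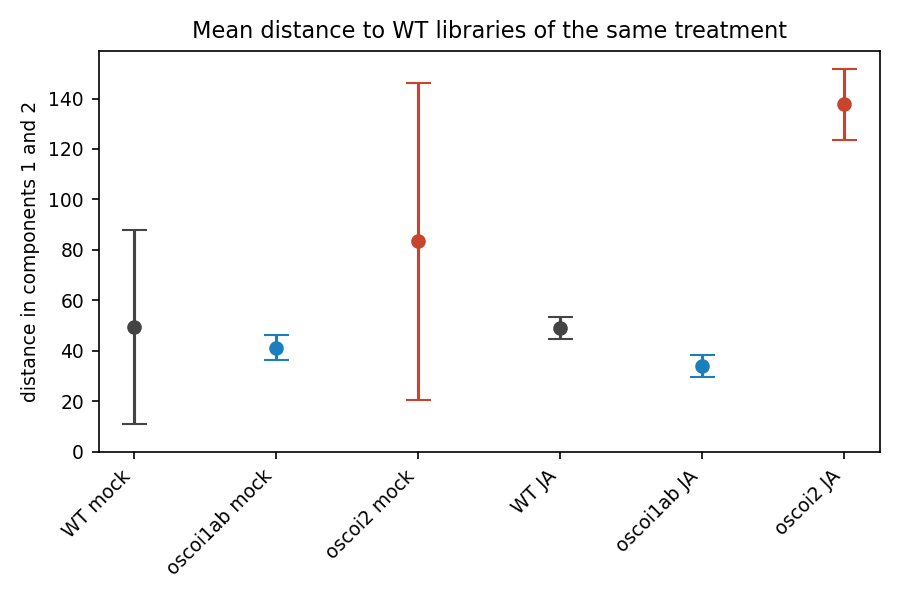
Mean distance to the WT libraries of the same treatment in the plane of PC1 and PC2, in log2 CPM units, by line and treatment. Points are means and bars the SD of 3 libraries, or of 3 pairs of libraries for WT plants, and the oscoi2 libraries after JA stand at 137.8.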

A global comparison using principal component analysis revealed that the double mutant line *oscoi1a/b* exhibits a transcriptome pattern close to that of the WT, which is distinguishable from the transcriptome of the *oscoi2* mutant line under both mock and JA treated conditions (S2 Fig).

### Differential gene expression between *oscoi* lines and WT plants under mock condition

To identify any OsCOI regulated genes in absence of JA treatment, we first looked for differentially expressed genes (DEGs) occurring between untreated plants (Fig 1a and S4 Table). 

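The 3 edited receptor genes were read first, in every library. OsCOI1a (LOC_Os01g63420) was counted at 95.1, 70.3 and 108 CPM in the WT mock libraries 1, 2 and 3 and at 85.1, 80.4 and 81.6 CPM after JA. The oscoi1ab libraries held 24.7, 13.7 and 16.5 CPM under mock and 24.3, 8.38 and 12.8 CPM after JA, and the oscoi2 libraries 78.0, 88.7 and 67.4 and 79.4, 94.0 and 88.7 CPM. OsCOI1b (LOC_Os05g37690) was counted at 124, 137 and 142 CPM in the WT mock libraries 1, 2 and 3 and at 89.5, 99.9 and 102 CPM after JA. In oscoi1ab plants it held 118, 116 and 103 CPM under mock and 82.2, 89.1 and 88.4 CPM after JA, and in oscoi2 plants 87.7, 101 and 86.3 and 90.7, 119 and 95.0 CPM. OsCOI2 (LOC_Os03g15880) was counted at 42.8, 36.1 and 52.0 CPM in the WT mock libraries 1, 2 and 3 and at 43.9, 44.1 and 48.1 CPM after JA. In oscoi1ab plants these were 45.7, 38.5 and 43.8 CPM under mock and 40.2, 45.2 and 52.1 CPM after JA, and in oscoi2 plants 23.2, 25.7 and 24.1 and 22.6, 28.6 and 22.3 CPM. Against WT plants under mock, OsCOI1b had log2FC -0.26 (standard error 0.11, FDR = 0.995) in oscoi1ab and OsCOI2 log2FC -0.84 (standard error 0.14, FDR = 0.00438) in oscoi2 plants, both short of a DEG. OsCOI1b, which is not edited in oscoi2 plants, had log2FC -0.55 (standard error 0.11, FDR = 0.0107) there. Reads shared between OsCOI1a and OsCOI1b were not separated here.

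**Figure D2:**
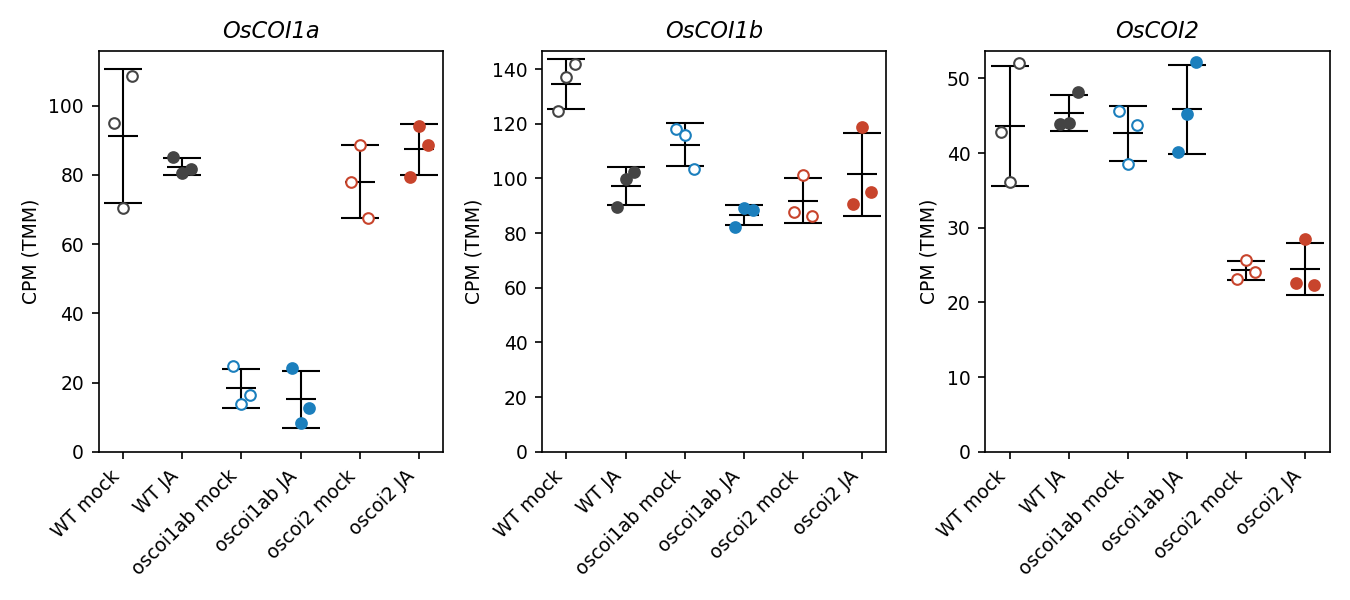
Level of the 3 receptor genes in each of the 18 libraries, in CPM after TMM scaling, by line and treatment. Points are libraries and bars the mean and SD, and the OsCOI1a points of oscoi1ab plants (8.38 to 24.7 CPM) lie below those of WT plants (70.3 to 108.5 CPM).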

Between *oscoi1ab* and WT crown root tips, 134 DEGs were identified. 

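The quasi-likelihood test called 50 DEGs in oscoi1ab against WT plants under mock, 39 up and 11 down, and 1369 genes had an unadjusted p under 0.05. Over the 30907 genes tested, the libraries of these lines did not overlap in 10.15%, where chance gives 10%. That 10% holds for libraries without pairs. Libraries of equal number correlated between these lines (r of 0.47, 0.315 and 0.239), so it may not be the share without a change here. Among the alternatives, fitting only the libraries of the groups compared gave the fewest DEGs, 10, and DESeq2 the most, 153, with 136 by edgeR's likelihood ratio test. Without WT mock library 1 there were 30, without WT mock library 2 32 and without oscoi1ab mock library 3 31. Among DEGs of at least 1 CPM on average, the increases largest by log2FC were those of LOC_Os07g05840, with a fitted log2FC of 11.87 (standard error 1.64, FDR = 0.00190) against a WT level under the floor, and of LOC_Os07g05850, listed at 0 in WT mock and at least 210-fold higher in oscoi1ab plants (FDR = 0.00268). Both lie next to OsJAZ2 (LOC_Os07g05830). LOC_Os07g41050 fell, with log2FC -2.26 (standard error 0.37, FDR = 0.00853).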

Among the 90 up-regulated genes, we notably identified *OsJAZ15* and one gene encoding a TF, *OsERF96*. 

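OsJAZ15 (LOC_Os03g27900) was listed at 0 in the WT mock libraries and reached 1.08 ± 0.227 CPM (SD, n = 3) in oscoi1ab plants, at least 10.3-fold higher, but with an FDR of 0.116 it was no DEG in the quasi-likelihood test. OsERF96 (LOC_Os10g41330) rose from 2.16 ± 1.06 CPM (SD, n = 3) to 8.64 ± 3.79 CPM (SD, n = 3), log2FC 2.00 (standard error 0.42, FDR = 0.0539), also short of a call. With edgeR's likelihood ratio test, OsERF96 passed both limits.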

Among the 44 down-regulated genes, we identified *OsCOI1a*, what can be correlated to the edition event, and one gene encoding for a TF, *OsTCP25*. 

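OsCOI1a fell from 91.3 ± 19.4 CPM (SD, n = 3) in WT to 18.3 ± 5.70 CPM (SD, n = 3) in oscoi1ab plants under mock, log2FC -2.32 (standard error 0.30, FDR = 0.00121), and was called in 17 of the 18 fits that leave out 1 library. OsTCP25 (LOC_Os09g34950) had log2FC -7.93 (standard error 0.62, FDR = 5.6e-06), from 1.59 ± 0.368 CPM (SD, n = 3) to 0.00525 ± 0.00455 CPM (SD, n = 3), a level under the floor.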

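In oscoi2 against WT plants under mock, 116 DEGs were called, 68 up and 48 down, and 7020 genes had an unadjusted p under 0.05. Of all genes tested, 26.89% separated the libraries of the lines without overlap, where chance gives 10%. The number ran from 24 when only the libraries compared were fitted to 407 at an FDR limit of 0.05, with 392 by the likelihood ratio test. Single libraries decide part of it: leaving out oscoi2 mock library 2 gave 256 DEGs, leaving out oscoi2 mock library 1 or 3 gave 50 and 47, and leaving out WT mock library 1, 2 or 3 gave 61, 62 and 53. LOC_Os03g02470 and LOC_Os03g18779, listed at 0 in WT mock, were at least 254-fold and 292-fold higher in oscoi2 plants (FDR = 0.00202 and 4.5e-05). LOC_Os01g13610, listed at 0 in the oscoi2 mock libraries, was at least 5.48-fold lower (FDR = 0.00880), and LOC_Os04g05650 had log2FC -5.24 (standard error 0.79, FDR = 0.00287).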

Between *oscoi2* and WT crown root tips, more differences were observed with a total of 389 DEGs. Among the 190 up-regulated genes, we notably identified 4 genes encoding dirigent proteins and 2 genes encoding TFs (*OsbHLH186* and *OsERF96*). 

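The dirigent genes LOC_Os07g44250 and LOC_Os11g42500 were called, with log2FC 1.51 (FDR = 0.00293) and 1.14 (FDR = 0.00844). LOC_Os07g44450 and LOC_Os01g06250 reached 1.12 (FDR = 0.0242) and 1.03 (FDR = 0.0170) and passed the FDR limit of 0.05 only. OsERF96 rose in oscoi2 plants to 12.9 ± 4.61 CPM (SD, n = 3), log2FC 2.58 (standard error 0.43, FDR = 0.00474). OsbHLH186 (LOC_Os11g39000) was listed at 0 in the WT mock libraries and stayed under the floor in oscoi2 plants (FDR = 0.0702), so no fold is given, and it was not called.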

Among the 199 down-regulated genes, we identified a high number of genes encoding TFs, i.e. 16 genes (listed in S4 Table), suggesting that OsCOI2 is a direct or indirect positive regulator of these TFs. 

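Of the TF genes listed in S4 Table as repressed in oscoi2 plants, OsTCP25, OsMADS26 and LOC_Os08g20486 were DEGs in the quasi-likelihood test, with log2FC -2.50 (FDR = 0.00660), -1.04 (FDR = 0.00144) and -2.11 (FDR = 0.00665). OsHOX19, OsMYBS1, LOC_Os12g41650, OsbHLH153, OsHsfC2a, LOC_Os03g21660, OsBBX25, OsIDD9, OsHOX25, LOC_Os10g39720 and OsERF141 passed an FDR limit of 0.05 with lower levels in oscoi2 plants. OsWRKY8 and LOC_Os05g37050 were not called at either limit, were at 0 in the 3 oscoi2 mock libraries and stood at 0.0356 ± 0.0358 CPM (SD, n = 3) and 0.0498 ± 0.0863 CPM (SD, n = 3) in WT plants.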

Venn diagrams showed that few genes are common DEGs between *oscoi1ab* and *oscoi2* when compared to WT plants (Fig 1b). 

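Both edited lines shared 31 DEGs up and 2 down (OsTCP25 and LOC_Os11g02379) under mock. Specific to oscoi1ab plants were 8 up and 9 down, and to oscoi2 plants 37 up and 46 down. Leaving out 1 library moved these numbers by more than 1.5 times: the 31 to 19 without WT mock library 1, the 8 to 2, 2, 1 and 3 without WT mock library 1, 2 or 3 or oscoi1ab mock library 3, the 9 to 4 without the last of these, the 37 to 18, 16, 15, 92 and 14 without WT mock library 1 or 3 or oscoi2 mock library 1, 2 or 3, and the 46 to 23, 13 and 10 without WT mock library 1, 2 or 3 and to 8, 135 and 9 without oscoi2 mock library 1, 2 or 3. One of the 2 shared genes down was called in both lines without any of the WT mock or oscoi2 mock libraries, WT JA library 1 or 2 or oscoi1ab mock library 2. The likelihood ratio test, which calls more genes in each line, contained all DEGs of the quasi-likelihood test. Both lines are compared with the same WT libraries. Of the 50 and 116 genes of lowest p with a log2FC of at least 1, 33 were shared in the same direction, where 20 simulations of unchanged lines with shared WT libraries gave 7 to 16. Over the 33 shared DEGs the log2FC of the lines differed by a median of 0.36.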

Among the common up-regulated genes, we specially identified 5 NB-ARC genes and one pectin lyase (*OsPME1*). 

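The NB-ARC genes LOC_Os11g43700, LOC_Os11g45180 and LOC_Os11g44990 were DEGs in both lines, with log2FC 3.66, 3.37 and 1.88 in oscoi1ab and 3.54, 3.01 and 2.14 in oscoi2 plants. LOC_Os11g29920 had an FDR of 0.0302 and 0.0453 in these lines, and LOC_Os11g45060 of 0.289 and 0.0420, above the limit for a call. OsPME1 (LOC_Os03g19610) was listed at 0 in the WT libraries of both treatments and reached 2.81 ± 0.597 CPM (SD, n = 3) in oscoi1ab and 5.91 ± 1.15 CPM (SD, n = 3) in oscoi2 plants under mock, at least 26.8-fold and 56.3-fold higher (FDR = 2.6e-06 and 1.3e-06).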

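Lower levels in both edited lines than in WT plants under mock were called for the lipid-transfer protein gene LOC_Os11g02379, with log2FC -1.18 (FDR = 0.00145) in oscoi1ab and -1.82 (FDR = 1.4e-05) in oscoi2 plants. OsLTPIV (LOC_Os11g02389) had -1.30 (FDR = 0.0346) and -1.60 (FDR = 0.00428), and was a DEG in oscoi2 plants. LOC_Os11g40530, which S4 Table describes as LTP 2, was listed at 0 in WT mock and was at least 2.18-fold higher in oscoi1ab and at least 13.2-fold higher in oscoi2 plants (FDR = 0.0380 and 0.00403). OsTCP25 had log2FC -2.50 (FDR = 0.00660) in oscoi2 plants.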

Among the common down-regulated genes, 2 genes encoding lipid-transfer proteins (*OsLTP2* and *OsLTPIV*) and 2 genes encoding TFs (*OsERF96* and *OsTCP25*) were identified. These data suggest that these genes may be co-regulated by OsCOIs receptors in rice root tips.

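Of the 33 DEGs shared by both lines under mock, 27 were also called in both lines against WT plants after JA, in the same direction. In response to JA itself, 8 of them were DEGs in WT, 6 in oscoi1ab and 2 in oscoi2 plants, while 14.1% of all genes tested were DEGs in WT plants. On chromosome 11 lay 8 of the 33.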

**Fig 1:**
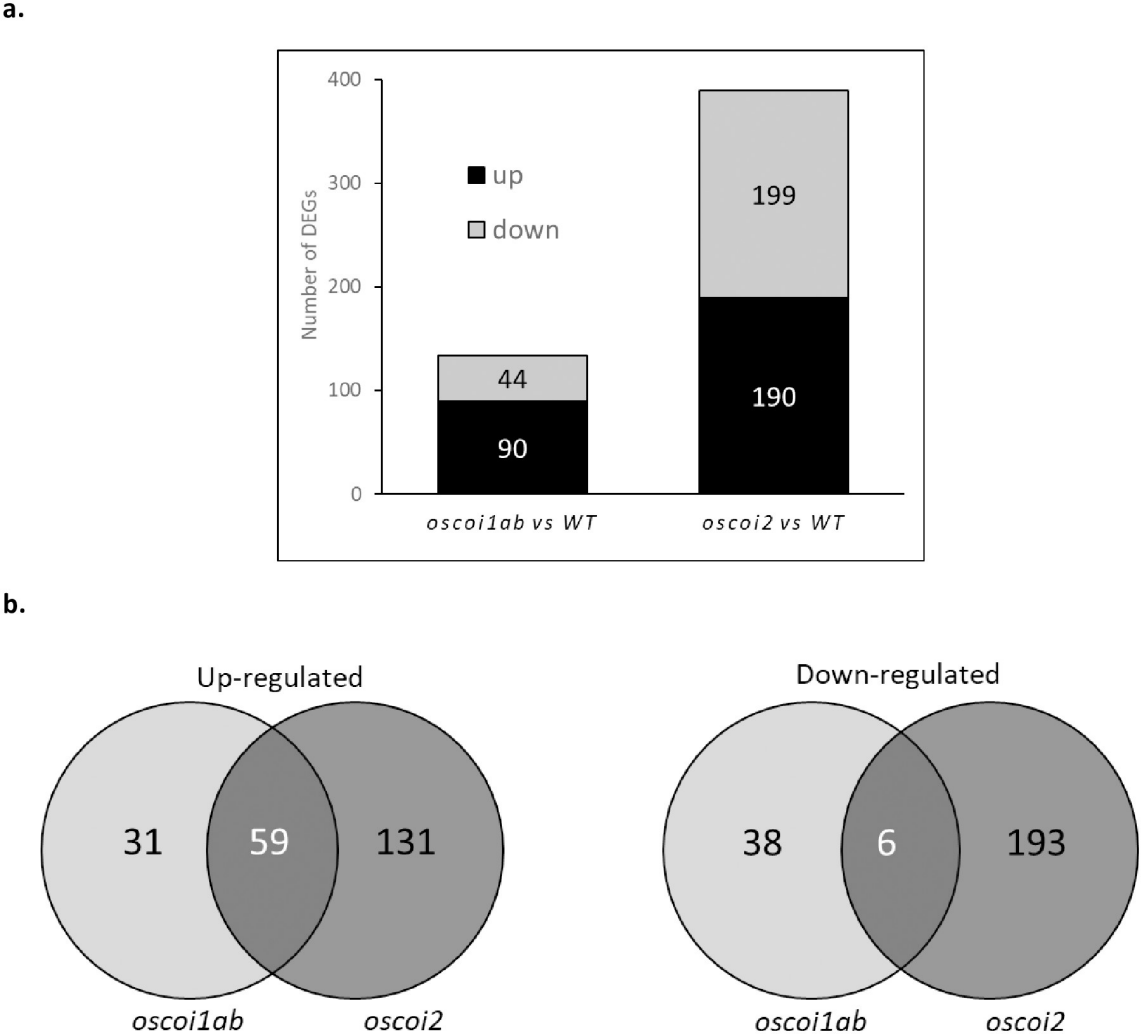
Number of DEGs between *oscoi* lines and WT plants. **a.** Number of DEGs identified in crown root tips from *oscoi1ab* and *oscoi2* lines compared to WT plants. **b.** Venn diagrams showing specific and common DEGs found in *oscoi1ab* and *oscoi2* lines compared to WT plants.

### Gene expression profiling of *oscoi* lines subjected to JA treatment

The JA effect on gene expression in crown root tips of the WT plants, was analyzed. A total of 5074 DEGs was identified, including 2588 up-regulated genes and 2486 down-regulated genes (Fig 2a and S5 Table). 

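In WT plants, JA changed 4342 genes, 2313 up and 2029 down, in the quasi-likelihood test. Testing for a change beyond 2-fold gave the fewest, 1672, and leaving out the log2FC minimum the most, 7650. Mock and JA libraries did not overlap in 48.27% of all genes tested, where chance gives 10%. Scaling by library size alone, which shifts log2FC of the median gene by -0.35, gave 5571 DEGs, 1616 up and 3955 down, so the balance of directions rests on the scaling. LOC_Os04g29090 and LOC_Os10g30390, listed at 0 under mock, were at least 329-fold and 730-fold higher after JA (FDR = 9.7e-08 and 8.6e-07). LOC_Os05g33280 and Os10g0468250, at 0 after JA, were at least 23.3-fold and 30.8-fold lower (FDR = 1.1e-04 and 0.00686); the call of Os10g0468250 held in 12 of the 18 fits without 1 library.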

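JA changed 4829 genes in oscoi1ab plants, 2311 up and 2518 down, and 51.71% of all genes tested separated mock and JA libraries without overlap (10% by chance). LOC_Os11g10800 and LOC_Os12g12720 rose at least 340-fold and 532-fold from libraries at 0 (FDR = 1.6e-07 and 3.7e-09). LOC_Os06g05950 and LOC_Os11g41034 were at least 28.0-fold and 70.2-fold lower (FDR = 3.8e-04 and 1.9e-04). The interaction contrast between oscoi1ab and WT plants called 0 genes in edgeR's quasi-likelihood fit. At an unadjusted p under 0.05 there were 903, the likelihood ratio test called 10, DESeq2 21 and limma-voom 0.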

For the *oscoi1ab* plants treated by JA, a similar number of DEGs were recorded with a total of 5575 DEGs, including 2521 up-regulated genes and 3054 down-regulated genes. The *oscoi2* plants showed less differences in gene expression under JA treatment, as only 1890 DEGs were identified, including 1145 up-regulated genes and 745 down-regulated genes.

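In oscoi2 plants 1378 genes were DEGs after JA, 924 up and 454 down, and 33.24% of all genes tested separated the libraries of mock and JA (10% by chance). Leaving out 1 library gave 919 to 1402. LOC_Os05g12040 and LOC_Os07g03590 were at least 64.8-fold and 66.2-fold higher (FDR = 3.0e-06 and 2.1e-04). LOC_Os04g46820 fell with log2FC -4.83 (standard error 0.78, FDR = 4.9e-04) and LOC_Os07g44499 with log2FC -5.15 (standard error 1.23, FDR = 0.00843), the latter called in 7 of the 18 fits without 1 library. The mock level of LOC_Os01g13610, which was low in this line, rose at least 9.70-fold with JA.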

**Fig 2:**
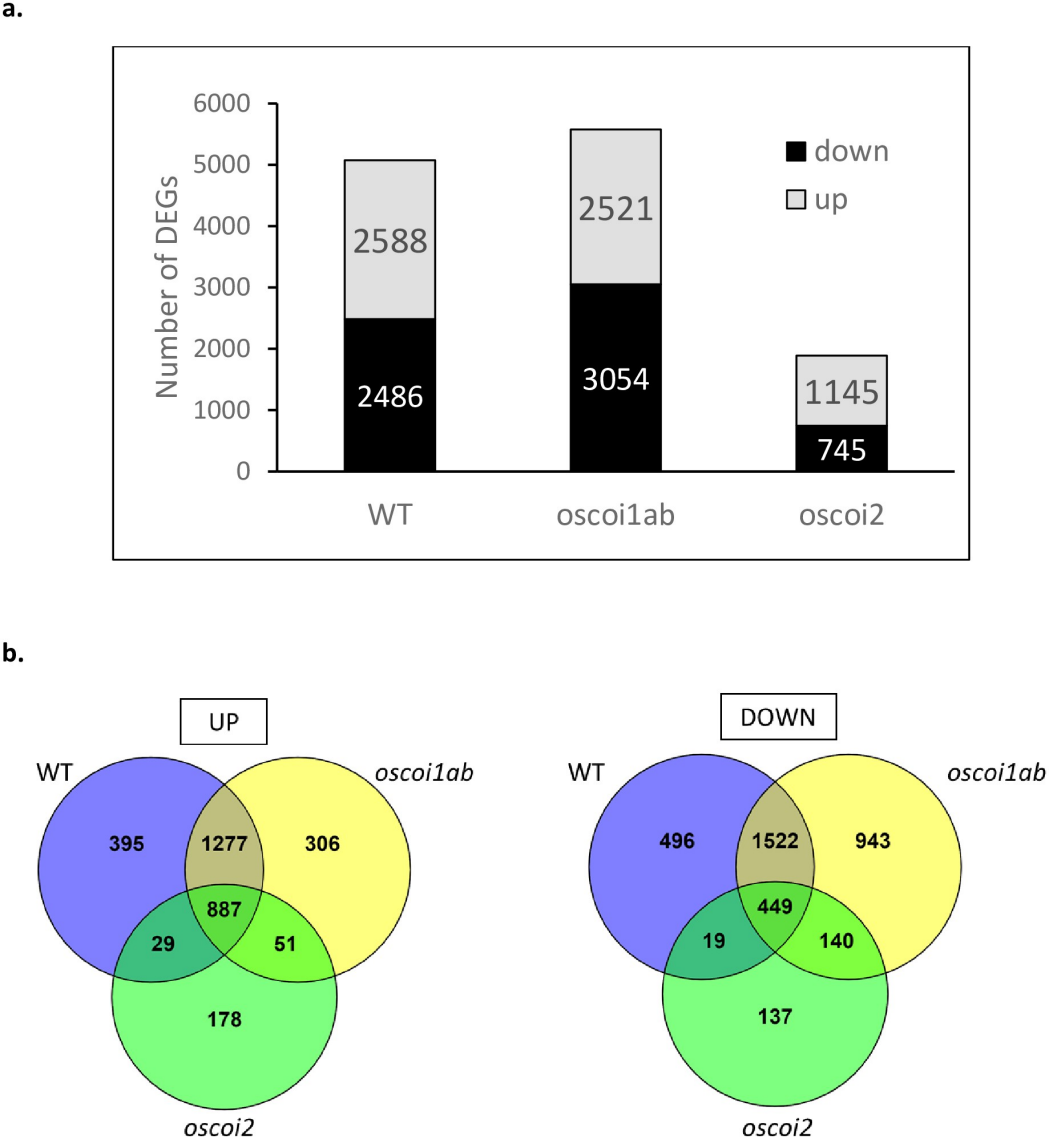
Number of DEGs in response to JA treatment in WT plants and *oscoi* lines. **a.** Number of DEGs in crown root tips after 6h JA treatment (5 μM). **b.** Venn diagrams showing specific and common DEGs in WT plants and *oscoi* lines in response to JA. Up: up-regulated genes, down: down-regulated genes.

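Of the genes up in WT plants after JA, 86.8% were also up in oscoi1ab and 33.5% in oscoi2 plants. Of those down, the shares were 82.3% and 15.4%, the latter falling to 9.69, 9.91, 9.94 and 7.60% without oscoi2 mock library 1 or 3 or oscoi2 JA library 1 or 2. Over both directions, 84.7% of the WT DEGs were called in oscoi1ab and 25.1% in oscoi2 plants, and a test for a change beyond 2-fold lowered the latter most, to 15.6%. Leaving out 1 library at a time kept the shares at 77.3 to 89.4% and 17.9 to 29.4%.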

WT plants shared the highest number of DEGs with the *oscoi1ab* plants, i.e. 84% (1277+887 DEGs) of the up-regulated genes and 79% (1522+449 DEGs) of the down-regulated genes, whereas they shared only 35% (29+887 DEGs) of the up-regulated genes and 19% (19+449 DEGs) of the down-regulated genes with the *oscoi2* plants (Fig 2b). 

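Called in WT and oscoi1ab plants and not in oscoi2 plants were 1246 genes up and 1365 down, 53.9% and 67.3% of the WT DEGs of each direction. Of these 2611 genes, 2365 moved in the same direction in oscoi2 plants and 950 did so at an FDR under 0.05. Tested as a difference between oscoi2 and WT plants, the interaction contrast called 579 of them (22.2%), and 1208 had an FDR under 0.05 there. A stricter rule counted a gene as unchanged in oscoi2 plants only if it failed an FDR limit of 0.05 without a log2FC minimum. By it, 38.3% of the WT DEGs were of this kind in place of 60.1%. Whatever their calls in the edited lines, 17.9% of the WT DEGs were called in the interaction contrast of oscoi2 with WT plants. The median log2FC of the 2611 genes toward the WT direction was 1.65 in WT and 0.63 in oscoi2 plants.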

In terms of specificity, 49% (1277 DEGs) and 61% (1522 DEGs) of the genes defined as up- and down-regulated genes respectively, in both WT and *oscoi1ab* plants were not deregulated in *oscoi2* plants, indicating an *OsCOI2*-dependent expression after JA treatment. In contrast, only 1% of the DEGs (29 up-DEGs and 19 down-DEGs) displayed an *oscoi1ab*-dependent expression. 

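This pattern, called in WT and oscoi2 plants and not in oscoi1ab plants, was found for 14 genes up and 8 down, 0.507% of the WT DEGs. All 22 moved in the same direction in oscoi1ab plants, and the interaction contrast between oscoi1ab and WT plants, without a call over all genes, called 0 of them. The share was 0.922% with the likelihood ratio test, 0.912% with DESeq2 and 0.837% without a log2FC minimum. Without oscoi2 mock library 1 it was 0.229%, without oscoi1ab JA library 1 1.09%, without oscoi1ab JA library 3 1.05%, and without oscoi1ab mock library 1, 2 or 3 1.05, 0.812 and 0.923%.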

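The 3 lines shared 762 genes up and 304 down after JA, 32.9% and 15.0% of the WT DEGs of each direction. The 304 became 191, 186, 195 and 149 without oscoi2 mock library 1 or 3 or oscoi2 JA library 1 or 2. For 151 of these 1066 genes the interaction contrast called a difference between oscoi2 and WT plants.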

Either functional redundancy of the OsCOI receptors or OsCOI-independent pathways can be related to the common DEGs, accounting for 34% (887 DEGs) of the up-regulated genes and 18% (449 DEGs) of the down-regulated genes. Finally, 15% (395 up-DEGs) or 20% (496 down-DEGs) of the DEGs were only detected in the WT plants upon JA treatment, suggesting a gene regulation that requires the three *OsCOI* genes. 

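Called in WT plants alone were 291 genes up and 352 down, 12.6% and 17.4% of the WT DEGs. Without WT mock library 1 or WT JA library 3 the genes up were 168 and 173, and without oscoi1ab mock library 1 they were 457. The genes down were 180 without WT JA library 3 and 563 and 531 without oscoi1ab JA library 1 or 3. Scaling by library size alone gave 209 and 692. Of these 643, 639 moved in the same direction in oscoi1ab plants, 455 at an FDR under 0.05, and 97 had such an FDR in oscoi2 plants. A difference from WT plants was called for 49 of them in the interaction contrast with oscoi2 and for 0 in that of oscoi1ab plants, in edgeR's quasi-likelihood fit.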

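The size of the response was compared over the DEGs of oscoi1ab plants, a set chosen on a line other than the 2 compared. Toward the direction of the change, the median log2FC was 1.60 ± 0.136 (SD, n = 3) in WT and 0.84 ± 0.102 (SD, n = 3) in oscoi2 plants. It stayed at 1.54 to 1.69 and 0.79 to 0.89 with 1 library left out, and was 1.60 and 0.83 with genes at 0 in a group set to their bound. The interaction contrast between oscoi2 and WT plants called 908 genes, 404 with a higher and 504 with a lower log2FC in oscoi2 plants. Testing for a difference beyond 2-fold gave 50. Against oscoi1ab plants the contrast called 1042 genes, 471 higher and 571 lower. In the contrast with WT plants, LOC_Os10g23900, under the floor in oscoi2 plants after JA, had a fitted log2FC of -10.28 (standard error 1.43, FDR = 4.7e-04) and LOC_Os03g22590 log2FC 7.21 (standard error 0.87, FDR = 1.7e-04). LOC_Os10g05160 and LOC_Os05g33280, each at 0 in a WT group, had an FDR of 0.00259 and 0.00649. In the contrast with oscoi1ab plants the FDR of OsKSL4, LOC_Os03g22590 and Os12g0291733 was 2.3e-04, 1.7e-04 and 0.00831, and that of OsLAC10, at 0 in oscoi1ab mock, was 0.00711. With 1 library left out, the calls of LOC_Os05g33280 against WT and of OsLAC10 and Os12g0291733 against oscoi1ab plants held in 8, 11 and 4 of the 18 fits. For the share of dependent genes, the paper reasons from the sets of DEGs. It takes genes called in WT and oscoi1ab plants and missing from oscoi2 plants as dependent on OsCOI2. Genes called in WT and oscoi2 plants and missing from oscoi1ab plants it takes as dependent on the OsCOI1 receptors. The size of one set is weighed against the other. Elsewhere it also draws on smaller log2FC values in oscoi2 plants, RT-qPCR, metabolite levels and root growth.

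**Figure D3:**
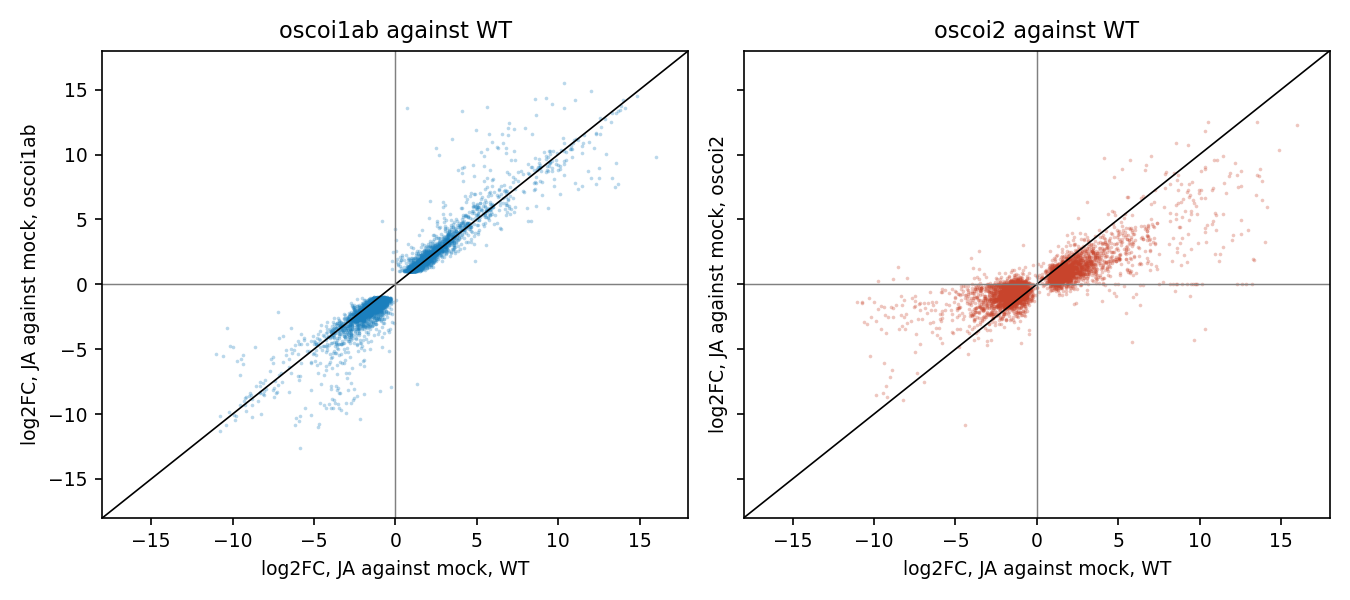
Log2FC after JA in WT plants (horizontal axes) against that in oscoi1ab plants (left) and in oscoi2 plants (right), 1 point per DEG of oscoi1ab plants. Genes on the diagonal line respond alike, and the medians toward the direction of change are 1.60 in WT and 0.84 in oscoi2 plants.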

As a main result, we retained that the majority of transcriptional changes upon JA treatment in rice roots is OsCOI2-dependent. RT-qPCR experiments performed on 11 genes validated the RNA-seq data (S3 Fig).

### Expression of genes related to JA metabolism and perception

On the 14 genes associated to JA metabolism (biosynthesis and catabolism), we found that 13 were induced by JA treatment in WT plants while only one, *OsJAR2*, is repressed (Fig 3a and S6 Table). These genes displayed the same expression patterns in *oscoi1ab* plants. 

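The 14 genes of JA metabolism were DEGs in WT plants. OsAOS1 (LOC_Os03g12500) had the largest increase, log2FC 10.36 (standard error 0.92, FDR = 3.0e-07), followed by OsLOX9 (LOC_Os08g39840) with log2FC 6.38 (standard error 0.62, FDR = 7.5e-07), and the median log2FC of the list was 4.17. OsJAR2 (LOC_Os01g12160) fell from 18.3 ± 7.38 CPM (SD, n = 3) to 1.34 ± 0.679 CPM (SD, n = 3), log2FC -3.77 (standard error 0.44, FDR = 6.0e-06). Adjusted over the list alone, the DEGs were 14, 14 and 9 in WT, oscoi1ab and oscoi2 plants; the list was chosen in the study on these same samples and is not independent evidence.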

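The 14 genes were DEGs in oscoi1ab plants as well, with a median log2FC of 5.37 and log2FC -4.09 (standard error 0.45, FDR = 2.5e-06) for OsJAR2. The difference from WT plants ran from -1.92 to 1.98. EdgeR's quasi-likelihood test, DESeq2 and limma-voom each called 0 of these differences, of which 3 (OsPLD4, OsCYP94B4 and OsCYP94C2a) had an unadjusted p under 0.05.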

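Of the 14 genes of JA metabolism 9 were DEGs in oscoi2 plants after JA, and the median log2FC of the list was 1.93. Log2FC had the same sign as in WT plants in 14 genes and a smaller size in 14. Against WT plants the interaction contrast called 9, with OsOPR7 at log2FC -1.54 (standard error 0.16, FDR = 4.6e-05) and OsCYP94C2b at log2FC -3.14 (standard error 0.46, FDR = 7.2e-04). OsAOS1 fell out of this contrast in most fits without 1 library, being called in 5 of 18, OsCYP94C2a in 3 and OsCYP94B4 in 12. The contrast called 6 to 11 of the list with 1 library left out and 0 in edgeR's test beyond 2-fold, with 14 at an unadjusted p under 0.05, 11 by the likelihood ratio test, 10 by DESeq2 and 8 by limma-voom.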

In *oscoi2* plants, upon JA treatment most of these genes exhibited a weaker response with smaller log_2_FC values than the WT and *oscoi1ab* plants. Five of them behaved similar than in the mock treated plants indicating that these genes are OsCOI2-dependent genes.

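Not called in oscoi2 plants were OsAOC (LOC_Os03g32314), OsOPR7 (LOC_Os08g35740), OsJAR2 (LOC_Os01g12160), OsCYP94B5 (LOC_Os12g25660) and OsAH8 (LOC_Os01g37960), with log2FC 0.90, 0.52, -0.39, 0.75 and 0.41. OsAOC, OsOPR7 and OsAH8 had an FDR of 3.9e-04, 0.00387 and 0.0120 in oscoi2 plants and missed the call by the log2FC minimum, or in the last case by both limits. The interaction contrast with WT plants called OsAOC, OsOPR7 and OsJAR2 (FDR = 0.00153, 4.6e-05 and 0.00173), while OsCYP94B5 had an FDR of 0.0276 and OsAH8 a difference of -0.72 (FDR = 0.00576).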

**Fig 3:**
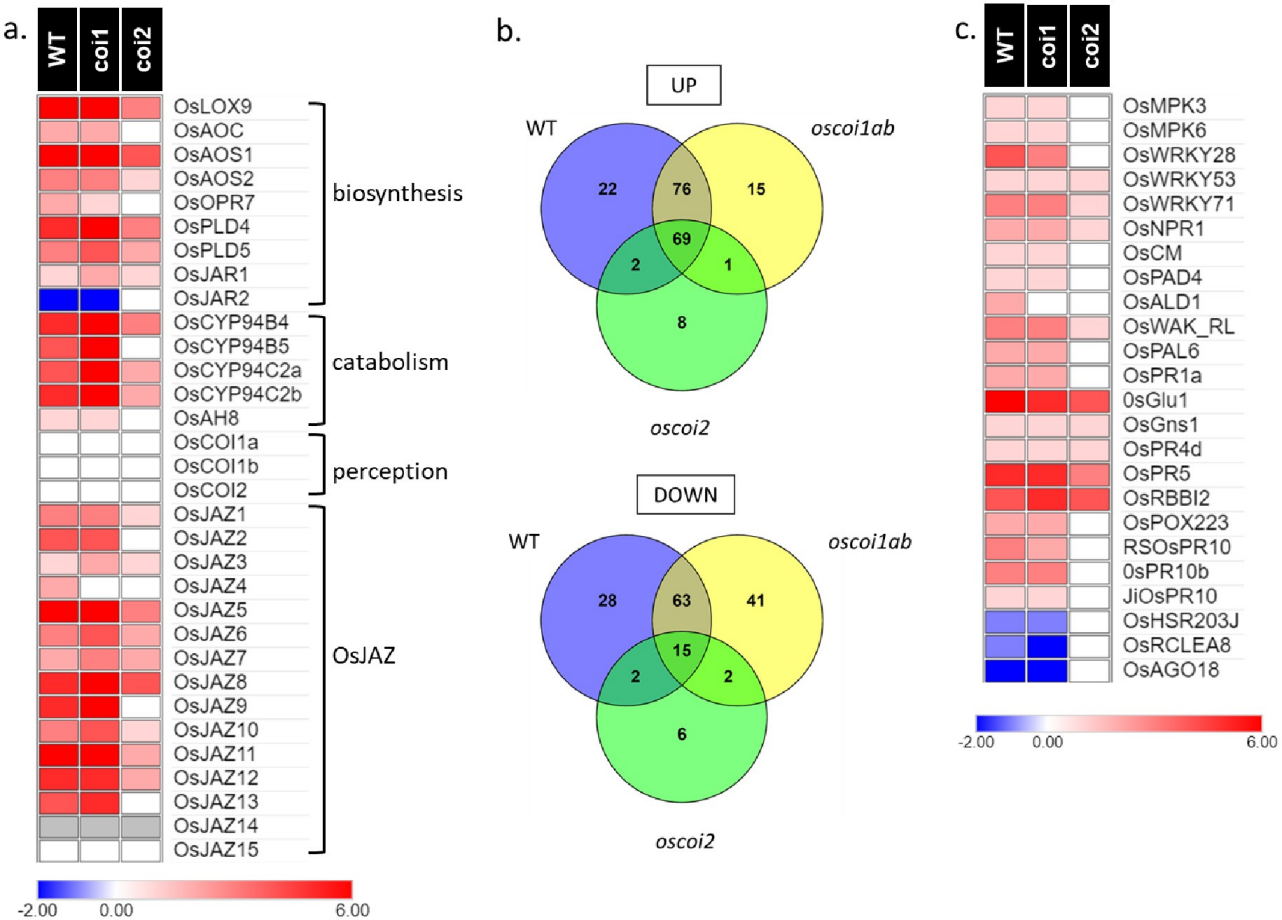
Expression of JA-related genes in response to JA treatment in WT plants and in *oscoi* mutants. **a.** Expression pattern of genes related to JA metabolism and perception **b.** Venn diagrams showing specific and common DEGs encoding for transcription factors (Up: up-regulated genes, down: down-regulated genes). **c.** Expression pattern of genes related to plant defense. For heatmaps, the key color represents the log_2_FC values of the DEGs identified between JA-treated samples and controls samples (see S6 Table for detailed values).

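After JA, OsCOI1a had log2FC -0.15 (FDR = 0.730) in WT, -0.27 (FDR = 0.507) in oscoi1ab and 0.16 (FDR = 0.764) in oscoi2 plants, and OsCOI2 0.06 (FDR = 0.794), 0.10 (FDR = 0.600) and 0.01 (FDR = 0.975). OsCOI1b fell by 0.47 in WT (FDR = 0.00296) and by 0.38 in oscoi1ab plants (FDR = 0.0119), which is below the log2FC minimum, and had 0.15 (FDR = 0.407) in oscoi2 plants. Adjusted over the list alone, the 3 genes remained without a call in every line, as no change reached the log2FC minimum.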

Concerning the expression of genes involved in JA perception, we observed that the *OsCOI* genes are not induced by JA treatment in crown root tips of any plant lines as shown in our previous data (Fig 3a and S6 Table) [22]. 

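OsJAZ15 was at 0 in every WT library of both treatments. In oscoi1ab plants it held 0.389 ± 0.205 CPM (SD, n = 3) after JA, with log2FC -1.47 (FDR = 0.428) for the treatment, and in oscoi2 plants it stayed under the floor at 0.0369 CPM under mock. OsJAZ14 did not reach the count minimum and was not tested.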

Among the *OsJAZ* genes, *OsJAZ14* is not detected in crown root tips and *OsJAZ15* is only detected in the *oscoi1ab* mutant. 

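The 13 OsJAZ genes called in WT plants had log2FC from 1.97 (OsJAZ3 (LOC_Os08g33160)) to 6.83 (OsJAZ5 (LOC_Os04g32480)), and the 12 called in oscoi1ab plants from 2.55 to 8.66, with the same genes at both ends. The smallest FDR in WT plants was that of OsJAZ1 (LOC_Os04g55920), with log2FC 3.07 (standard error 0.11, FDR = 1.8e-11). Each of the 12 genes other than OsJAZ4 called in both lines had the larger log2FC in oscoi1ab plants, by a difference that was called for 0 of them by edgeR, DESeq2 and limma-voom, with OsJAZ1, OsJAZ6, OsJAZ8 and OsJAZ13 at an unadjusted p under 0.05. When adjusted over the list alone, the DEGs were 13, 12 and 9 in WT, oscoi1ab and oscoi2 plants.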

All the other *OsJAZ* genes are significantly induced by JA treatment in WT plants (log_2_FC from ~2 to 6.8) or in the *oscoi1ab* mutants, except *OsJAZ4*, with similar induction levels (log_2_FC from 2.5 to 8.7). In the *oscoi2* mutant, most of the *OsJAZs* are induced by JA treatment but at weaker levels than in WT plants (log_2_FC from 1.3 to 4.2). 

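In oscoi2 plants 9 OsJAZ genes were DEGs, with log2FC from 1.33 in OsJAZ3 to 4.21 in OsJAZ8 (LOC_Os09g26780). OsJAZ10 (LOC_Os03g08330) was called at 1.46 (FDR = 0.00924) and kept its call in 2 of the 18 fits without 1 library. A weaker response than in WT plants was called by the interaction contrast in 7 genes of the family, among them OsJAZ1 with log2FC -1.23 (standard error 0.14, FDR = 1.3e-04) and OsJAZ6 (LOC_Os03g28940) with log2FC -1.60 (standard error 0.19, FDR = 1.4e-04). In the test beyond 2-fold 1 (OsJAZ9) was called. The 7 became 4 without WT JA library 3, oscoi2 mock library 3 or oscoi2 JA library 2. OsJAZ3, OsJAZ7 (LOC_Os07g42370) and OsJAZ5 had a weaker response by -0.64, -0.80 and -3.17 without a call, and OsJAZ8 had -1.66 (FDR = 0.0102).

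**Figure D4:**
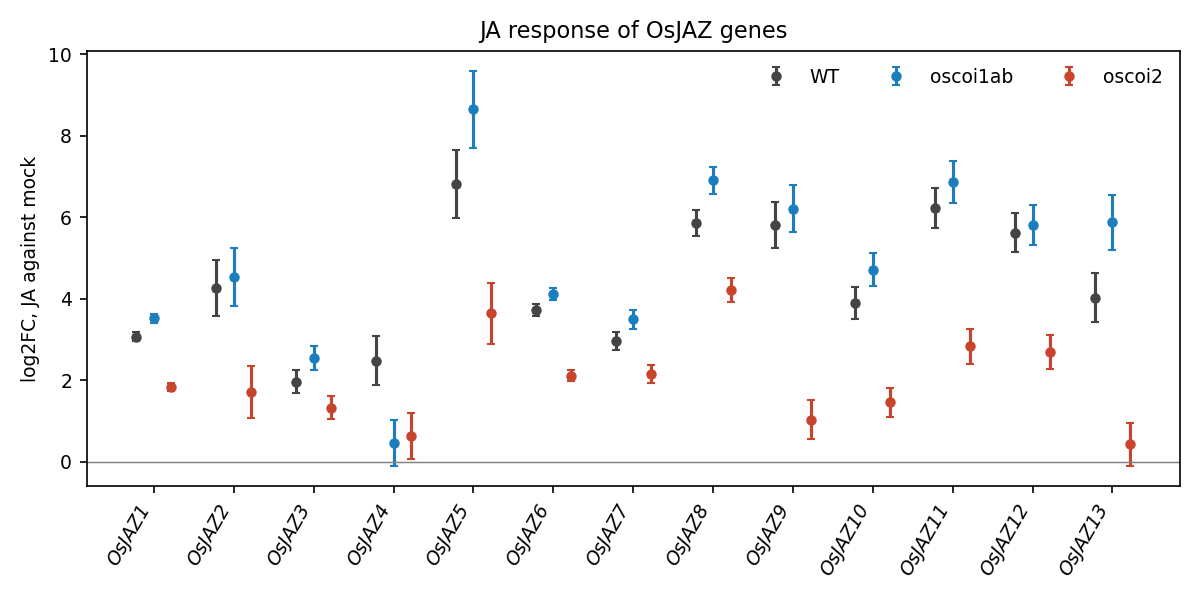
Log2FC after JA of the OsJAZ genes tested in WT, oscoi1ab and oscoi2 plants, with the standard error of the fit as bars. The genes called in oscoi2 plants range from 1.33 to 4.21.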

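Without a call in oscoi2 plants, OsJAZ2 (LOC_Os07g05830) had log2FC 1.71 (standard error 0.64, FDR = 0.0787), OsJAZ9 (LOC_Os03g08310) log2FC 1.03 (standard error 0.48, FDR = 0.158) and OsJAZ13 (LOC_Os10g25230) log2FC 0.43 (standard error 0.54, FDR = 0.655). The response in WT plants was 4.27, 5.81 and 4.03. The interaction contrast gave -4.78 (FDR = 6.5e-04) for OsJAZ9 and -3.60 (FDR = 0.00802) for OsJAZ13, whose call held in 6 of the 18 fits without 1 library. For OsJAZ2 the difference of -2.57 was not called (FDR = 0.0845).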

Importantly, *OsJAZ-2*, *-9* and -*13* show no significant induction by JA treatment in the *oscoi2* line, revealing an OsCOI2-dependent expression. 

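OsJAZ4 (LOC_Os09g23660) had log2FC 2.49 (standard error 0.60, FDR = 0.00364) in WT, log2FC 0.46 (standard error 0.57, FDR = 0.580) in oscoi1ab and log2FC 0.64 (standard error 0.57, FDR = 0.502) in oscoi2 plants. The interaction contrast called neither the oscoi1ab (FDR = 1) nor the oscoi2 plants (FDR = 0.176) different from WT plants. Its counts varied between replicates in the direction opposite to those of the neighbouring gene LOC_Os09g23650, which was chosen after its values were seen, with Pearson's r of -0.904 (p = 0.00099) and Spearman's rho of -0.866 (p = 0.00085) over the 18 libraries after the group means were removed, by a permutation test with 100000 draws for this 1 pair. Without the 2 libraries farthest from the median, r was -0.816. The SD within groups was 0.81 log2 units for OsJAZ4 and 0.14 for the sum of both genes. That sum rose in WT, oscoi1ab and oscoi2 plants, with log2FC 1.70 (FDR = 2.4e-08), 1.41 (FDR = 1.3e-07) and 0.62 (FDR = 0.00151) in an edgeR fit, and the interaction contrast of oscoi2 with WT plants gave -1.07 (FDR = 0.000902). For the sum, the contrast of oscoi1ab with WT plants gave -0.285 (standard error 0.164) and was not called.

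**Figure D5:**
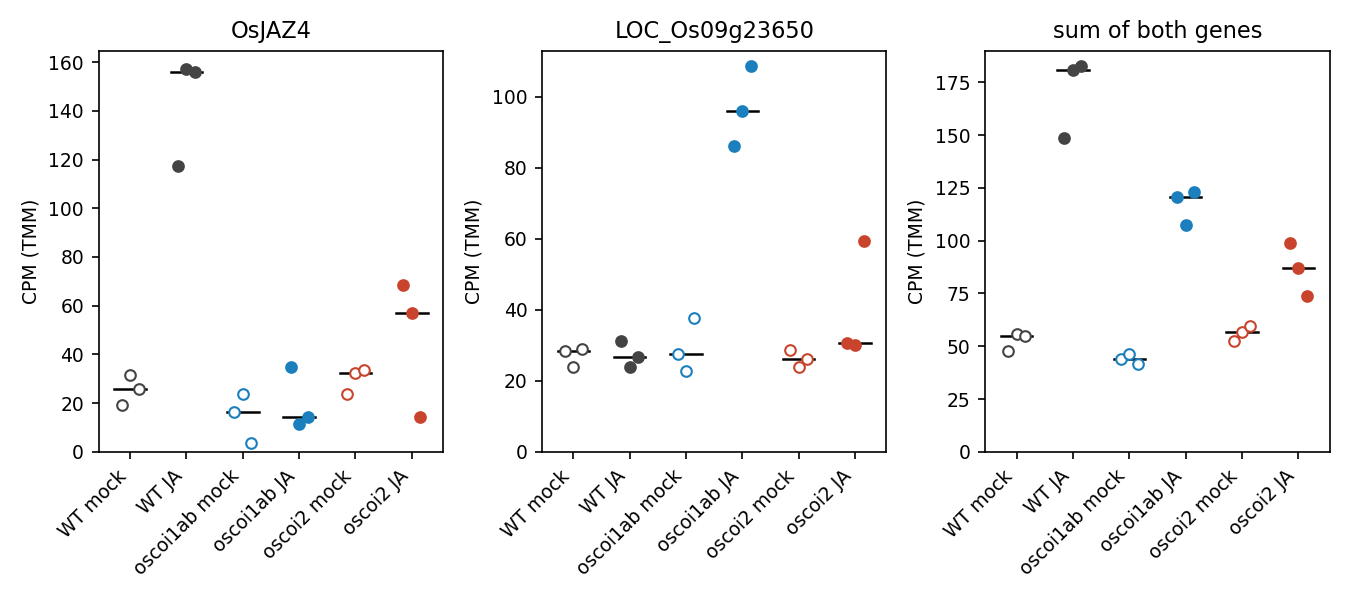
Levels of OsJAZ4, of the neighbouring gene LOC_Os09g23650 and of their sum in each of the 18 libraries, in CPM after TMM scaling. Points are libraries and lines the median of a group. The SD within groups is 0.81 log2 units for OsJAZ4 and 0.14 for the sum.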

*OsJAZ4* is not induced in the *oscoi1ab* and *oscoi2* lines revealing an OsCOI1- and OsCOI2-dependent expression.

### OsCOI-dependent transcription factors modulated by jasmonate in roots

To estimate the transcriptional changes regulated by OsCOI1a, OsCOI1b and OsCOI2, we investigated the regulation of TFs expression in *oscoi1ab* and *oscoi2 lines*. First, we mapped all the DEGs to the PlantTFDB79 (http://planttfdb.gao-lab.org/) to retrieve JA associated TFs. This analysis revealed that, on the 1362 genes annotated as TFs in *O*. *sativa*, there are 277 DEGs (20%) in WT plants upon JA treatment, 283 DEGs (21%) in *oscoi1ab* plants and only 105 DEGs (8%) in *oscoi2* plants (S7 Table).

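Of the 351 TF genes of S7 Table, 242 were DEGs in WT, 265 in oscoi1ab and 79 in oscoi2 plants. Testing for a change beyond 2-fold moved the number in oscoi2 plants most, to 17. Adjusted over the list alone, these numbers were 272, 284 and 101; the list was chosen in the study on these same samples and is not independent evidence. A different response of oscoi2 and WT plants was called for 34 of them, and for 67 by the likelihood ratio test, 64 by DESeq2, 76 at an FDR limit of 0.05, 50 with the replicate block, 19 in a fit of only the libraries compared and 1 (LOC_Os03g32230) in the test beyond 2-fold. Without WT mock library 1 or 3, WT JA library 3, oscoi2 mock library 3 or oscoi2 JA library 2 or 3 it was called for 22, 20, 17, 15, 16 and 22. Whether other TF genes changed was not analysed here.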

Fifty TFs (28 TFs up and 22 TFs down) are regulated by JA in WT roots and not in either *oscoi1ab* or *oscoi2* mutant lines suggesting that all three receptors are necessary to control expression of these genes (Fig 3b). In addition, 84 TFs are regulated in a similar manner (69 TFs up et 15 TFs down) both in WT and *oscoi* mutants but as observed for *OsJAZ* genes with a different expression in *oscoi2* mutant in response to JA (Fig 3b). For example, TFs playing a well-characterised role in JA signalling, such as *OsMYC2* and *OsJAMYB*, are induced in WT and *oscoi* mutant plants, but with a significant lower level of expression in *oscoi2* mutant suggesting partial redundancy among OsCOI receptors (S7 Table).

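The TF genes called in WT plants alone were 15 up and 17 down. With the likelihood ratio test they were 20 up and 28 down. The 15 became 9, 5, 9, 9 and 24 without WT mock library 1 or 3, WT JA library 2 or 3 or oscoi1ab mock library 1, and the 17 became 9, 11, 9, 35 and 27 without WT mock library 2, WT JA library 1 or 3 or oscoi1ab JA library 1 or 3.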

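In all 3 lines, 58 TF genes were called up and 12 down, the latter 7 without oscoi2 JA library 1 or 2. The remaining DEGs among the TF genes of oscoi2 plants were 6 up and 1 (LOC_Os05g04740) down in that line alone, and LOC_Os01g54890 up and LOC_Os02g49480 down in that line and oscoi1ab plants.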

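OsMYC2 (LOC_Os10g42430) rose from 58.0 ± 8.50 CPM (SD, n = 3) to 274 ± 24.9 CPM (SD, n = 3) in WT plants, log2FC 2.24, and had 2.48 in oscoi1ab and 1.27 in oscoi2 plants. The difference between oscoi2 and WT plants was -0.97 (standard error 0.18, FDR = 0.00347), below the log2FC minimum for a call. OsJAMYB (LOC_Os11g45740) had 6.59, 6.62 and 4.50, with a difference of -2.09 (standard error 0.55, FDR = 0.0244) that was not called.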

Remarkably, fifty percent of TFs (139 TFs) were specifically regulated in an OsCOI2-dependent manner (i.e. differentially expressed in WT and *oscoi1ab* mutant but not in *oscoi2* mutant), while only 4 TFs were regulated via OsCOI1s receptors. 

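Called in WT and oscoi1ab plants and not in oscoi2 plants were 86 TF genes up and 54 down, and called in WT and oscoi2 plants alone 0. Of the latter kind, the likelihood ratio test gave 2 up (OsHsfA7 and OsNAC6) and 2 down (LOC_Os08g42470 and LOC_Os09g36910), DESeq2 2 up and 1 down, and limma-voom 0. A response that differs between oscoi2 and WT plants was called for 15 of the 76 genes that the paper lists as induced through OsCOI2 and 11 of the 63 that it lists as repressed, or 24 and 20 by the likelihood ratio test, 24 and 19 by DESeq2 and 12 and 11 by limma-voom. With 1 library left out these were 6 to 17 and 5 to 13: the 15 became 7, 9, 7, 6 and 7 without WT mock library 1 or 3, WT JA library 3, oscoi2 mock library 3 or oscoi2 JA library 2, and the 11 became 6, 6, 5, 6, 5, 5 and 7 without WT mock library 2 or 3, WT JA library 3, oscoi2 mock library 1 or 3 or oscoi2 JA library 2 or 3. With the adjustment over the list alone the contrast called 28 and 22, but the lists were chosen in the study on these samples and are not independent evidence. Library size only gave 8 induced and 15 repressed genes, the reverse order. A fit of only the libraries compared gave 8 and 5, the replicate block 16 and 18, and the test beyond 2-fold 0 and 0.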

To identify the biological functions associated with each TF regulated by OsCOI receptors, we performed an in-depth analysis of published data related to the TF genes mostly based on the effect of mutation (loss of function) or overexpression on plant development and/or response to stresses (S7 Table). 

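OsERF40 (LOC_Os04g46400), OsERF2 (LOC_Os06g08340), OsNAC39 (LOC_Os03g21030) and OsWOX6 (LOC_Os03g20910) were DEGs in WT plants after JA, with log2FC 2.13, 1.65, 1.26 and 1.03, and in oscoi1ab plants with 2.28, 3.10, 1.14 and 1.21. No call was made in oscoi2 plants by edgeR, with 0.77 (FDR = 0.00913), 0.81 (FDR = 0.215), 0.94 (FDR = 0.00139) and -0.02 (FDR = 0.972). The interaction contrast with WT plants called OsERF40 (FDR = 0.00366), whereas the other genes had an FDR of 0.448, 0.487 and 0.0704.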

Several TFs induced by JA and strictly controlled by OsCOI2 are known to play a role in root development such as *OsERF40*, *OsERF2*, *OsNAC39* and *OsWOX6*. Others have been described to be involved in responses to abiotic stresses such as drought (*OsbHLH148*, *OsADR3* and *OsONAC79*), cold (*OsMYB4* and *OsOBF1*) or salt stress (*OsMYB106* and *OsNAC45*) and responses to pathogens (*OsMYB30*, *OsMYB110* and *OsDPF*). 

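The TF genes OsbHLH148 (LOC_Os03g53020), OsADR3 (LOC_Os03g55540), OsONAC79 (LOC_Os04g35660), OsMYB55 (LOC_Os04g43680), OsOBF1 (LOC_Os12g37410), OsMYB106 (LOC_Os08g33660), OsNAC45 (LOC_Os11g03370), OsMYB30 (LOC_Os02g41510), OsMYB110 (LOC_Os10g33810) and OsDPF (LOC_Os01g09990), where OsMYB55 is the locus S7 Table also lists as OsMYB4, were DEGs in WT plants with log2FC from 1.32 (OsMYB106) to 5.55 (OsDPF), and in oscoi1ab plants as well. In oscoi2 plants log2FC ran from -0.17 to 1.17 without a call, although OsMYB110 and OsOBF1 passed the FDR limit (FDR = 0.00453 and 0.00173). Relative to WT plants, the interaction contrast called OsbHLH148, OsMYB55, OsNAC45 and OsMYB110, with -2.09 (FDR = 0.00393), -1.53 (FDR = 0.00273), -2.35 (FDR = 0.00855) and -1.66 (FDR = 0.00216). The difference was not called for OsADR3, OsONAC79, OsOBF1, OsMYB106, OsMYB30 and OsDPF, with an FDR of 0.0165, 0.398, 0.00111, 0.0779, 0.0283 and 0.0356. The call of OsNAC45 held in 3 of the 18 fits without 1 library.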

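OsSPL2 (LOC_Os01g69830) had log2FC 1.37 (standard error 0.17, FDR = 1.1e-05) in WT, 1.25 in oscoi1ab and 0.53 in oscoi2 plants after JA, and the difference between oscoi2 and WT plants was -0.84 (FDR = 0.0357). The standard error of that difference was 0.40 for OsbHLH148 and 0.85 for OsMYB30, which rose to 104 ± 26.9 CPM (SD, n = 3) and 21.6 ± 6.60 CPM (SD, n = 3) in WT plants.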

Three TFs (*OsbHLH148*, *OsMYB30* and *OsSPL2*) are also known to interact with the OsJAZ repressors and thus could participate to OsCOI2 JA-dependent signaling pathways. Among the TFs repressed by JA treatment in roots, several are known to play a role in development, photosynthesis and in response to abiotic stresses (S7 Table). 

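Of the 63 TF genes listed as repressed through OsCOI2, 53 were DEGs in WT, 58 in oscoi1ab and 0 in oscoi2 plants by edgeR's quasi-likelihood test, with median log2FC -1.61, -1.69 and -0.54. In oscoi2 plants 28 of them had an unadjusted p under 0.05, and the likelihood ratio test called 0, DESeq2 4 (OsRHL1, OsbHLH120, OsbZIP02 and OsZHD11) and limma-voom 9. OsGLK1 (LOC_Os06g24070) had log2FC -1.86 (standard error 0.46, FDR = 0.00437) in WT and 0.47 in oscoi2 plants, and OsbHLH133 (LOC_Os12g32400) log2FC -7.04 (standard error 1.03, FDR = 5.6e-05) and -2.68. Between these lines the interaction contrast gave an FDR of 0.0288 and 0.0345. OsPLT4 (LOC_Os04g42570) and OsGRF1 (LOC_Os02g53690) had -2.12 (FDR = 6.1e-04) and -3.07 (FDR = 0.00785) in WT plants, and the call of OsGRF1 held in 5 of the 18 fits without 1 library. OsRHL1 (LOC_Os06g08500) missed the limit, with -2.67 (FDR = 0.0142).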

Among the four OsCOI1-dependent TFs in response to JA in the roots, we found *OsNAC2* and *OsHsfA7* involved in root growth and abiotic response (S7 Table).

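OsHsfA7 (LOC_Os01g39020) was a DEG in WT plants after JA with log2FC 1.57 (standard error 0.41, FDR = 0.00624), and had 0.33 (FDR = 0.570) in oscoi1ab and 1.40 (FDR = 0.0254) in oscoi2 plants. The interaction contrast between oscoi1ab and WT plants gave -1.25 (FDR = 1). The locus LOC_Os01g66120, which S7 Table lists as OsNAC6, had 1.75 (FDR = 0.0290), 1.59 (FDR = 0.0423) and 1.97 (FDR = 0.0313) in the 3 lines and was called in none of them by the quasi-likelihood test, while the likelihood ratio test called it in WT and oscoi2 plants and DESeq2 in oscoi2 plants.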

Taken together, these results highlight the significant contribution of the OsCOI2 receptor in rewiring the transcriptional program of rice roots in response to JA stimulation.

### Expression of defense marker genes

Expression of a series of genes related to biotic stresses, involved either in signaling (kinases, TFs) or defense responses (PR proteins) was studied upon JA treatment. 

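Of the 24 defense genes of S6 Table, 22 were DEGs in WT and 21 in oscoi1ab plants after JA. OsGlu1 (LOC_Os01g71340) rose most in WT plants, with log2FC 7.38 (standard error 1.13, FDR = 8.3e-05). OsPR5 (LOC_Os12g43380) had log2FC 5.53 (standard error 0.43, FDR = 6.8e-08) in WT and log2FC 5.20 (standard error 0.42, FDR = 9.0e-08) in oscoi1ab plants. OsPR4d (LOC_Os11g37940) was a DEG in WT plants with 1.92 (FDR = 7.8e-04) and missed the limit in oscoi1ab plants with 1.30 (FDR = 0.0111), and OsALD1 (LOC_Os03g09910) missed it in both, with 2.63 (FDR = 0.0120) and 2.15 (FDR = 0.0310).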

Among those, we identified 21 genes induced in crown root tips upon JA treatment, in WT plants as well as in *oscoi1ab* plants (Fig 3c and S6 Table). Only 9 of these genes were significantly induced in *oscoi2* plants, typically with a lower log_2_FC value than for WT and *oscoi1ab* plants. 

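In oscoi2 plants, 8 of these genes were DEGs, namely OsRBBI2, OsPR5, OsGlu1, OsPR4d, OsGns1, OsNPR1, OsWRKY53 and OsWRKY71, with log2FC 4.22, 3.48, 4.71, 1.76, 1.54, 1.50, 1.11 and 1.57. Testing for a change beyond 2-fold moved the number most, to 3, and it was 5 without oscoi2 mock library 1. Adjusted over the list alone, these numbers were 24, 23 and 9 in WT, oscoi1ab and oscoi2 plants; the list was chosen in the study on these same samples and is not independent evidence. OsWAK_RL (LOC_Os08g39210) reached 1.15 (FDR = 0.0121) and was called by the likelihood ratio test. In OsWRKY28, OsCM (LOC_Os03g14990) and OsWAK_RL, 3 genes of the list, a difference from WT plants was called by the interaction contrast. These calls held in 12, 16 and 4 of the 18 fits without 1 library. The number fell to 0 without WT JA library 3 or oscoi2 JA library 3 and in edgeR's test beyond 2-fold, to 1 without WT mock library 1 or 3 or oscoi2 mock library 3 (OsCM) and with library size only (OsWRKY28), and rose to 5 without oscoi1ab mock library 1 or 3. It was 8 by the likelihood ratio test, 10 by DESeq2 and at an FDR limit of 0.05, 6 with the replicate block and 5 by limma-voom, with 15 at an unadjusted p under 0.05. OsGns1 did not respond less than in WT plants, with a difference of 0.26 (FDR = 0.740).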

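OsMPK3 (LOC_Os03g17700) and OsMPK6 (LOC_Os06g06090), the OsMAPK3 and OsMAPK6 of the text, had log2FC 1.57 (standard error 0.21, FDR = 2.1e-05) and log2FC 1.74 (standard error 0.15, FDR = 3.1e-07) in WT plants, and 0.54 (FDR = 0.0797) and 0.79 (FDR = 0.00190) in oscoi2 plants. The difference between the lines was -1.02 (FDR = 0.0347) and -0.95 (FDR = 0.0102), neither called. JiOsPR10 (LOC_Os03g18850), RSOsPR10 (LOC_Os12g36830) and OsPR10b (LOC_Os12g36850) had 1.68, 3.07 and 3.01 in WT, 1.93, 2.88 and 3.16 in oscoi1ab and 0.67, 1.66 and 1.61 in oscoi2 plants. In oscoi2 plants their FDR was 0.0465, 0.0978 and 0.130, and in the interaction contrast with WT plants 0.0514, 0.396 and 0.431.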

Among the *oscoi2*-dependent genes, we identified for instance, the MAP kinases *OsMAPK3* and *OsMAPK6* and all the studied PR10 genes. Three genes (*Oshsr203J*, *OsRCLEA8* and *OsAGO18*) that are repressed in WT and *oscoi1ab* plants are also *oscoi2*-dependent. Thus, expression analysis of these marker genes reveals a major role for OsCOI2, although functional redundancy happens for some genes.

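OsHSR203J (LOC_Os05g33940) fell with log2FC -1.45 (standard error 0.30, FDR = 0.00125) and OsRCLEA8 (LOC_Os05g47940) with log2FC -1.91 (standard error 0.40, FDR = 0.00131) in WT plants, and both were DEGs in oscoi1ab plants. OsAGO18 (LOC_Os07g28850) had -2.15 (FDR = 0.0116) in WT and -2.09 (FDR = 0.0126) in oscoi1ab plants, short of a call that the likelihood ratio test made. In oscoi2 plants the 3 genes had -0.64 (FDR = 0.159), -0.84 (FDR = 0.156) and -1.53 (FDR = 0.0956). The interaction contrast with WT plants did not call them, with 0.81 (FDR = 0.266), 1.07 (FDR = 0.260) and 0.63 (FDR = 0.731).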

### Metabolic pathways controlled by OsCOI2

To look for specific metabolic pathways controlled by OsCOI receptors under JA treatment, we performed Mapman analyses and Gene Ontology enrichments (Fig 4 and S8 Table). These analyses pointed to pathways displaying common expression patterns between WT and *oscoi1ab* plants whereas they were not deregulated or partially deregulated in *oscoi2* plants. 

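Gene by gene, the response of oscoi2 plants relative to that of WT plants had a median ratio of 0.118 in the photosynthesis list, 0.161 in the MEP and DP list, 0.253 in the shikimate and PPP list and 0.589 in the cell wall list of S6 Table. In the lists of JA metabolism, OsJAZ, defense and TF genes it was 0.462, 0.447, 0.501 and 0.315. The Mapman and Gene Ontology results were not analysed here.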

Regarding the up-regulated genes, we found several pathways linked to secondary metabolic production and regarding the down-regulated genes, we identified pathways related to photosynthesis and to cell wall organization, as described above.

**Fig 4:**
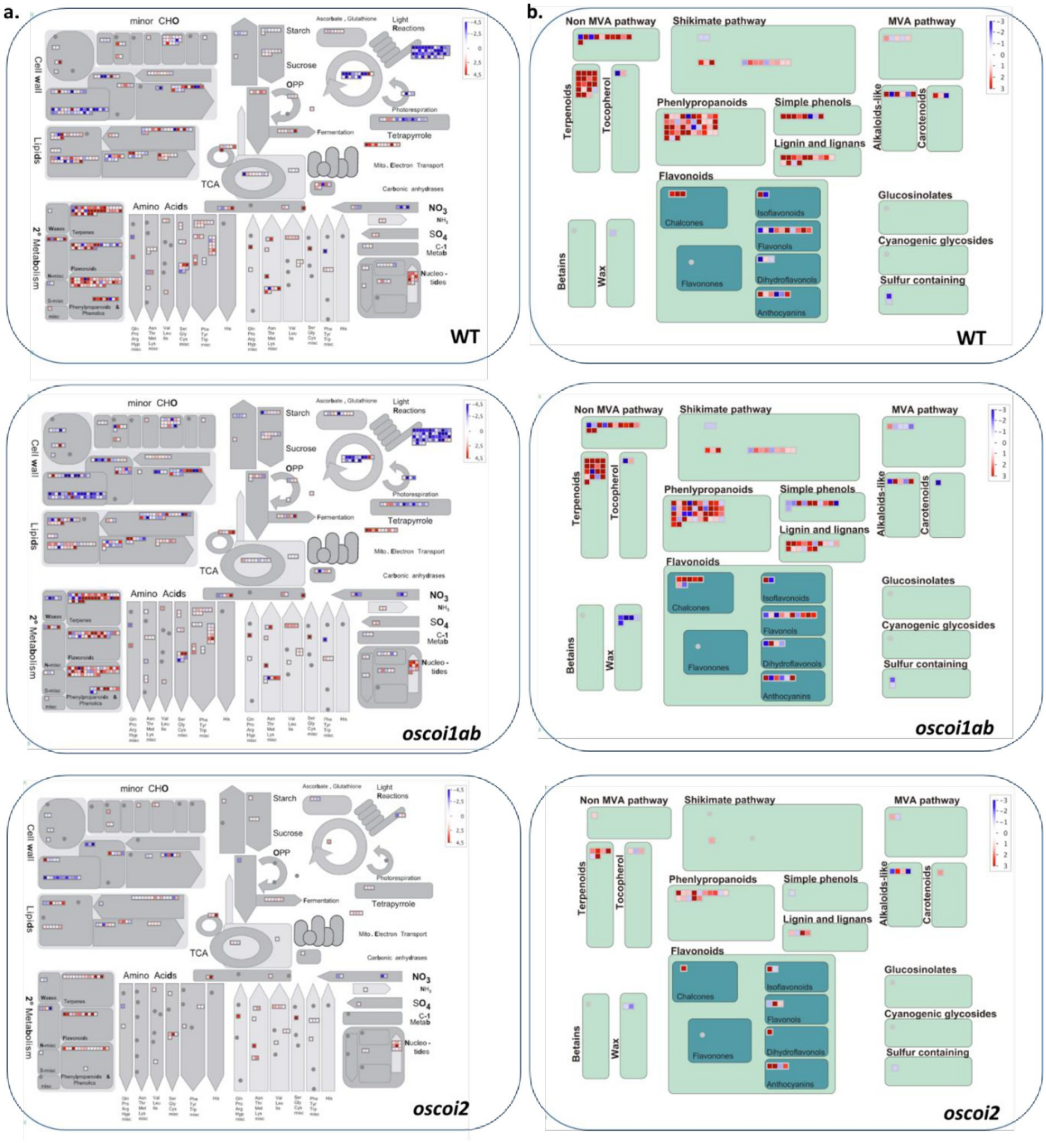
Mapman analysis of the DEGs identified in WT plants and *oscoi* lines in response to JA. **a.** Mapman metabolism overview. **b.** Mapman representation of genes associated to secondary metabolism pathways. The key color represents the log_2_FC values between JA-treated samples and controls samples.

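The cell wall list of S6 Table holds 32 genes, of which 26 were DEGs in WT plants, each with a lower level after JA, and 13 without WT JA library 3. The median log2FC over the list was -2.19. All 32 were called when adjusted over the list alone, but the study chose the list on these samples and the number is not independent evidence. OsEXP12, OsEXP14, OsEXP24, OsXTH1, XG_FT1 and XG_FT4 missed the limit over all genes, with an FDR of 0.0131, 0.0290, 0.0207, 0.0135, 0.0164 and 0.0250.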

In the process “cell-wall organization or biogenesis”, we identified 32 down-regulated genes in WT plants in response to JA treatment (Fig 5a and S6 Table). These genes encode enzymes related to cell expansion or cell wall remodeling such as expansins (*OsEXP*), xyloglucan endotransglucosylase/hydrolases (*OsXTH*), pectin methylesterases (*OsPME*), UDP-arabinopyranose mutase (*OsUMA*) and xyloglucan fucosyltransferases (*XG_FT*). Most of these genes are also repressed in *oscoi1ab* plants while only 11 of these genes were detected as DEGs in *oscoi2* plants. 

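OsEXPB7 (LOC_Os03g01270) fell from 97.3 ± 23.1 CPM (SD, n = 3) to 7.63 ± 2.36 CPM (SD, n = 3) in WT plants, log2FC -3.67 (standard error 0.27, FDR = 3.1e-08), and OsXTH12 (LOC_Os06g48180) from 50.7 ± 11.7 CPM (SD, n = 3) to 8.81 ± 1.46 CPM (SD, n = 3), log2FC -2.52 (standard error 0.29, FDR = 5.2e-06). OsXTH16 (LOC_Os04g51520), OsEXP20 (LOC_Os03g06060) and OsPME30 (LOC_Os11g07090) were at 0 after JA and at least 19.2-fold, 8.33-fold and 6.62-fold lower (FDR = 2.4e-05, 0.00230 and 0.00284). OsUMA3 (LOC_Os07g41360) had log2FC -1.32 (standard error 0.21, FDR = 1.1e-04) and XG_FT3 (LOC_Os04g37650) log2FC -4.19 (standard error 0.89, FDR = 0.00144).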

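Of the 32 genes, 24 were DEGs in oscoi1ab and 6 in oscoi2 plants, the latter being OsEXP15, OsEXP28, OsPME5, OsUMA3, OsXTH2 and OsXTH4. Testing for a change beyond 2-fold gave 0 in oscoi2 plants by edgeR, while an FDR limit of 0.05 gave 13, the likelihood ratio test and DESeq2 11 each and limma-voom 12, with 21 at an unadjusted p under 0.05. Without oscoi2 mock library 3 it was 2, as it was without oscoi2 JA library 1 or 2. With p adjusted over the list alone, 25 and 11 genes were called. For 3 genes the interaction contrast called a difference between oscoi2 and WT plants, OsEXPB7, OsXTH12 and OsXTH16 (FDR = 2.3e-04, 0.00154 and 0.00196), of which the test beyond 2-fold called 1 (OsEXPB7). The median log2FC over the list was -2.41 in oscoi1ab and -1.29 in oscoi2 plants.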

The expression patterns of these genes can be linked to the root growth phenotypes, i.e. a ~60% growth reduction measured for WT and *oscoi1ab* plants upon JA treatment and a ~30% growth reduction observed for *oscoi2* plants [22].

**Fig 5:**
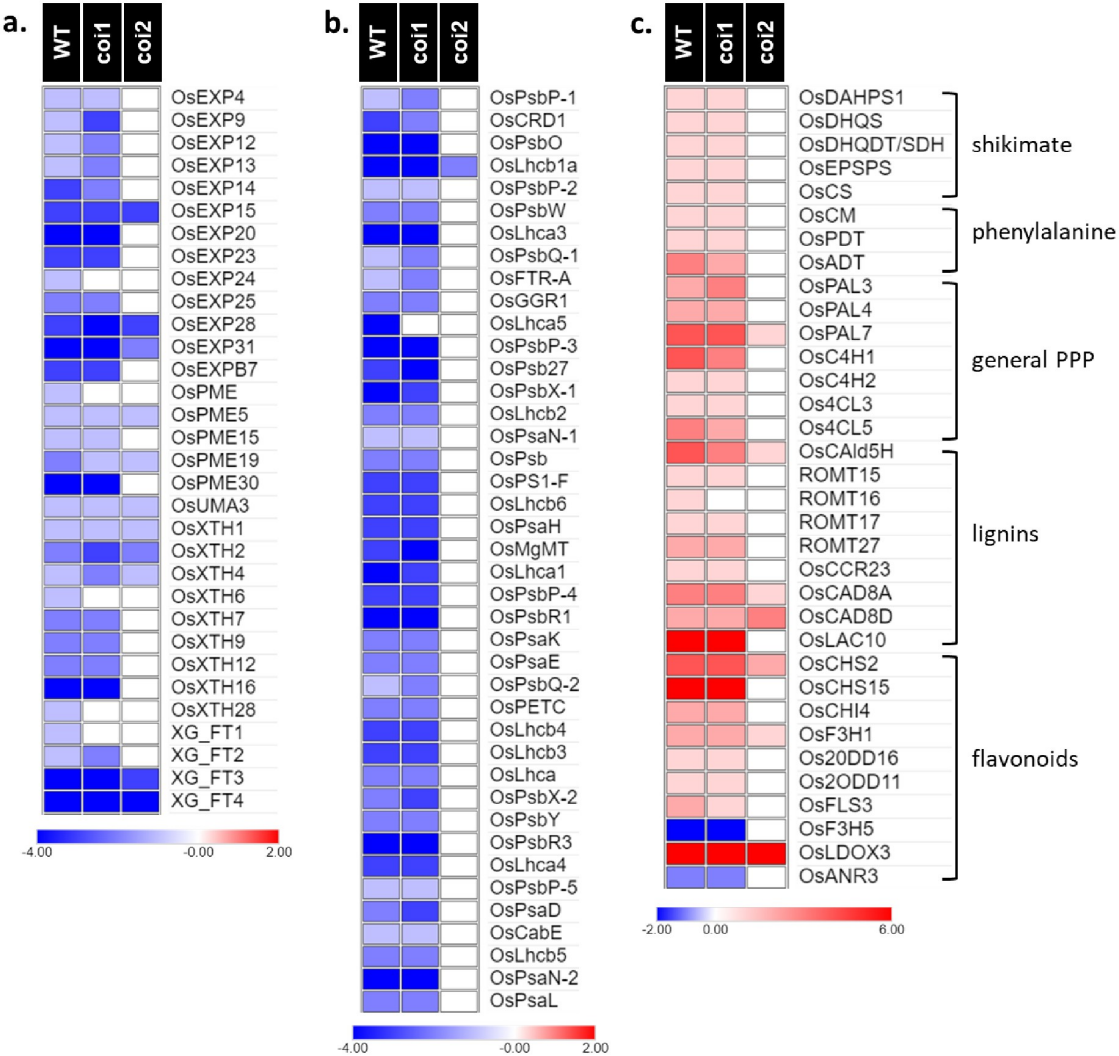
Metabolic pathways controlled by OsCOI2 in response to JA treatment. **a.** Expression pattern of genes related to cell expansion. **b.** Expression pattern of genes related to photosynthesis. **c.** Expression pattern of genes related to the phenylpropanoid pathway (PPP), including the shikimate pathway and the synthesis of phenylalanine, the PPP precursor. The key color represents the log_2_FC values of the DEGs identified between JA-treated samples and controls samples (see S6 Table for detailed values).

The photosynthesis process was severely affected by JA treatment with 41 genes belonging to this category identified as down-regulated in WT plants (Fig 5b and S6 Table). 

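Of the 41 photosynthesis genes of S6 Table, 37 were DEGs in WT plants, all with a lower level after JA, and the median log2FC was -2.99. All 41 were called when adjusted over the list alone, in a list that the study chose on these samples and that is therefore not independent evidence. The median level of the list fell from between 4.15 and 5.41 log2 CPM in the WT mock libraries to between 1.05 and 1.98 in the WT JA libraries.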

Genes encoding Photosystem I and Photosystem II subunits (*OsPSa* and *OsPsb* genes) and genes encoding proteins from the light- harvesting complex (*OsLhca* and *OsLhcb* genes) were identified in this category. 

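OsLhcb1a (LOC_Os01g41710) fell from 118 ± 70.9 CPM (SD, n = 3) to 0.559 ± 0.601 CPM (SD, n = 3), log2FC -7.71 (standard error 0.97, FDR = 1.2e-05). OsPsbP-3 (LOC_Os03g17174) had log2FC -6.56 (standard error 0.82, FDR = 1.2e-05), OsPsbR3 (LOC_Os08g10020) log2FC -5.03 (standard error 0.55, FDR = 2.9e-06) and OsPsaD (LOC_Os08g44680) log2FC -2.95 (standard error 0.53, FDR = 3.4e-04). OsLhca5 (LOC_Os02g52650), at 0 in the WT JA libraries, was at least 4.34-fold lower and not called (FDR = 0.0129), and OsLhcb2 (LOC_Os03g39610), OsCabE (LOC_Os09g12540) and OsPsbQ-1 (LOC_Os02g42000) also missed the limit (FDR = 0.0196, 0.0122 and 0.0125). With 1 library left out, OsPsbR1 and OsPsaK were called in 3 and 6 of the 18 fits.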

Forty genes were also repressed in the *oscoi1ab* plants but only one of these genes was repressed in the *oscoi2* plants. These data indicate that the repression of this major primary metabolic pathway in response to JA is OsCOI2-dependent.

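In oscoi1ab plants 38 of the 41 genes were DEGs, with a median log2FC of -2.91. In oscoi2 plants edgeR's quasi-likelihood test called 0, with a median of -0.35. At an unadjusted p under 0.05, OsLhca3, OsLhcb1a, OsPsbP-5 and OsPsbR3 (4 genes) changed in oscoi2 plants, the likelihood ratio test and DESeq2 each called 1 (OsLhcb1a), limma-voom 0, and a fit with a replicate block called most, 2 (OsLhcb1a and OsLhca3). OsLhcb1a had log2FC -2.84 (standard error 0.75, FDR = 0.0156) there. An adjustment over the list alone gave 40 and 0 genes in oscoi1ab and oscoi2 plants.

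**Figure D6:**
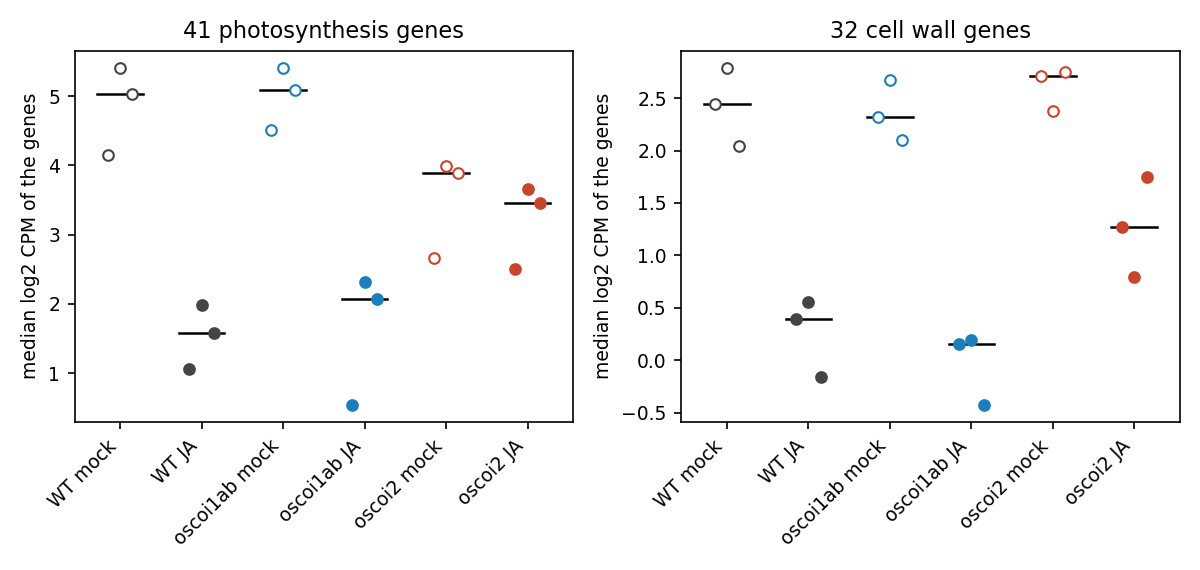
Median log2 CPM of the 41 photosynthesis genes (left) and of the 32 cell wall genes (right) in each library, by line and treatment. Points are libraries and lines the median of a group, and the photosynthesis genes of oscoi2 plants lie at 2.67 to 4.00 under mock and 2.51 to 3.66 after JA.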

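Different responses of oscoi2 and WT plants were called in 5 photosynthesis genes (OsPETC, OsPsbP-3, OsPsbR3, OsPsb and OsPsbY) by the interaction contrast over all genes tested, and in 27 when adjusted over the list alone. Other settings ran from 0 in edgeR's test beyond 2-fold to 30 with the replicate block, with 24 by the likelihood ratio test, 19 by DESeq2, 6 by limma-voom, 25 at an FDR limit of 0.05, 10 with library size only, 11 without a filter and 9 with the counts divided by the spacing. With 1 library left out there were 4 to 17: 4 without WT mock library 2, WT JA library 1 or 3, oscoi2 mock library 1 or oscoi2 JA library 2, 17 without oscoi1ab JA library 1, 9 without WT JA library 2 and 8 without oscoi2 JA library 1. At an unadjusted p under 0.05 there were 37. OsPETC (LOC_Os07g37030), OsPsbP-3 and OsPsbR3 had a difference of 2.20 (FDR = 0.00153), 5.99 (FDR = 0.00148) and 4.01 (FDR = 0.00173). All 41 genes had a lower mock level in oscoi2 than in WT plants, by a median log2FC of -1.18 (23 genes at an unadjusted p under 0.05, 0 called by the quasi-likelihood test and 1, OsPETC, by each of the likelihood ratio test, DESeq2 and limma-voom), and the lowest oscoi2 mock library (2.67 log2 CPM) lay above the highest WT JA library.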

Conversely, numerous genes related to secondary metabolites were induced by JA treatment. 

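In the list of shikimate and PPP genes, 33 of 34 were DEGs in WT and 32 in oscoi1ab plants after JA, against 6 in oscoi2 plants. Testing for a change beyond 2-fold gave 3 there, and leaving out the log2FC minimum 9. When adjusted over the list alone, these numbers were 34, 33 and 6; the list was chosen in the study on these same samples and is not independent evidence. The median log2FC was 1.92, 1.85 and 0.49. In 16 of the genes the response of oscoi2 plants was called different from that of WT plants, and in 10, 9, 10, 7, 8, 9 and 10 without WT mock library 1 or 3, WT JA library 2 or 3, oscoi2 mock library 3 or oscoi2 JA library 2 or 3. Library size only gave 9 and edgeR's test beyond 2-fold 0, while the likelihood ratio test and DESeq2 called 22 each and limma-voom 17, with 29 at an unadjusted p under 0.05.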

Genes involved in the biosynthesis of phenylpropanoids, such as lignin precursors and flavonoids, were induced in WT and *oscoi1ab* plants but not in *oscoi2* plants (Fig 5c and S6 Table). 

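OsPAL3 (LOC_Os02g41670) and OsPAL6 (LOC_Os02g41680) had log2FC 2.98 (standard error 0.41, FDR = 2.7e-05) and log2FC 2.27 (standard error 0.34, FDR = 6.6e-05) in WT and 0.79 and 0.23 in oscoi2 plants, and the difference between the lines was not called (FDR = 0.0167 and 0.0106). For OsC4H1 (LOC_Os02g26810), OsC4H2 (LOC_Os05g25640), Os4CL3 (LOC_Os02g08100) and Os4CL5 (LOC_Os08g34790) it was called, with -4.87, -1.02, -1.39 and -3.10, where the calls of OsC4H1 and OsC4H2 held in 11 and 10 of the 18 fits without 1 library. The genes of the shikimate pathway and of phenylalanine synthesis, from OsDAHPS1 (LOC_Os07g42960) to OsADT (LOC_Os04g33390), had log2FC from 1.10 to 3.06 in WT and from 0.07 to 0.80 in oscoi2 plants. The interaction contrast called OsDHQS with log2FC -1.27 (standard error 0.16, FDR = 2.0e-04) and OsADT with log2FC -2.26 (standard error 0.35, FDR = 0.00108), and did not call OsPDT and OsDHQDT/SDH, with -0.99 and -0.81. The Discussion of the paper has OsPAL6 as not induced and gives no locus for it. Whether LOC_Os02g41680 is the gene meant there stays open.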

Genes from the general phenylpropanoid pathway (PPP) (*OsPAL*, *OsC4H* and *Os4CL*) as well as genes from the shikimate pathway leading to phenylalanine, the PPP precursor, display such expression pattern. 

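OsPAL7 (LOC_Os05g35290) rose from 75.0 ± 25.6 CPM (SD, n = 3) to 188 ± 54.6 CPM (SD, n = 3) in oscoi2 plants after JA, log2FC 1.32 (standard error 0.40, FDR = 0.0310), a change that the likelihood ratio test called and the quasi-likelihood test did not. In WT plants it had log2FC 4.51 (standard error 0.45, FDR = 1.2e-06), and the difference between the lines was -3.19 (FDR = 0.00236).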

*OsPAL7* represents an exception with a slight induction observed in *oscoi2* plants. Some genes involved in lignins *(OsROMT*, *OsCCR23* and *OsLAC10*) and flavonoids (*OsCHS15*, *OsCHI4*, *Os2ODD* and *OsFLS3*) biosynthesis are only induced in WT and *oscoi1ab* plants whereas other genes (*OsCald5H*, *OsCAD8*, *OsCHS2*, *OsF3H1* and *OsLDOX3*) are also induced in *oscoi2* plants. 

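ROMT15 (LOC_Os08g38900), ROMT16 (LOC_Os06g06980), ROMT17 (LOC_Os08g38910), ROMT27 (LOC_Os08g38920), OsCCR23 (LOC_Os05g50250), OsCHS15 (LOC_Os07g34260), OsCHI4 (LOC_Os06g10210), Os2ODD11 (LOC_Os10g40934), Os2ODD16 (LOC_Os01g24980) and OsFLS3 (LOC_Os10g41020) were DEGs in WT plants, with log2FC from 1.01 (ROMT16) to 6.50 (OsCHS15), and in oscoi1ab plants except Os2ODD11 (FDR = 0.0106). OsLAC10 (LOC_Os02g51440) rose from 0.0117 ± 0.0203 CPM (SD, n = 3) to 17.0 ± 7.92 CPM (SD, n = 3) in WT plants, and at least 134-fold in oscoi1ab plants. In oscoi2 plants no call was made by edgeR for these genes, with log2FC up to 0.90. The interaction contrast with WT plants called ROMT15, OsCHS15 and OsCHI4, with -1.12, -6.52 and -1.84, the call of OsCHS15 holding in 2 of the 18 fits without 1 library. OsCAld5H (LOC_Os10g36848), OsCAD8A (LOC_Os09g23530), OsCAD8D (LOC_Os09g23560), OsCHS2 (LOC_Os04g01354), OsF3H1 (LOC_Os03g03034) and OsLDOX3 (LOC_Os03g18030) were DEGs in oscoi2 plants, with 1.76, 1.80, 3.39, 2.79, 1.93 and 7.75, against 4.45, 3.31, 2.89, 4.25, 2.01 and 8.17 in WT plants. Among them the contrast called OsCAld5H (-2.69 (FDR = 0.00318)).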

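OsANR3 (LOC_Os04g53810) fell after JA in WT and oscoi1ab plants, with -1.12 (FDR = 0.00318) and -1.53 (FDR = 2.5e-04), and had 0.70 (FDR = 0.0813) in oscoi2 plants, in which its mock level was already lower than in WT plants (-1.53 (FDR = 0.00610)). OsF3H5 (LOC_Os04g57180) had -2.65 (FDR = 0.0150) in WT and -2.12 (FDR = 0.0382) in oscoi1ab plants and was called in neither. In oscoi2 plants it had -0.26 (FDR = 0.866). The difference between oscoi2 and WT plants was called for OsANR3 (FDR = 0.00557, in 10 of the 18 fits without 1 library) and not for OsF3H5 (FDR = 0.187).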

Finally, two genes (*OsF3H5* and *OsANR3*) were repressed only in WT and *oscoi1* plants. The *N-OMT* gene, encoding an N-O-methyl transferase leading to sakuranetin, the only rice phytoalexin from the flavonoid pathway, was not expressed in our dataset.

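The MEP and DP list of S6 Table holds 28 genes, of which 27 reached the count minimum, and 18 were DEGs in WT, 18 in oscoi1ab and 2, OsHDS and OsWRKY10, in oscoi2 plants. The number in oscoi2 plants was 1 under the robust fit, the replicate block, the fit of only the libraries compared, the test beyond 2-fold, DESeq2's size factors and library size alone, and 1 to 3 with 1 library left out. These numbers, adjusted over the list alone, were 23, 22 and 2; the list was chosen in the study on these same samples and is not independent evidence. For OsDXR, OsCMK, OsGGPS1, OsHDS and OsKSL4 the difference between oscoi2 and WT plants was called. There were 8 such genes by the likelihood ratio test, 11 by DESeq2, 4 by limma-voom, 10 at an FDR limit of 0.05, 8 with the replicate block, 8 without oscoi2 mock library 1 and 0 in edgeR's test beyond 2-fold, with 14 at an unadjusted p under 0.05.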

Besides genes from PPP, genes involved in diterpene phytoalexins (DP) biosynthesis, as well as genes from the methylerythritol phosphate pathway (MEP), leading to the phytoalexin precursor geranylgeranyldiphosphate (GGDP), were induced by JA treatment (Fig 6 and S6 Table). 

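OsDXS3 (LOC_Os07g09190), OsDXR (LOC_Os01g01710), OsCMK (LOC_Os01g58790) and OsGGPS1 (LOC_Os07g39270), the last the OsGPPS1 of the text, had log2FC 5.57, 3.45, 2.92 and 3.40 in WT, 5.62, 3.28, 2.94 and 3.18 in oscoi1ab and 1.08, 0.84, 0.93 and 0.73 in oscoi2 plants. OsCMK, with log2FC 0.93 (standard error 0.19, FDR = 0.00328) in oscoi2 plants, missed the call by the log2FC minimum. OsHDS (LOC_Os02g39160) had 1.11 (FDR = 0.00938) in oscoi2 plants, called in 5 of the 18 fits without 1 library, and 3.13 in WT plants. The difference between oscoi2 and WT plants was called for OsDXR, OsCMK, OsGGPS1 and OsHDS (FDR = 4.8e-04, 4.0e-04, 6.8e-04 and 0.00314) and not for OsDXS3 (FDR = 0.0321).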

Four genes from the MEP pathway (*OsDXS3*, *OsDXR*, *OsCMK* and *OsGPPS1*) are up-regulated in WT and *oscoi1ab* plants but not in *oscoi2* plants while *OsHDS* is also induced in *oscoi2* plants but with a lower fold-change than in WT and *oscoi1ab* plants. Genes involved in the first steps of phytoalexins biosynthesis (*OsCPS2* and *OsCPS4*) and genes leading to oryzalexins (*OsKSL8* and *OsKSL10*) and momilactones (*OsKSL4*) as well as *OsCYP* genes involved in the latter steps of phytoalexins synthesis are also up-regulated in WT and *oscoi1ab* plants but not in *oscoi2* plants. 

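OsCPS2 (LOC_Os02g36210) had log2FC 7.83 (standard error 1.27, FDR = 2.3e-04) in WT plants and was not called in oscoi2 plants (FDR = 0.175), but the difference between the lines was not called either, with -1.89 (FDR = 0.948). OsCPS4 (LOC_Os04g09900) and OsKSL8 (LOC_Os11g28530) missed the limit in WT plants, with 4.89 (FDR = 0.0136) and 2.69 (FDR = 0.0114), and were called by the likelihood ratio test. OsKSL10 (LOC_Os12g30824), at 0 under mock, was at least 67.7-fold higher in WT and 34.9-fold higher in oscoi1ab plants after JA, and reached 0.0161 ± 0.0278 CPM (SD, n = 3) in oscoi2 plants. OsKSL4 (LOC_Os04g10060) had log2FC 5.93 (standard error 0.93, FDR = 1.1e-04) in WT and -0.98 (FDR = 0.529) in oscoi2 plants, a difference of -6.91 (FDR = 0.00286). Of the OsCYP genes, OsCYP76M7 (LOC_Os02g36110) and OsCYP76M8 (LOC_Os02g36070) had 5.69 (FDR = 6.4e-04) and 5.59 (FDR = 7.2e-05) in WT plants, with a difference from oscoi2 plants at an FDR of 0.0448 and 0.0103. OsCYP76M5 (LOC_Os02g36030), OsCYP701A8 (LOC_Os06g37300) and OsCYP99A3 (LOC_Os04g09920) were not called in WT plants (FDR = 0.0153, 0.0214 and 0.0161).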

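OsTPS28 (LOC_Os07g11790) was at 0 under mock in WT and oscoi1ab plants and at least 12.7-fold and 14.8-fold higher after JA (FDR = 1.2e-04 and 9.4e-05). OsCYP71Z21 (LOC_Os07g11870) rose at least 8.05-fold and 13.8-fold, and OsCYP71Z30 (LOC_Os07g11890) at least 5.05-fold and 5.91-fold. Both OsTPS28 and OsCYP71Z21 were at 0 in the 6 libraries of oscoi2 plants, so that a response of this line, and with it the interaction contrast, cannot be estimated for them. OsCYP71Z2 (LOC_Os07g11739) had 6.37 (FDR = 0.00681) in WT, 4.49 (FDR = 0.0249) in oscoi1ab and 5.76 (FDR = 0.202) in oscoi2 plants.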

Genes from the DGC7 cluster (*OsTPS28* and *OsCYP*) leading to diketo-casbene also displayed higher expression levels in WT and *oscoi1ab* plants. Among the four TFs recognized as regulators of DP biosynthesis, we found *OsDPF* as the sole regulator exhibiting JA-inducible expression dependent on OsCOI2. 

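OsDPF rose from 2.03 ± 1.99 CPM (SD, n = 3) to 95.2 ± 35.1 CPM (SD, n = 3) in WT plants, with log2FC 5.55 (standard error 1.00, FDR = 3.8e-04), and had log2FC 1.17 (standard error 0.86, FDR = 0.407) in oscoi2 plants. The difference of -4.38 was not called (standard error 1.24).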

*OsWRKY10* demonstrated partial OsCOI2 dependence, with a more significant alteration observed in WT and *oscoi1ab* plants compared to *oscoi2* plants. However, the remaining two regulators, *OsTGAP1* and *OsbHLH026*, either showed no reaction to JA treatment or were undetectable in the root.

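OsWRKY10 (LOC_Os01g09100) was a DEG in all lines, with log2FC 4.75 (standard error 0.24, FDR = 1.1e-09) in WT, log2FC 5.62 (standard error 0.26, FDR = 2.0e-10) in oscoi1ab and log2FC 3.65 (standard error 0.23, FDR = 4.9e-08) in oscoi2 plants. The response of oscoi2 plants differed by -1.09 (FDR = 0.0296) from that of WT plants, which was not called, and by -1.96 (FDR = 6.8e-04) from that of oscoi1ab plants, which was.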

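OsTGAP1 (LOC_Os04g54474) had 0.67 (FDR = 5.6e-04) in WT, 0.59 (FDR = 0.00130) in oscoi1ab and 0.32 (FDR = 0.0972) in oscoi2 plants, with 43.8 ± 6.50 CPM (SD, n = 3) in WT plants under mock. OsbHLH026 was not analysed here.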

**Fig 6:**
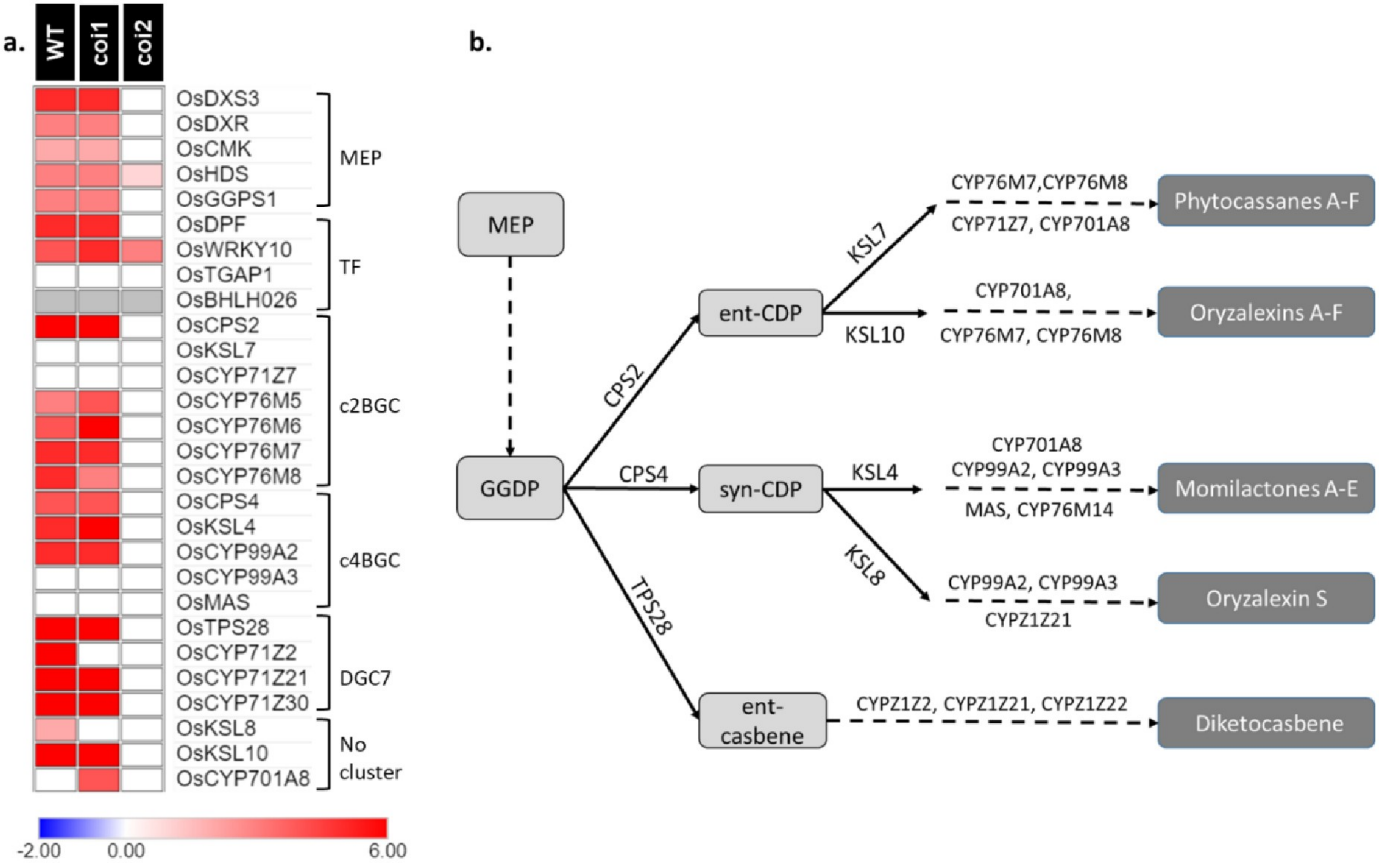
*OsCOI2*-dependent expression of Diterpene Phytoalexins (DP) biosynthesis genes. **a.** Expression pattern of genes related to the methylerythritol phosphate pathway (MEP), the known TFs involved in DP genes regulation, and DP biosynthesis genes located on the c2BGC (chromosome 2 biosynthesis gene cluster), on the c4BGC (chromosome 4 biosynthesis gene cluster) and on DGC7: (diterpenoid gene cluster on chromosome 7). The key color represents the log_2_FC values of DEGs between JA-treated samples and controls samples (see S6 Table for detailed values). **c.** Schematic representation of DP biosynthesis. Oryzalexin S biosynthesis was recently elucidated [23].

### Primary metabolism profiling of *oscoi* lines submitted to JA treatment

The accumulation of various primary metabolites in rice roots treated with JA (6h and 24h) was measured by GC-MS: a total of 77 metabolites, including proteinogenic and non-proteinogenic amino acids, carbohydrates, organic acids, alcohols and some hormones, was detected and quantified (Fig 7 and S9 Table). Overall, WT plants exhibited a more pronounced change in metabolite accumulation after a 24-hour treatment (32 metabolites, approximately 42%) than after a 6-hour treatment (18 metabolites, approximately 23%).

**Fig 7:**
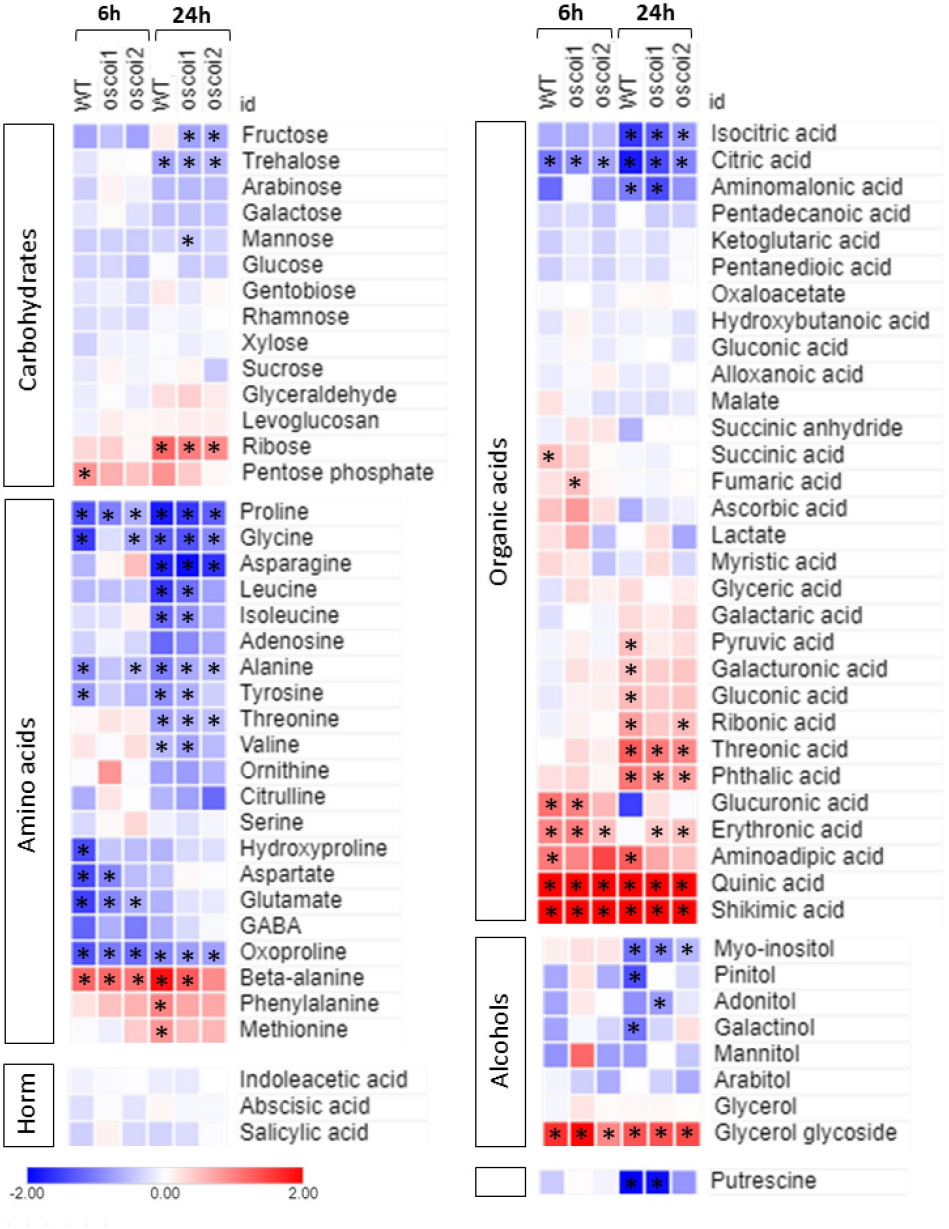
Metabolite accumulation in rice roots submitted to JA treatment. The key color represents the Log_2_FC values between JA-treated samples and controls samples. Stars indicate significant difference levels between JA-treated samples and controls samples (p < 0.01) (see S9 Table for detailed values).

The most important differences were found for amino acids. In WT plants, levels of most of them significantly decrease following a JA treatment, as soon as 6h for proline, glycine, alanine, tyrosine, hydroxyproline, aspartate, glutamate and oxoproline, or at 24h for asparagine, leucine, isoleucine, threonine and valine. On the contrary, the levels of beta-alanine, phenylalanine and methionine significantly increase after JA treatment. In the organic acid category, we observed significant reduction levels of citric acid, isocitric acid and amino-malonic acid, while a series of acids accumulates after JA treatment either at 6h (glucuronic, erythronic and aminoadipic acids) or 24h (pyruvic, galacturonic, gluconic, ribonic, threonic and phthalic acids). Remarkably, quinic acid and shikimic acid show the highest accumulation levels after JA treatment (Fig 7 and S9 Table). In the alcohols, myo-inositol, pinitol and galactinol levels decrease at 24h while glycerol glycoside levels increased from 6h to 24h. Among the sugars, few modifications occur: the trehalose level decreases after JA treatment while the pentose phosphate and the ribose levels increase. No modifications were observed for the 3 hormones we analyzed (indoleacetic acid, abscisic acid and salicylic acid) and a significant reduction in putrescine concentration occurred at 24h. A schematic representation of the different metabolite levels allows to visualize some metabolic pathways targeted by the JA treatment (S4 Fig).

In comparison, we observed that less metabolites are significantly altered by JA treatment in *oscoi1ab* plants (27 metabolites at 24h) and *oscoi2* plants (19 metabolites at 24h). These data pointed to specific metabolites targeted by JA with some being dependent on *oscoi2*, for instance in the AA category. We observed significant accumulation of quinic and shikimic acids in WT and *oscoi2* plants, while expression of the genes involved in the shikimate biosynthesis was dependent on *oscoi-2* (Fig 5c). However, while significative, the accumulation of these 2 metabolites is lower in *oscoi2* plants (S9 Table).

### Differential accumulation of phytoalexins in *oscoi* lines submitted to JA treatment

The accumulation of 6 phytoalexins (Phytocassane F, Oryzalexins B, C, D, E and S) were measured in rice root systems treated by JA during 6 h and 24 h (Fig 8 and S5 Fig). In the mock-treated plants, no significant differences were detected between the amounts of phytoalexins in WT plants and *oscoi* lines. After 6h of JA treatment, when the DP biosynthesis genes are clearly induced in WT and *oscoi1ab* plants, we only observed a slight accumulation of Oryzalexins B and S in WT plants (~8 fold compared to control plants). After 24h, all the studied phytoalexins were accumulated in response to JA treatment in WT plants, at low level for phytocassane F (~3 fold) to high levels for phytoalexins B, E, S and D (>700 fold). We observed similar levels in *oscoi1ab* plants except for oryzalexin S which was slightly less induced, than in WT plants. We observed significantly less accumulation of Oryzalexins S, B and E in *oscoi2* plants compared to WT plants. Altogether, these data indicate a differential regulation for these phytoalexins, in an *OsCOI2*-dependent manner.

**Fig 8:**
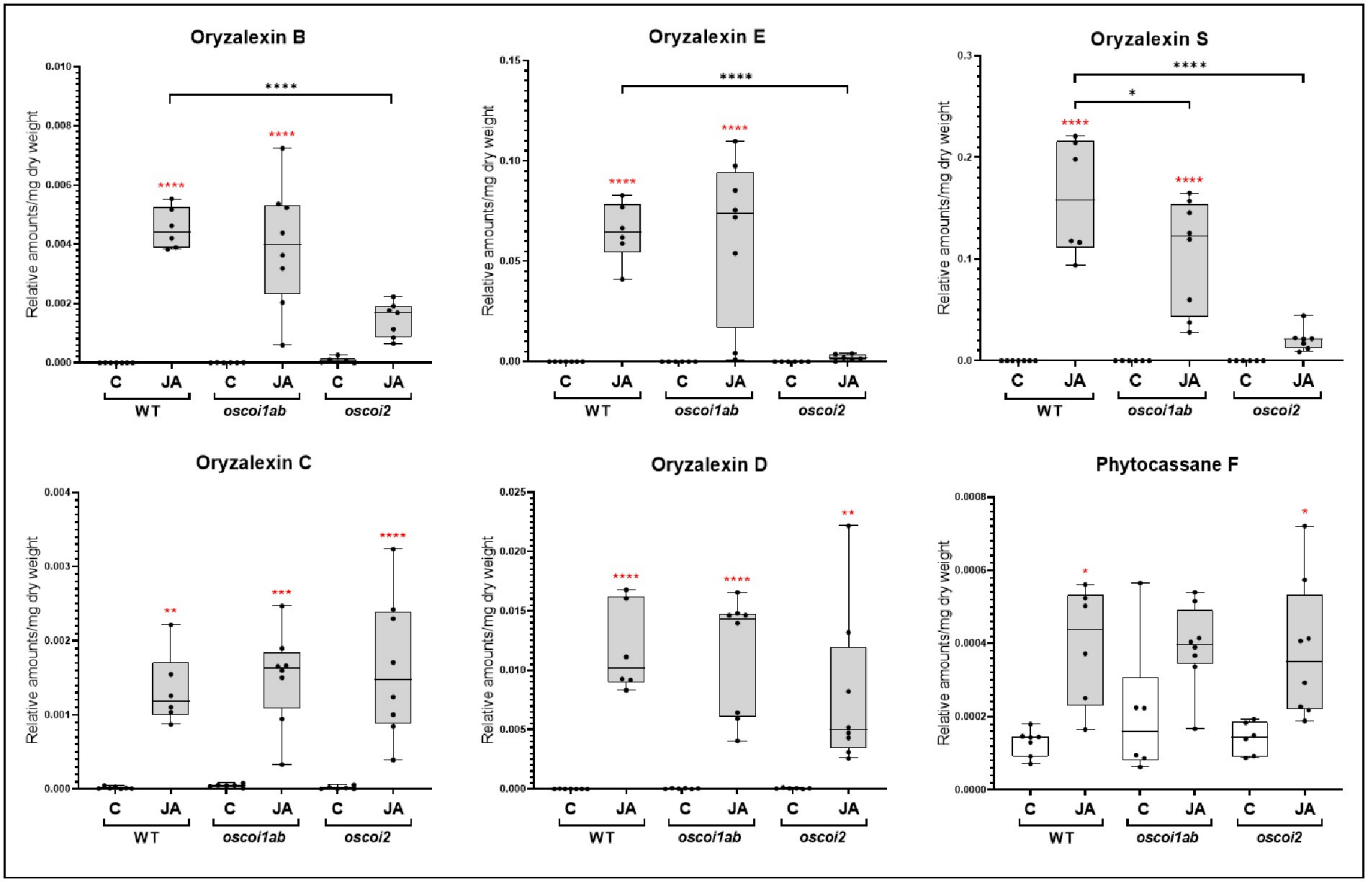
Phytoalexins accumulation in rice roots submitted to JA treatment. Phytoalexin levels in rice roots from control plants (C) and from plants submitted to a 24h JA treatment (5 μM). In the boxplots, whiskers denote minimum/maximum values, the box defines the interquartile range and the center line represents the median. Asterisks above the boxplots indicate significant differences between treated and control plants. Asterisks above the brackets indicate significant differences between lines and WT plants (One way-ANOVA with Tuckey’s multiple comparisons test, * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).

## Discussion

In this study, we explored the JA molecular responses in rice roots, trying to elucidate the specific roles of the JA rice receptors and specifically those of OsCOI2. We deciphered the molecular pathways controlled by OsCOI1a, OsCOI1b and OsCOI2 receptors through transcriptomic and metabolomic analyses and revealed the major role of OsCOI2 in the control of the JA response in roots.

### OsCOI2 is the main actor of the large transcriptional reprogramming induced by JA

Until recently, few publications focused on OsCOI2 function in rice plants. As OsCOI2 was not able to complement the *coi1* mutant in Arabidopsis [15], it was neglected and a key role for OsCOI2 in JA signaling was never suggested nor predicted. This study and two recent studies [20–21] converge to demonstrate OsCOI2 as the main actor of the massive transcriptional reprogramming observed after a JA challenge or a biotic stress in rice plants. Hence, a key role for OsCOI2 and only a partial involvement of OsCOI1a and OsCOI1b were described in the response of rice leaves to MeJA treatment [20]. In leaves attacked by the BPH insect, the major transcriptomic changes are controlled by OsCOI2, even if OsCOI1a/b and OsCOI2 can mediate shared downstream defenses [21]. In rice roots submitted to JA treatment, we did not identify any specific OsCOI1-dependent pathway. We observed some functional redundancy where rice genes were detected as DEGs both in *oscoi1ab* and *oscoi2* plants, however with usually a mitigated response in *oscoi2* plants. Expression patterns of *OsJAZs* and of a series of TFs including *OsMYC2* and *JA-MYB* perfectly illustrate such differential response levels. Taken together, these data validate the role of OsCOI2 as the main actor of transcriptional reprogramming in response to JA.

### A major role for *OsCOI2* in root growth inhibition by jasmonate

Root growth inhibition in response to JA treatment has been extensively described in plants [24]. In rice, we measured a ~60% root growth reduction for WT and *oscoi1ab* plants upon JA treatment and a ~30% growth reduction for *oscoi2* plants. In this study, we identified 32 down-regulated genes associated to cell-wall function in WT plants upon JA treatment from which 21 have an OsCOI2-dependent expression. These data indicate that in response to JA, expression patterns of genes involved in cell wall remodeling and expansion are correlated to the observed phenotypes. These data illustrate again the quantitative aspects of the differential expression levels between *oscoi1ab* and *oscoi2* plants.

The JA signaling pathways are subject to many layers of regulation. Under the control of OsCOI receptors and after degradation of OsJAZ repressors, specific TFs may be involved in the regulation of cell-growth related genes. In Arabidopsis, during JA-induced root growth inhibition, TFs from subclade bHLHIIIe (MYC2, 3 and 4) mediate the inhibition of primary root growth by JA, while TFs from subclade bHLH-IIId have repressive effects on JA signaling [24]. In our data, we identified several OsCOI2 dependent TFs, either up- or down-regulated, that are known to be involved in root development (S7 Table). They represent good candidates for controlling expression of cell-wall related genes.

### OsCOI2 is involved in the control of the phenylpropanoid pathway

Phenylpropanoid metabolism contributes to both plant development and plant-environment interactions [25]. Phenylalanine, the key precursor of the PPP at the interface between the primary metabolites and the secondary metabolites, derives from the shikimate pathway [26]. We showed that genes involved in shikimate and phenylalanine synthesis were induced by JA in an OsCOI2-dependent manner. At the metabolite level, we detected a strong accumulation of quininic and shikimic acids at 6h and 24h after JA treatment, as well as a moderate accumulation of phenylalanine. These metabolites were induced in all the genotypes although their accumulation was lower in *oscoi2* plants.

Many secondary metabolites are produced in the PPP including two major branches leading to lignins and flavonoids production. Transcriptional regulation plays a central role in the regulation of their biosynthesis and it can be modulated by diverse signaling pathway, including phytohormones related pathways [25]. For instance, on the 85 flavonoid biosynthesis genes identified in rice, 23 are known to be induced by JA [27]. In rice roots, we identified 10 PPP genes as DEGs in WT plants and the expression of 7 of them was OsCOI2-dependent. Numerous TFs have been identified as regulators of the PPP biosynthesis genes, especially from the MYB and bHLH families [25, 28]. In rice, OsMYB30 was identified as a master PPP regulator. It can activate the *Os4CL3* and *Os4CL5* genes to induce lignin accumulation and enhance *Magnaporthae oryzae* resistance [29]. In rice roots, we observed that *OsMYB30*, *Os4CL3* and *OsC4CL5* are induced by JA in an OsCOI2-dependent manner. It would be interesting to perform lignin quantification in both plants to determine if lignification in response to JA is *oscoi2*-dependent. In another study, OsMYB30 was shown to directly bind to the promoters of *OsPAL6* and *OsPAL8* and regulate their expression in response to the BPH insect attack, resulting in accumulation of salicylic acid and lignin and enhanced resistance [30]. *OsPAL6* and *OsPAL8* were not induced in our data, as well as other insect-related genes such as *OsLIS* or *OsCAS*, indicating that the JA signal was not sufficient to induce antiherbivore-defense in roots. In addition, OsMYB30 and the TFs OsMYB55 and OsMYB110 were shown to activate shikimate and cinnamate/monolignol pathways and enhance resistance to both fungal and bacterial pathogens [31]. In our study, both *OsMYB55* and *OsMYB110* were induced by JA in an OsCOI2-dependent manner. All these data indicate that OsCOI2 is a master regulator of phenylpropanoid biosynthesis genes.

### OsCOI2 controls diterpene phytoalexins biosynthesis

The biosynthesis of rice phytoalexins can be regulated by various biotic and abiotic stress and phytohormones such as JA [32, 33]. In rice, three biosynthesis gene clusters are mainly responsible for DP biosynthesis [34, 35]. Some biosynthesis genes such as *OsKSL8* and *OsKSL10*, however, are located outside these clusters. Majority of these genes can be induced by MeJA in rice leaves [35]. In this study, we showed that JA also induced their expression in roots. Importantly, their induction is OsCOI2 dependent, as it was already shown in rice leaves [20].

JA-responsive TFs are key players known to coordinate the regulation of secondary metabolism pathway [36]. In rice, four transcriptional activator of DP biosynthesis genes have been characterized. OsTGAP1, a bZIP TF specifically expressed in rice roots, mainly regulates expression of momilatone biosynthesis genes and in a lesser extent expression of phytocassanes biosynthesis genes [37, 38]. *OsDPF*, a bHLH TF inducible in leaves by blast infection, copper chloride, UV and JA [39] and in roots by *Pythium arrhenomanes* infection [40], regulates expression of some DP biosynthesis genes, notably *OsCPS2* and *OsCYP99A2*. OsbHLH026, another bHLH TF, enhances the disease resistance of rice to *Xanthomonas oryzae* through the activation of *OsCPS2* and *OsKSL6* [41]. Recently, OsWRKY10 was identified as a master regulator of DP biosynthesis acting directly on several DP biosynthesis genes [42]. In our data, only *OsDPF* displays an OsCOI2-dependent expression upon JA treatment suggesting that it is the key regulator of DP biosynthesis genes in rice roots. *OsWRKY10* is induced by JA in *oscoi2* plants but at lower level than in WT plants. Such induction level in *oscoi2* plants might be not sufficient to induce the DP biosynthesis genes or it may require coregulator(s) not expressed in these conditions or *oscoi2*-dependent.

If transcriptomic analyses clearly showed that the expression of DP biosynthesis genes is OsCOI2-dependent, metabolite analyses of phytoalexin levels gave contrasting results. Oryzalexins S, B and E accumulation upon JA treatment is OsCOI2-dependent while Phytocassane F and Oryzalexins C and D display the same accumulation patterns whatever the genotype. Differential accumulation of Oryzalexins is difficult to explain as they result from the same biosynthesis pathways (except Oryzalexin S) and all the known genes involved in Oryzalexins biosynthesis appears to be OsCOI2-dependent. Other genes involved in oryzalexins biosynthesis, such as specific CYPs, which are not well identified could possibly differentially participate to their biosynthesis. Alternatively, the lower activation of *OsWKRY10* in *oscoi2* plants, can be sufficient to induce phytoalexin biosynthesis, even if *OsDPF* is not expressed.

Collectively, these data reveal that *OsCOI2* regulates DP biosynthesis and that its function is not redundant with that of *OsCOI1a* and *OsCOI1b* JA receptors. Due to the importance of DP in plant resistance to pathogens, the role of OsCOI2 as a master regulator of plant defense should be explore. Enhanced susceptibility to the rice insect PBH has been established in leaves from *oscoi2* plants [21]. In roots, it was shown that DP are important players in basal and induced resistance against the rice nematode *Meloidogyne graminicola* [43]. Testing the level of susceptibility to *M*. *graminicola* in the *oscoi2* plants would give important response on the signaling pathway involved in rice defenses.

### Primary metabolism shifts to secondary metabolism under the control of OsCOI2

In response to stress, a metabolic shift occurs in plant cells to produce protective compounds, especially specialized secondary metabolites. For instance, amino acids are precursors of a number of secondary metabolites and function as a bridge between primary and secondary metabolism [44]. The metabolic shift must be coordinated to support the resource demands of secondary metabolites production without suppressing the primary metabolism and the production of growth-stimulating metabolites [45]. JA acts as a major regulatory hub mediating the shift from the central primary metabolism to the secondary metabolism and allowing the production of defense compounds in response to stress [44–47]. Hence, JA regulates the trade-off between plant growth and defense responses, illustrating the trade-off growth-defense concept [48].

The trade-off process cannot be described as a simple redistribution of resources between growth and protection but rather is an active plant strategy requiring a large reprogramming of gene expression [44, 45, 47]. In our data, we observed such large transcriptional reprograming in rice roots in response to JA treatment. Photosynthesis related genes as well as cell-growth related genes were massively down-regulated by JA, while numerous secondary metabolites biosynthesis genes were up-regulated. At the metabolic level, we also detected large modifications in the primary metabolite contents. Most of the AA as well as TCA cycle acids showed decreased levels in response to JA. Conversely, components of the shikimate pathway and phenylalanine, the PPP precursors, display high levels of accumulation. Levels of secondary metabolites were tested through the measurement of oryzalexins and phytocassanes contents. We showed that a 6h JA treatment was not sufficient to detect a synthesis of these metabolites whereas biosynthesis genes were up-regulated at this time. However, we could observe a massive accumulation of these phytoalexins after 24h of treatment.

In this study, we demonstrate that in rice roots the metabolic shift observed in response to JA is mainly OsCOI2-dependent. This dependency is clearly shown at the molecular level where several inducible pathways are completely abolished in *oscoi2* plants. Overall, our data suggest that OsCOI2 controls the growth-defense trade-off in response to JA.

### How OsCOI2 can regulate specific signaling pathways?

Activation of specific OsCOI2-dependent signaling pathways can be trigger by specific TF. In our data, we identified more than 150 OsCOI2-dependent TFs representing good candidates for the regulation of the OsCOI2-specific pathways. Upstream of the TFs, JAZs repressors ensure the link between JA perception by COI receptors and TF de-repression. In response to JA, overexpression of almost all *OsJAZ* still occur in *oscoi2* mutant, even weakened, while expression of *OsJAZ-2*, *-9* and *-13* is fully OsCOI2-dependent. Interactions between OsJAZ repressors and OsCOI2 have been already identified but recent data with contradictory results show how difficult it is to assume specific interactions between OsCOI2 and OsJAZs. In presence of JA-Isoleucine, OsCOI2 is able to interact with all OsJAZs—except OsJAZ14—in Okumura *et al* [49] whereas it only interacts with OsJAZ-3, -4, -6, -7, -10 and -15 in Wang *et al* [21]. *In silico* docking simulation indicates that OsCOI2 has a larger ligand-binding pocket than OsCOI1 proteins suggesting that JA-Ile or larger ligands can take flexible conformation appropriate for the binding to the OsJAZs of variable conformations [49]. OsCOI2-OsJAZ interaction could be more efficient and could explain the high number of JA responses OsCOI2-dependent. These hypotheses remain to be explored to identify the molecular mechanisms involved in JA perception and signaling in rice root.

## Materials & methods

### Edited rice lines

T3 homozygous lines in Kitaake background were used in this study. The *oscoi1a-1/b-1* line is edited both in the *OsCOI1a* (4 nt deletion) and *OsCOI1b* genes (A deletion) and the *oscoi2-2* line is edited in the *OsCOI2* gene (T deletion and -36 nt deletion) as previously described in Nguyen et al. [22]. They are named *oscoi1ab* and *oscoi2* in the text.

### Whole genome sequencing and potential off-targets analysis

Young leaves from WT (Kitaake), *oscoi1ab* and *oscoi2* rice plants were used to extract genomic DNA for SQK-LSK109 libraries preparation as described in Serret *et al* [50]. Genome sequencing was performed on a Nanopore MinION Flow Cell R9.4.1 (Oxford technologies, Oxford Science Park, UK). The long-read sequences were assembled and evaluate as described in Adam *et al* [51]. Sequences of each chromosome were aligned and plotted using the minimap2 aligner implemented in the D-GENIES tool (https://dgenies.toulouse.inra.fr/run, [52]). Potential off-target sites were searched in the Kitaake sequence with the Primer3.2.3.7 tool included in the Geneious Prime^®^ 2023.2.1 package, using the full 20-bp target sequence plus the NGG PAM sequence as query and a maximum mismatch of 5. Putative off-target mutations (SNP/indels) were searched in the *oscoi1ab* and *oscoi2* sequences at the potential off-target sites.

### Hormone treatments

For RNA-seq experiments, three samples were selected from the five independent biological samples performed in Nguyen *et al* [22]. Briefly, crown root tips (around 1 cm) from 20–24 plants were collected 6 h after JA treatment (5 μM) or mock treatment (DMSO) and immediately frozen in liquid nitrogen. For metabolomics analyses, root systems from 16–20 plants were collected 6 h and 24 h after JA treatment (5 μM). Nine independent biological samples were collected and immediately frozen in liquid nitrogen.

### RNA-seq libraries, sequencing and mapping

The RNA-seq analysis was made on three biological replicates per sample. cDNA libraries preparation and sequencing were performed by Novogene (Novogene, Cambridge, UK) using the Illumina NovaSeq platform generating 150-bp paired-end reads. The quality of each library was controlled using FastQC. Reads were trimmed with CutAdapt using the following criteria: the first 12 bases of all reads were eliminated, contaminating adapters were removed, low quality bases (Q<30) were trimmed out from both the 5- and 3-ends of reads, and reads less than 35 nucleotides were discarded. Clean reads were mapped against the *Oryza sativa* reference genomes (MSU7 and RAP-DB annotations) using HiSat2. Mapped reads were assembled into transcripts with StringTie using a reference annotation. Count files were generated from GTF files using an in-house script and merged to obtain files including the annotated genes from both annotations.

### Gene expression analyses

DEGs were detected using EdgeR [53] running in the DIANE (Dashboard for the Inference and Analysis of Networks from Expression data) shinny application [54]. This analysis allowed to examine the expression of 30.898 rice genes from which selection criteria for DEGs were defined as log_2_Fold Change (log_2_FC) ≥1 or ≤−1, False Discovery Rate (FDR) <0.01 and a minimal gene count sum across libraries of 180. Gene Ontology Enrichment analyses were performed on the Rice Genome Hub website (https://rice-genome-hub.southgreen.fr) using a p-value cutoff of 0.01. The MapMan tool (https://mapman.gabipd.org/home, [55]) was used to visualize the various metabolic pathways related to DEGs. The heatmaps were constructed with the Morpheus software (https://software.broadinstitute.org/morpheus) using log_2_FC values of the DEGs. The Venn diagrams were performed with the Venny2.1 tool (https://bioinfogp.cnb.csic.es/tools/venny). Gene expression data were validated by RT-qPCR performed on 5 biological replicates (the three biological replicates used for RNA-seq plus two independent biological replicates) as previously described [22]. Primers used for amplification are listed in S10 Table.

### Metabolite extraction

Total metabolite extraction was executed following the protocol described earlier by Gemmer *et al* [56], albeit with few modifications. In brief, the rice root samples were pulverized using a Retsch-ball mill (MM 400, Retsch, Germany) for 1.5 min at 20 Hz. The homogenized root samples were lyophilized and then reconstituted in 900 μl of solvent mixture of methanol, chloroform and water (3:2:4, v/v), enriched with 8 μg/ml of ^13^C-sorbitol, 13.2 μg/ml of sinigrin and 4.5μg/ml of methyl nonadecanoate (Sigma-Aldrich, USA) to serve as internal quantitative standards. The mixture was shaken for half a minute with intermittent cooling on ice to mitigate any heat generation and degradation of metabolites. The mixture was then centrifuged for 14,000 X g for 3 min at 4°C. The upper polar phase was collected and subjected to filtration using a 0.22 μm PVDF syringe filter (Carl Roth GmbH, Germany). These refined extracts were then subjected for comprehensive metabolite profiling and were preserved at -80°C pending analysis via Gas Chromatography—Mass Spectrometry (GC-MS). To augment data integrity and precision, quality controls (QC) comprising 40 μl aliquots from each sample amalgamated were incorporated in every analytical batch constituting one-fifth of the total samples. This strategy was instrumental in enhancing data quality and expunging anomalies from the final data.

### Metabolite profiling by GC-MS

Post-extraction, 10 μl aliquot of the filtered extract from the samples was subjected to desiccation in a vacuum concentrator (Christ, Germany) for a duration of 45 min, devoid of any heating. The samples were then prepared for online derivatization using the Multi-Purpose Sampler (MPS, Gerstel, Germany) PAL system (Chromtech evolution). A volume of 30 μl of methoxamine hydrochloride (20 mg/ml in pyridine) was introduced to these samples. The samples were then shaken for 30 min at a temperature of 45°C. Subsequently, 45μl of BSTFA (N,O-Bis(Trimethylsilyl)trifluoroacetamide) and 5 μl alkane-standard (C10-C28; 6 mg/ml—Retention time standard) were added and the samples were shaken additionally for 120 min at 45°C.

All the samples along with 20% of quality controls, were analysed with GC-MS (GC-qTOF system -7890B/7200, Agilent, Santa Clara, USA). One μl of these derivatized samples was injected at 250°C in both splitless mode and a 20:1 split mode, with a helium gas flow set to 1 ml min^-1^. Chromatographic separation was achieved using an HP5-MS GC-Column (Agilent, 30 m, 0.25 mm, 0.25 μm). The temperature program commenced at 60°C, followed by a linear ramp of 10°C/min to 320°C, where it was maintained for 3 min. The EI source was set to 70eV, and the temperatures for the transfer line, source, and quadrupole were set to 290°C, 230°C and 150°C, respectively.

The raw data was processed using MassHunter Qualitative Analysis software (Agilent, B.10.00) and MassHunter Quantitative Analysis software for QTOF (Agilent, B.08.00). The mass spectra library NIST 14 (National Institute of Standards and Technology) and our in-house library were utilized for the identification and confirmation of the chromatographic peaks. Peak areas were initially normalized for intra- and inter batch corrections using the web-based Galaxy tool [57] and subsequently with the respective internal standard and the respective sample dry weight. Extreme outliers, defined as values 3-fold higher than the box plot whiskers, were excluded.

### Diterpenoid metabolites

After phase separation during the above-mentioned metabolite extraction procedure, the lower non-polar chloroform phase of the samples was subjected to filtration using a 0.22 μm PTFE syringe filter (Carl Roth GmbH, Germany). The samples were then prepared for online derivatization using the Multi-Purpose Sampler (MPS, Gerstel, Germany) PAL system (Chromtech evolution). Subsequently, 45μl of BSTFA (N,O-Bis(Trimethylsilyl)trifluoroacetamide) was added and the samples were shaken for 120 min at 45°C. All samples were analyzed by GC-TOF-MS (7890B/7200, Agilent, Santa Clara, CA, USA). One μl of the filtered samples was injected at 250°C in splitless mode with a helium gas flow set to 1 mL/min. Chromatographic separation was achieved using a HP5-MS GC-Column (Agilent, 30 m, 0.25 mm, 0.25 μm). The temperature program commenced at 60°C, followed by a linear ramp of 10°C/min to 325°C, where it was maintained for 3 min. Throughout the run, the temperature for the transfer line, source, and the quadrupole were set to 290°C, 230°C, and 150°C, respectively. The ionization was performed with chemical ionization (CI) and recorded in scan mode. The raw data was processed using MassHunter Qualitative Analysis software (Agilent, B.10.00) and MassHunter Quantitative Analysis software for QTOF (Agilent, B.08.00). Specific molecular ions obtained due to the application of QTOF (which is a high-resolution MS), led to the identification and confirmation of the chromatographic peaks for multiple diterpene compounds. Pseudo-molecular ions and the retention times of the various diterpenes analysed are as follows: Phytocassane F (333.2053, 15.887 min), Oryzalexins S (269.2276, 22.194 min), B (375.2684, 20.554 min), C (301.2047, 22.738 min), D (269.2251, 22.128) and E (269.2267, 21.621 min). Peak areas were initially normalized for intra- and inter batch corrections using the web-based Galaxy tool [57] and subsequently with the internal standard (methyl nonadecanoate) and the respective sample dry weight.

### Statistical analyses

Metabolomic data were analyzed using GraphPad Prism (version 9.3.0). Values were considered statistically significant when p < 0.05.

## Supporting information

S1 Fig Whole genome sequences alignment. Genomic sequences from *oscoi1ab* and *oscoi2* plants were aligned to the Kitaake genomic sequence used in this study.
(DOCX)

S2 Fig Principal component analysis of RNA-seq data originated from the 18 libraries used in this study.

S3 Fig Validation of RNAseq data by RT-qPCR. a. RNAseq expression data from 11 rice genes in response to JA treatment in WT, oscoi1ab and oscoi2 plants. Asterisks indicate Differentially Expressed Genes as determined by EdgeR (log2FC ≥1 or ≤-1 and FDR ≤0.01). b. RT-qPCR values obtained from the same genes. Bars represent the mean of log2(relativeFC) ± SE from five biological replicates. Asterisks indicate significant differences between control and JA treated plants (n = 5, t-test, p-value ≤0.01).
(DOCX)

S4 Fig Primary metabolism of rice roots submitted to JA treatment. The key color represents the Log_2_FC values between JA-treated samples (5 μM, 24h) and controls samples from WT and *oscoi* plants.
(DOCX)

S5 Fig Phytoalexins accumulation in rice roots submitted to JA treatment. Phytoalexin levels in rice roots from control plants (C) and from plants submitted to a 6h JA treatment (5 μM). In the boxplots, whiskers denote minimum/maximum values, the box defines the interquartile range and the center line represents the median. Asterisks above the boxplots indicate significant differences between treated and control plants. Asterisks above the brackets indicate significant differences between WT plants and *oscoi* lines (One way-ANOVA with Tuckey’s multiple comparisons test, * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).
(DOCX)

S1 Table Whole genome sequencing and assembly statistics.

S2 Table Potential off-targets sites and mutations detected in the *oscoi* mutant lines.

S3 Table RNA-seq libraries used in this study.

S4 Table Lists of DEGs identified in *oscoi* mutant lines versus WT plants, in absence of any treatment.

S5 Table Lists of DEGs identified in JA treated plants versus control plants in WT, *oscoi1ab* and *oscoi2* plants.

S6 Table Lists of genes and expression data used to establish the heatmaps shown in this study.

S7 Table Lists of DEGs encoding transcription factors.

S8 Table GO enrichment of the DEGs identified in this study.

S9 Table Metabolite levels in rice roots submitted to JA treatment.

S10 Table List of primers used for RT-qPCR.

# Supplementary material for: Transcriptomic and metabolomic reveal OsCOI2 as the jasmonate-receptor master switch in rice root
**Source:** PLoS One. 2024 Oct 28;19(10):e0311136. doi: 10.1371/journal.pone.0311136
**Supplement:** S1 Fig — Genomic sequences from oscoi1ab and oscoi2 plants were aligned to the Kitaake genomic sequence used in this study.

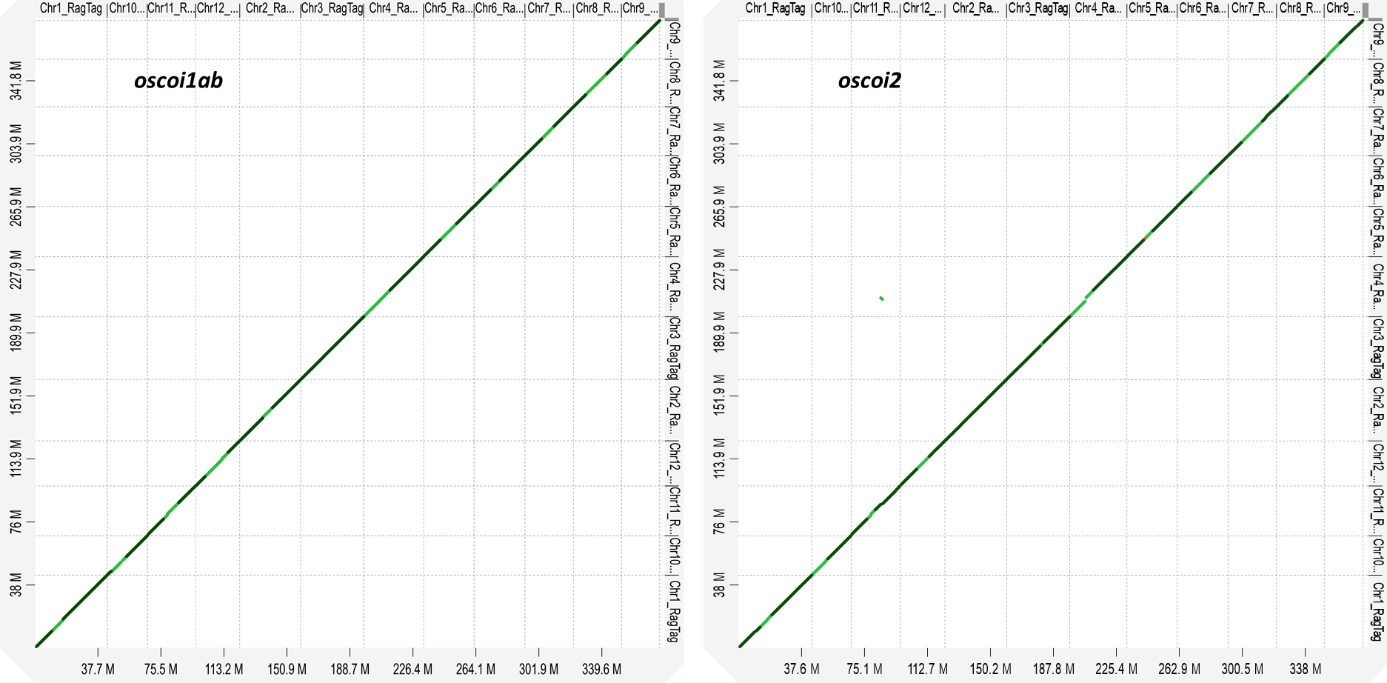

**S1 Fig.** Whole genome sequences alignment. Genomic sequences from *oscoi1ab* and *oscoi2* plants were aligned to the Kitaake genomic sequence used in this study.

# Supplementary material for: Transcriptomic and metabolomic reveal OsCOI2 as the jasmonate-receptor master switch in rice root
**Source:** PLoS One. 2024 Oct 28;19(10):e0311136. doi: 10.1371/journal.pone.0311136
**Supplement:** S2 Fig

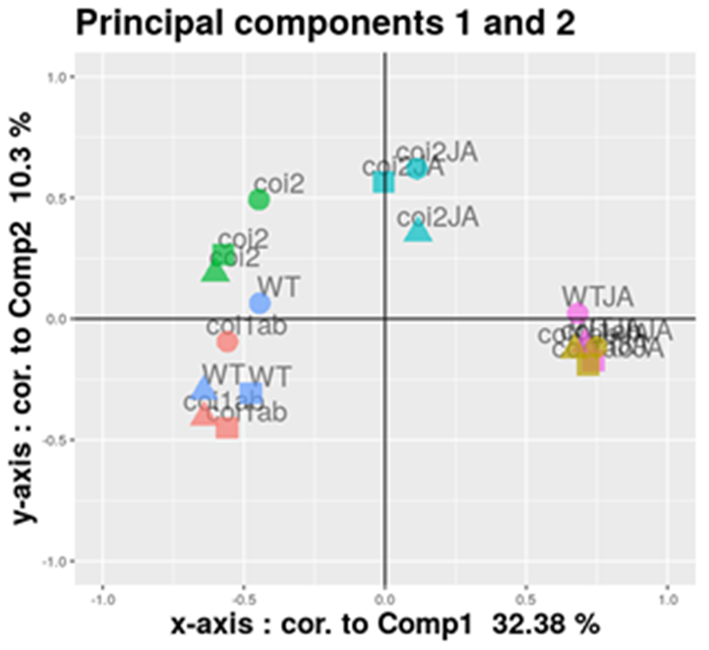

**S2 Fig.** Principal component analysis of RNA-seq data originated from the 18 libraries used in this study.

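The replicates of a group differed by a median SD of 0.143 to 0.179 log2 units per gene. A chi-square per gene between pairs of replicates, which is near 1 where only counting noise acts, was 17.1 to 39.3 over the 18 pairs, where more than 1 count per read pair raises it.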

# Supplementary material for: Transcriptomic and metabolomic reveal OsCOI2 as the jasmonate-receptor master switch in rice root
**Source:** PLoS One. 2024 Oct 28;19(10):e0311136. doi: 10.1371/journal.pone.0311136
**Supplement:** S3 Fig — a. RNAseq expression data from 11 rice genes in response to JA treatment in WT, oscoi1ab and oscoi2 plants. Asterisks indicate Differentially Expressed Genes as determined by EdgeR (log2FC ≥1 or ≤-1 and FDR ≤0.01). b. RT-qPCR values obtained from the same genes. Bars represent the mean of log2(relativeFC) ± SE from five biological replicates. Asterisks indicate significant differences between control and JA treated plants (n = 5, t-test, p-value ≤0.01).

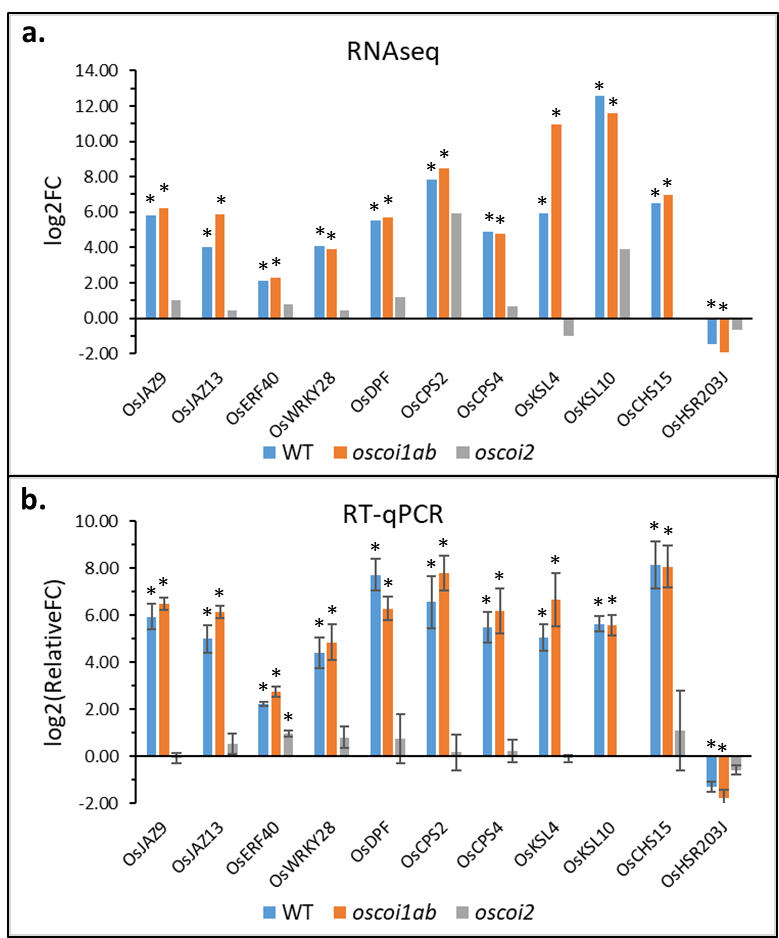

**S3 Fig.** **Validation of RNAseq data by RT-qPCR**. **a.** RNAseq expression data from 11 rice genes in response to JA treatment in WT, *oscoi1ab* and *oscoi2* plants. Asterisks indicate Differentially Expressed Genes as determined by EdgeR (log_2_FC ≥1 or ≤-1 and FDR ≤0.01). **b.** RT-qPCR values obtained from the same genes. Bars represent the mean of log_2_(relativeFC) ± SE from five biological replicates. Asterisks indicate significant differences between control and JA treated plants (n=5, t-test, p-value ≤0.01).

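In the libraries, 10 of these 11 genes were DEGs in both WT and oscoi1ab plants and not in oscoi2 plants, the exception being OsCPS4. OsWRKY28 (LOC_Os06g44010) had log2FC 4.09 (standard error 0.56, FDR = 3.0e-05) in WT and 0.46 (FDR = 0.594) in oscoi2 plants, with a difference of -3.63 (FDR = 0.00497). Over all genes the interaction contrast called OsJAZ9, OsJAZ13, OsERF40, OsWRKY28, OsKSL4 and OsCHS15. The RT-qPCR values were not analysed here.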

# Supplementary material for: Transcriptomic and metabolomic reveal OsCOI2 as the jasmonate-receptor master switch in rice root
**Source:** PLoS One. 2024 Oct 28;19(10):e0311136. doi: 10.1371/journal.pone.0311136
**Supplement:** S4 Fig — The key color represents the Log2FC values between JA-treated samples (5 μM, 24h) and controls samples from WT and oscoi plants.

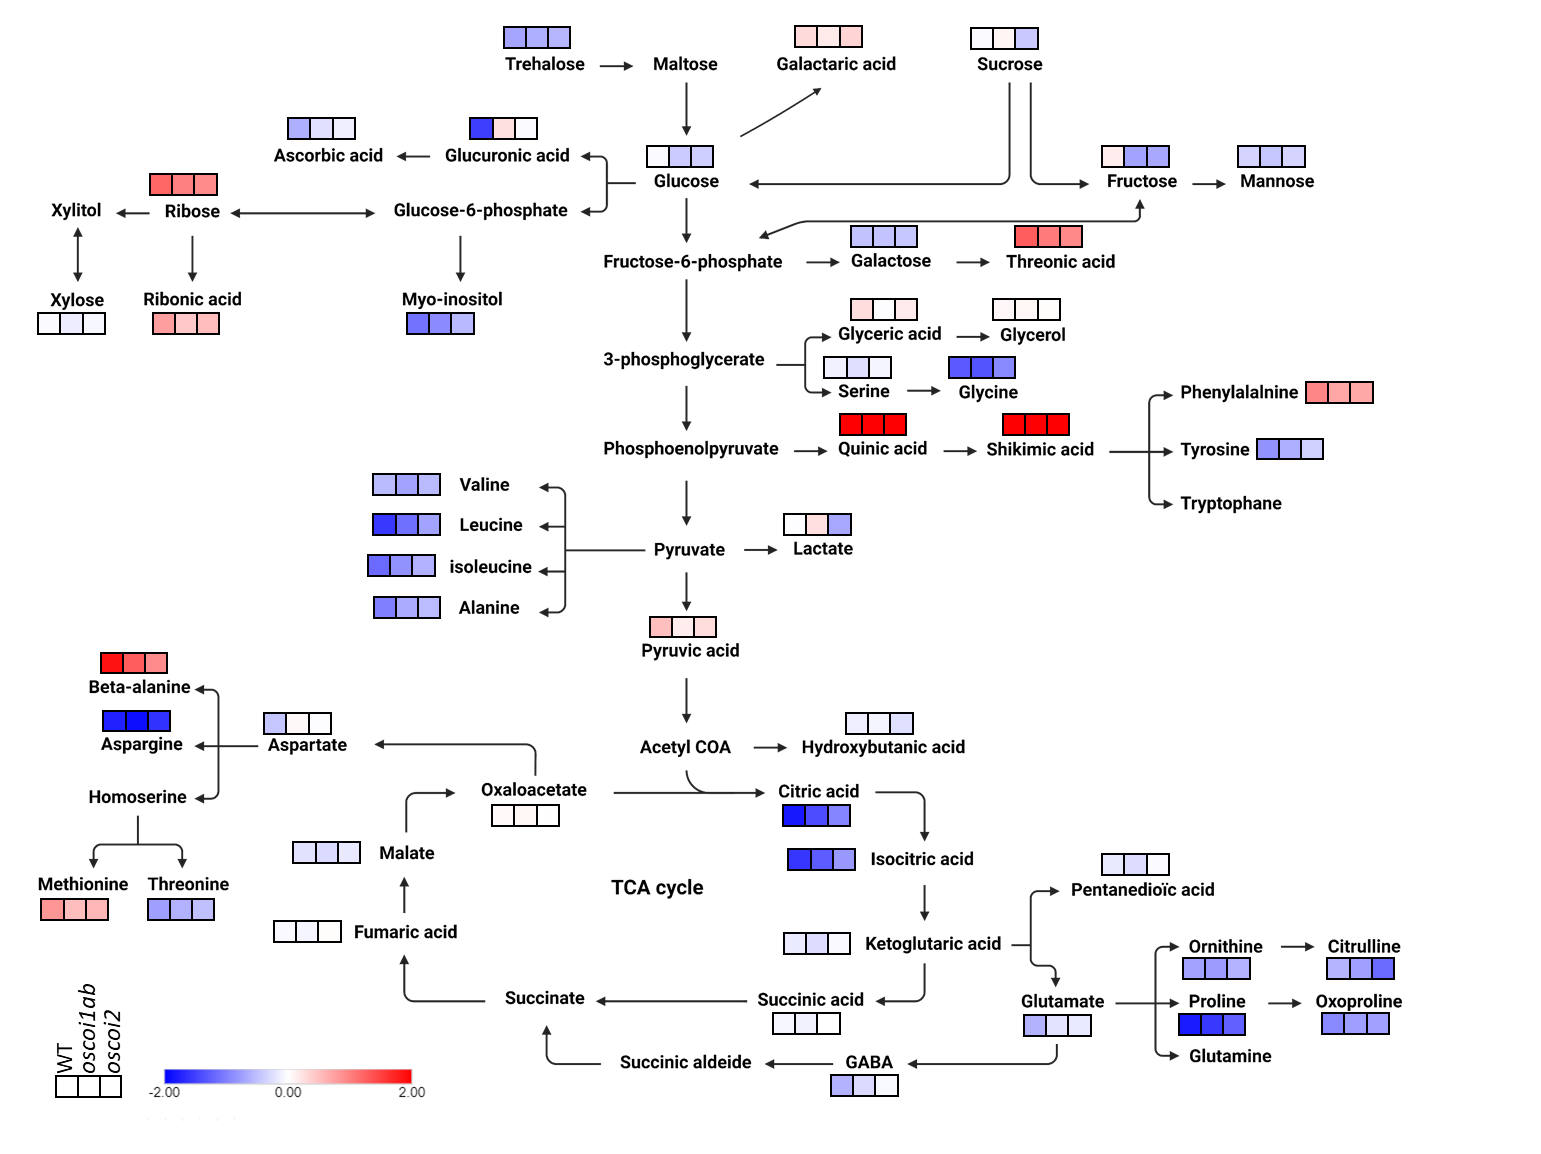

**S4 Fig.** Primary metabolism of rice roots submitted to JA treatment. The key color represents the Log_2_FC values between JA-treated samples (5 µM, 24h) and controls samples from WT and *oscoi* plants.

# Supplementary material for: Transcriptomic and metabolomic reveal OsCOI2 as the jasmonate-receptor master switch in rice root
**Source:** PLoS One. 2024 Oct 28;19(10):e0311136. doi: 10.1371/journal.pone.0311136
**Supplement:** S5 Fig — Phytoalexin levels in rice roots from control plants (C) and from plants submitted to a 6h JA treatment (5 μM). In the boxplots, whiskers denote minimum/maximum values, the box defines the interquartile range and the center line represents the median. Asterisks above the boxplots indicate significant differences between treated and control plants. Asterisks above the brackets indicate significant differences between WT plants and oscoi lines (One way-ANOVA with Tuckey’s multiple comparisons test, * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).

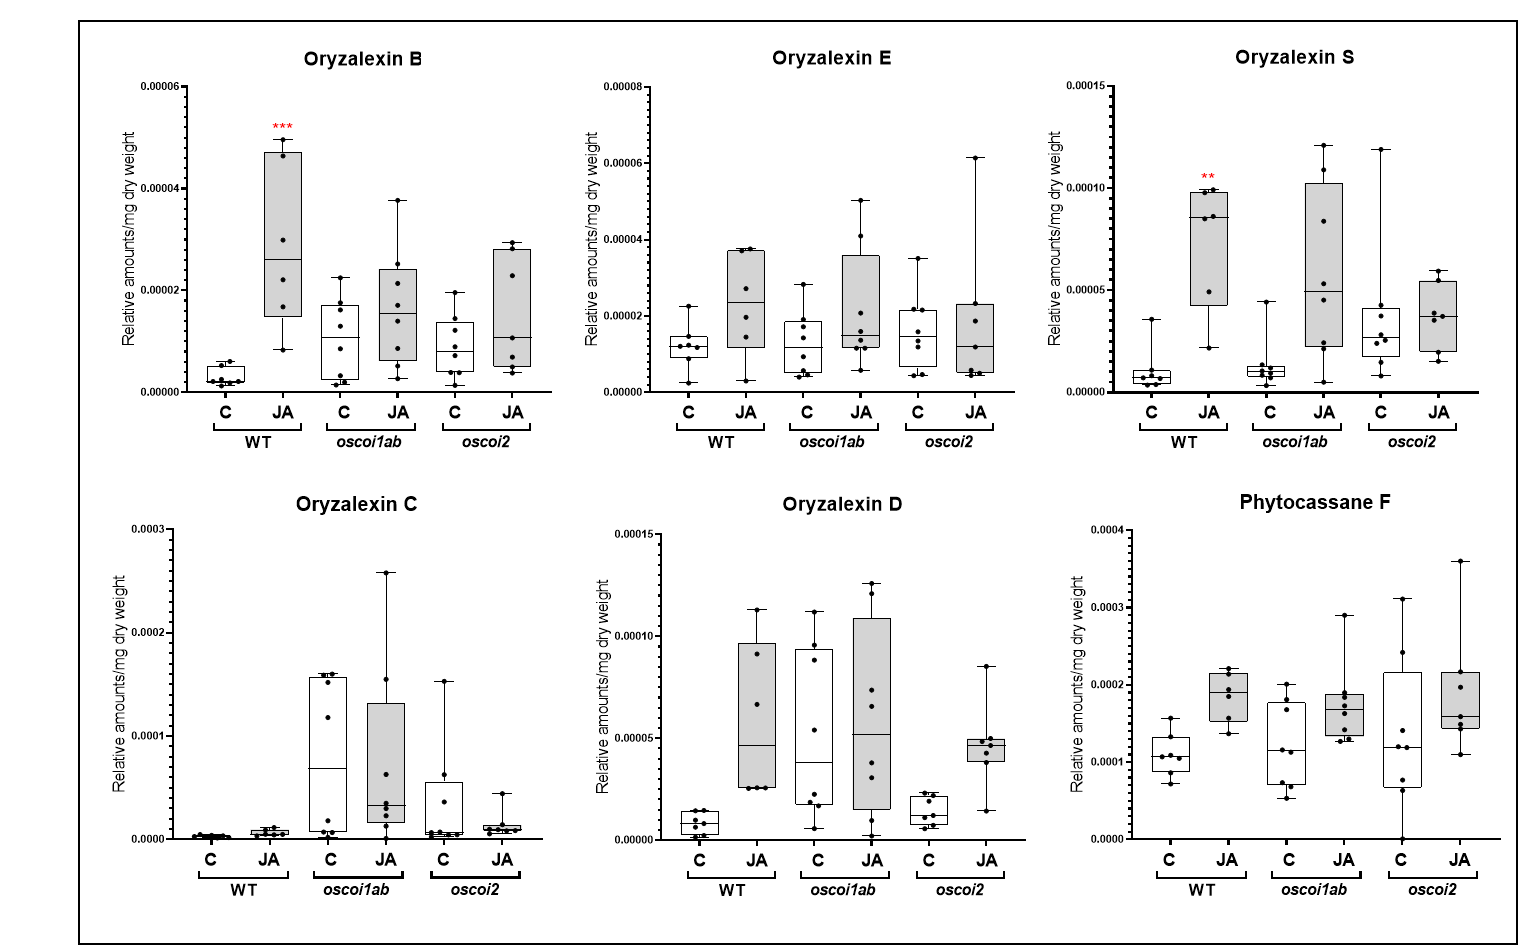

**S5 Fig.** Phytoalexins accumulation in rice roots submitted to JA treatment. Phytoalexin levels in rice roots from control plants (C) and from plants submitted to a 6h JA treatment (5 µM). In the boxplots, whiskers denote minimum/maximum values, the box defines the interquartile range and the center line represents the median. Asterisks above the boxplots indicate significant differences between treated and control plants. Asterisks above the brackets indicate significant differences between lines and WT plants (One way-ANOVA with Tuckey’s multiple comparisons test, * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

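RNA of crown root tips of the rice cultivar Kitaake was sequenced from WT plants, the line oscoi1ab and the line oscoi2, each 6 h after a mock treatment or 5 µM JA. There are 3 libraries for each of the 6 combinations, 18 in all, and each sample was matched to its line, treatment and replicate number by its deposited title and library name. No other libraries were used.

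As the authors describe, reads were trimmed with CutAdapt and mapped with HiSat2 on the MSU7 and RAP-DB references, transcripts were assembled with StringTie, and an in-house script turned the result into counts. The table holds estimated counts per gene as deposited by the authors, with both annotations merged and without normalization, and no tool versions are used here for those steps. All values are whole numbers. Library totals lie between 99657931 and 113672521, with a median of 106965031, and the totals are 3.155 to 3.232 times the mapped read pairs that the paper gives. Low values are most frequent near multiples of 3.67 to 3.78, with 36.9% of the values from 1 to 60 within 0.5 of a multiple of the median, where 30.0% of whole numbers are. A count is thus not a read pair, and 3.7 counts per read pair are assumed for the floor. The counts divided by that spacing were run as an alternative. Of the 64687 genes listed, 32154 carry identifiers of both annotations, 8701 have no MSU identifier and 23832 no RAP-DB identifier. The 30907 genes kept comprise 23948 with both, 4421 with only a RAP-DB and 2538 with only an MSU identifier.

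Genes with a sum of at least 180 counts over the libraries were tested with edgeR 4.0.16 in R 4.3.3: TMM scaling, dispersions from 1 fit with 6 groups, and the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg FDR under 0.01 and a log2FC of at least 1 in either direction. The 8 comparisons are each edited line against WT plants under mock, JA against mock within each line, and the differences of the JA response between each pair of lines, taken as interaction contrasts. Standard errors of log2FC are its size divided by the square root of F. Levels are CPM on the TMM scale, and log2 CPM for the principal component analysis and distances used a prior count of 2. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for reading tables and drawing. Gene lists were tested as sets by the rotation test fry of limma on the edgeR fit, added after the data were seen. This was done in 4 comparisons (each edited line against WT plants under mock, and the response of oscoi2 plants against that of WT and of oscoi1ab plants multiplied by 1 factor), each without and with the replicate block, and the FDR is taken over the 8 or 9 sets of a comparison. Small sets of libraries were compared by exact permutation, where 3 against 3 cannot give a p under 0.1.

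The alternatives were edgeR's likelihood ratio test, the quasi-likelihood fit with robust estimation, DESeq2, limma-voom, the replicate number as a block, a fit of only the libraries of the groups compared, an FDR limit of 0.05, no fold-change minimum, a test for a change beyond 2-fold, DESeq2's size factors, library size only, no filter on low counts and filterByExpr. These 13 and the omission of each of the 18 libraries in turn were listed in advance. The counts divided by the spacing of low values were added after the data were seen. For the principal component analysis, genes scaled to unit variance, the 500 genes of largest variance and a prior count of 0.5 were run too. For genes that depend on 1 receptor, 2 other definitions were run: no call in the other line even at an FDR under 0.05 without a fold-change minimum, and a call in the interaction contrast.

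Replicate numbers are shared between groups, and whether equal numbers belong together was checked on the 17616 genes of at least 5 CPM. After the group means were removed, libraries of equal number correlated with r of 0.47, 0.315 and 0.239 between oscoi1ab and WT plants under mock and of 0.337, 0.376 and 0.287 between mock and JA in WT plants. In the other comparisons not every number did so. The fit without a block is the one reported, and the block is an alternative.

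Gene lists are those of S6 Table (JA metabolism, OsCOI, OsJAZ, cell cycle, defense, cell wall, photosynthesis, shikimate and PPP, MEP and DP) and of S7 Table (TF genes, with the genes listed as dependent on OsCOI1 or OsCOI2). They were chosen in the study, in part from these libraries. Genes are named by a rule set in advance: every gene that the Results or Discussion name with an expression result, with identifiers from S4, S6, S7 and S10 Table, whose values there had been seen; the 3 receptor genes in every library; and, for each comparison, the 2 called genes with the largest rise and the 2 with the largest fall, among called genes whose libraries of 1 group lie all above those of the other (for the interaction contrasts, among all called genes) and whose mean is at least 1 CPM. Other genes of the S4, S6 and S7 lists given by name, those next to an edited gene or to a named gene, and those in the observations after the article were chosen after their values were seen.

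The fits were tested on simulated data in which 200 of 30907 genes were changed. All simulated changes were larger than the log2FC minimum for a call, and the changed genes were drawn above a minimum mean count. The shares recovered thus do not give the power for smaller differences or for genes with few counts. The quasi-likelihood test recovered 73.5 to 80.5% of them in comparisons of 2 groups, with 0 to 3 false calls, and 56.5 to 64.5% in interaction contrasts. False calls numbered 5 to 22 with the likelihood ratio test, 11 to 29 with DESeq2 and 0 to 1 with limma-voom. At the depth of these libraries the floor of 3 read pairs, as assumed, is 11.1 counts or 0.105 CPM per library. No fold is given where both groups are under it, and a log2FC with 1 group under it rests on few counts.

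The metabolite measurements, the genome sequencing of the edited lines, the RT-qPCR values and the enrichment of functional categories were not analysed here. Reads shared between related genes could not be separated from gene counts.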

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

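Among the tests given here, those of the scaling of the libraries and of gene lists as sets with their order by replicate number, those of loci linked on a chromosome and of reads shared within gene families, and the tally of genes silent in WT plants were chosen after the results were seen. The alternatives below, apart from the counts divided by the spacing of low values, and the omission of single libraries were chosen before the data were examined.

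The response to JA differs between groups. By the interaction contrast, 908 genes respond differently in oscoi2 and WT plants and 1042 differently in oscoi2 and oscoi1ab plants. Redrawing the line labels within each treatment gave as many genes in 1 of 100 draws, the real one, in both cases, so chance can be excluded. The other draws called at most 555 and 622 genes, with a median of 0 in both cases. Between oscoi1ab and WT plants the same fit of edgeR called 0 genes, with 903 at an unadjusted p under 0.05, 10 by the likelihood ratio test, 21 by DESeq2 and 0 by limma-voom. With 0 genes called, all 100 of 100 draws give at least as many by construction, so the draws say nothing about that contrast.

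Several technical explanations are argued against by the tables. Another scaling of the libraries leaves 918 to 1024 genes in the contrast of oscoi2 with WT plants, and the 10 genes with most counts take at most 7.87% of a library. A wider spread between the oscoi2 libraries would leave the size of the response alike, but over the DEGs of oscoi1ab plants the median response of oscoi2 plants was at most 0.89 and that of WT plants at least 1.54 with any 1 library left out. The count itself leans on 2 libraries, being 586 without oscoi2 mock library 3 and 596 without oscoi2 JA library 2. A uniformly weaker response, by the factor 0.522, leaves 61 genes that differ from it, 45 up and 16 down, where 8 simulations of a uniform response gave at most 0. Of these 61, 1 is in the defense list (of 24 genes) and 2 are among the TF genes, and the other lists hold 0. Against that factor, the median ratio of the response was 0.118 in the photosynthesis, 0.161 in the MEP and DP and 0.253 in the shikimate and PPP list. The lists hold genes chosen in the study as WT DEGs, so they were also tested against the response of oscoi1ab plants, with the factor 0.454 over the WT DEGs. By a rotation test (fry) over 8 lists, the photosynthesis list had an FDR of 0.15 against the WT and 0.408 against the oscoi1ab response. Its libraries are ordered alike by replicate number in all 6 groups (exact p = 1.29e-04, 0.00103 after adjustment over 8 lists, the others at 0.288 or more), so for this list the numbers pair the libraries although over all genes they do not throughout. With them as a block the FDR was 0.00101 and 0.00236, which argues against a uniformly weaker response for the photosynthesis genes in a list chosen in the study. For the MEP and DP list the FDR was 0.479 and 0.644 and for the shikimate and PPP list 0.15 and 0.408, without the block, so these decide nothing.

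What stays open is any difference between the lines other than the edited receptor, since a line and its edit come together in these libraries. A swap of libraries between lines is argued against by the receptor genes, since OsCOI1a is lower in each oscoi1ab library and OsCOI2 in each oscoi2 library than in any WT library, a reading without a test. Growth or harvest of the lines in separate batches cannot be checked from the labels. With those left open, a weaker response to JA in roots without OsCOI2 is a hypothesis that the medians over the DEGs of oscoi1ab plants, at most 0.89 in oscoi2 and at least 1.54 in WT plants with any 1 library left out, are consistent with, and it was found and tested on the same libraries.

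Genes of S4 Table, most of which the text of the paper does not name, are silent in WT plants and counted in edited lines. At or under the floor in all 6 WT libraries and above it in all 6 libraries of a line were 11 genes in both edited lines, 3 in oscoi1ab plants alone (LOC_Os07g05850, LOC_Os01g10940 and LOC_Os04g27096, named after their values were seen) and 11 in oscoi2 plants alone. Alone means only that not all 6 libraries of the other line lay above the floor. Some of these genes, such as LOC_Os06g39840 and LOC_Os04g27096, had means above the floor in the other line too. Others, such as LOC_Os03g02470, were at 0 there. The text names OsPME1, of the genes in both lines, and a gene OsLTP2, where S4 Table describes LOC_Os11g40530, of those in oscoi2 plants alone, as LTP 2. The opposite, above the floor in all WT libraries and under it in all libraries of both edited lines, held for 0 genes, a tally without a test. LOC_Os03g02470 and LOC_Os03g18779 stood at 26.6 and 30.6 CPM in oscoi2 mock libraries.

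Reads shared with other members of gene or transposon families are a candidate explanation. Of 25 such genes with a description, 8 are described as transposon, NB-ARC or LRR (8 of them as transposon), against 18 of 107 other mock DEGs, with p = 0.0984 in Fisher's exact test; gene counts hold no reads, so this cannot be told apart from expression of the genes themselves. A segment of a chromosome that differs between the WT plants and both edited lines, a variant of the plants, is another possible explanation. Of the 11 genes in both lines 3 lie on chromosome 11. For the DEGs common to both lines under mock, the permutation p of the largest chromosome was 0.179. That permutation does not set a chromosome against its own share of the genes, so it cannot tell linked loci apart from scattered ones. Both edited lines share a history of transformation that the WT plants lack, which was not tested.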

How the results depend on the processing

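The counts divided by the spacing of low values were run only after the data were seen, and the other settings of this part were listed beforehand. Alternatives differ from the reported analysis in 1 choice each.

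The share of WT DEGs also called in oscoi1ab plants kept within 81.3 to 88.0% under all 14 alternatives and 77.3 to 89.4% with 1 library left out. That called in oscoi2 plants was 15.6 to 27.7% and 17.9 to 29.4%. Under every alternative and omission the share was thus larger in oscoi1ab than in oscoi2 plants. Within 1.5 times of the reported numbers under all alternatives stayed the 9 genes of JA metabolism (6 to 11) and the 9 OsJAZ genes (6 to 9) called in oscoi2 plants. For the genes named in the text, 15246 values under the alternatives kept their side of the limits, 492 fell below them, 628 rose above them and 0 reversed. With 1 library left out these were 20122, 739, 181 and 0.

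With the likelihood ratio test, DEGs under mock were 136 in oscoi1ab and 392 in oscoi2 plants, the interaction contrasts called 1493 (oscoi2 against WT), 10 (oscoi1ab against WT) and 1656 genes (oscoi2 against oscoi1ab), the share called in WT and oscoi2 plants but not in oscoi1ab plants was 0.922%, and oscoi2 plants had 11 cell wall genes and 1 photosynthesis gene (OsLhcb1a). It called all 50, 116 and 4342 genes that the quasi-likelihood test called under mock and in WT plants after JA, 4828 of 4829 in oscoi1ab and 1375 of 1378 in oscoi2 plants. DESeq2 gave 153, 335, 1533, 21, 1718, 0.912%, 11 and 1 (OsLhcb1a) in the same order. Limma-voom gave 27 DEGs in oscoi1ab plants under mock and 12 cell wall genes in oscoi2 plants, and robust estimation 1 MEP and DP gene (OsWRKY10). On simulated data the likelihood ratio test and DESeq2 made more false calls than the quasi-likelihood test in every comparison; for the libraries themselves the cause was not tested.

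Limits act by construction. At an FDR under 0.05, DEGs under mock were 91 and 407, JA changed 2078 genes in oscoi2 plants, the contrasts of oscoi2 plants with WT and oscoi1ab plants called 1619 and 1835, the share in WT and oscoi2 plants alone was 0.981%, and oscoi2 plants had 13 cell wall genes and OsLhcb1a as 1 photosynthesis gene. Without a fold-change minimum there were 292 DEGs in oscoi2 plants under mock and 7650, 8146 and 2708 after JA in WT, oscoi1ab and oscoi2 plants, a share of 0.837%, and medians over the DEGs of oscoi1ab plants of 1.06 in WT and 0.49 in oscoi2 plants. A test for a change beyond 2-fold gave 24 and 31 DEGs under mock, 1672, 2008 and 296 after JA, 50 and 88 in the contrasts of oscoi2 plants with WT and oscoi1ab plants, shares of 15.6% in oscoi2 plants and 0.179% in WT and oscoi2 plants alone, and medians of 2.43 and 1.21. It left 3 defense genes (OsRBBI2, OsNPR1 and OsPR5), 3 genes of shikimate and PPP (OsLDOX3, OsCHS2 and OsCAD8D), 1 MEP and DP gene (OsWRKY10) and 17 TF genes in oscoi2 plants, and 0 cell wall genes in edgeR's test. The list has 6 by the quasi-likelihood test without that limit and 11, 11 and 12 by the likelihood ratio test, DESeq2 and limma-voom.

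A fit of only the libraries of the groups compared has fewer libraries to estimate the spread from and gave 10 and 24 DEGs under mock in oscoi1ab and oscoi2 plants, 1 gene in the contrast of oscoi1ab with WT plants (LOC_Os03g18820) and 1 MEP and DP gene. With the replicate number as a block, oscoi2 plants had 244 DEGs under mock, 2 photosynthesis genes (OsLhcb1a and OsLhca3) and 1 MEP and DP gene after JA, and oscoi1ab plants 54 DEGs under mock. Correlations between libraries of equal number ran from -0.091 to 0.482 between oscoi2 and WT plants under mock, so the numbers do not pair these libraries throughout; the cause of the rise was not tested.

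Scaling by library size only gave 11 cell wall genes and 1 MEP and DP gene in oscoi2 plants, and DESeq2's size factors 1 MEP and DP gene (OsWRKY10 in both). Under library size only log2FC of the median gene shifts by -0.35 in WT, -0.36 in oscoi1ab and -0.15 in oscoi2 plants after JA and by 0.20 and 0.21 in the contrasts of oscoi2 with WT and oscoi1ab plants. The share of DEGs that are up went from 53.3 to 29.0% in WT plants (5571 DEGs, 3645 shared), from 47.9 to 26.5% in oscoi1ab plants (6047, 4119 shared) and from 67.1 to 49.3% in oscoi2 plants (1485, 1186 shared), and from 44.5 to 66.9% (1024, 743 shared) and 45.2 to 68.8% (1189, 842 shared) in these contrasts. By construction this is the composition factor, and directions are given relative to TMM scaling. Without a filter, or with the counts divided by the spacing, oscoi2 plants had 1 photosynthesis gene (OsLhcb1a); the cause was not tested.

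Other definitions of a dependent gene gave other shares of the WT DEGs. Called in WT and oscoi1ab plants and missing even an FDR limit of 0.05 without a fold-change minimum in oscoi2 plants were 38.3%. Called in the interaction contrast of oscoi2 with WT plants, whatever the calls in the edited lines, were 17.9%. In the opposite direction these were 0.0921% and 0%, the latter since edgeR called 0 genes in the contrast of oscoi1ab with WT plants (903 at an unadjusted p under 0.05). The mean distance of oscoi2 from WT libraries after JA, 137.8 in the plane of PC1 and PC2, became 87.6 with the 500 genes of largest variance (where that between WT libraries fell from 49.1 to 7.46), 159 with a prior count of 0.5 and 117 with the counts divided by the spacing; for these the cause was not tested.

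With 1 library left out, a group keeps 2 libraries and the spread is estimated from all groups. DEGs under mock ran from 30 to 52 in oscoi1ab plants (30 without WT mock library 1, 32 without WT mock library 2, 31 without oscoi1ab mock library 3) and from 47 to 256 in oscoi2 plants (61, 62 and 53 without WT mock library 1, 2 and 3, and 50, 256 and 47 without oscoi2 mock library 1, 2 and 3). After JA they ran from 3555 to 4371 in WT, 4127 to 4882 in oscoi1ab and 919 to 1402 in oscoi2 plants. The contrasts gave 586 to 928 (586 without oscoi2 mock library 3, 596 without oscoi2 JA library 2), 0 to 1 and 743 to 1083. The 1 gene of oscoi1ab against WT plants was Os08g0552300 without WT JA library 2, Os05g0161700 without oscoi1ab mock library 2 and LOC_Os04g40190 without oscoi1ab mock library 3. The share called in WT and oscoi1ab plants and not in oscoi2 plants was 53.8 to 67.2%, and that in WT and oscoi2 plants alone 0.229 (without oscoi2 mock library 1) to 1.09% (without oscoi1ab JA library 1), with 1.05, 0.812 and 0.923% without oscoi1ab mock library 1, 2 and 3 and 1.05% without oscoi1ab JA library 3.

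Also with 1 library left out, the lists held in oscoi2 plants 9 to 10 genes of JA metabolism, 6 to 9 OsJAZ genes, 5 to 9 defense genes (5 without oscoi2 mock library 1: OsRBBI2, OsNPR1, OsWRKY71, OsGns1 and OsPR5), 2 to 8 cell wall genes, 5 to 7 genes of shikimate and PPP and 61 to 80 TF genes. The 2 cell wall genes were OsUMA3 and OsXTH2 without oscoi2 mock library 3 or oscoi2 JA library 1, and OsUMA3 and OsEXP20 without oscoi2 JA library 2. Of MEP and DP genes there were 1 to 3 (OsWRKY10, OsHDS and OsCMK in the fit without oscoi2 JA library 3), and OsWRKY10 alone without any of the WT mock and oscoi1ab mock libraries, WT JA library 2, oscoi1ab JA library 3, oscoi2 mock library 1 or 3, or oscoi2 JA library 1 or 2. Photosynthesis genes stayed at 0 in edgeR's test, where the alternatives above gave 0 to 2. Medians over the DEGs of oscoi1ab plants were 1.54 to 1.69 in WT and 0.79 to 0.89 in oscoi2 plants, and the distance of oscoi2 JA libraries was 121.9 (without WT JA library 3) to 162.3 (without oscoi2 mock library 1). The cause was not tested for any single library.

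Depth limits genes near the floor of 0.105 CPM, where a fold against libraries at 0 is a lower bound. Division by the spacing, which assumes 3.7 counts per read pair, kept every comparison within 1.5 times of its reported number of DEGs.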

Differences from the paper's values

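Values are listed where the paper's is more than 1.5 times that computed here, or the reverse. With edgeR's likelihood ratio test, each value so listed comes within 1.5 times of the paper's. The paper does not name the edgeR test that it used. For each, the alternatives set before the data were examined that come within 1.5 times of the paper's value are named, then the single libraries whose omission does so; under all others of that set the difference stays. The counts divided by the spacing of low values were chosen after the values were seen, and are named wherever they come within that range.

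Under mock, the paper gives 134 DEGs in oscoi1ab plants, 90 up and 44 down, and here there are 50, 39 and 11. Within range come the likelihood ratio test (136, 90 and 46), DESeq2 and an FDR limit of 0.05, and no omission. In oscoi2 plants the paper gives 389 DEGs, 190 up and 199 down, and here there are 116, 68 and 48. For the total and the genes up, the likelihood ratio test (392 and 186), DESeq2, an FDR limit of 0.05 and no fold-change minimum come within range, and no omission does. For the genes down these are the likelihood ratio test (206), DESeq2, the replicate block and an FDR limit of 0.05, and the omission of oscoi2 mock library 2. The DEGs common to both lines number about 59 up and about 6 down in the paper's Fig 1b, read by eye, and 31 and 2 (OsTCP25 and LOC_Os11g02379) here. For both, the likelihood ratio test (59 and 6) comes within range, an FDR limit of 0.05 for the former and no fold-change minimum for the latter, and no omission does.

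Of the genes that S4 Table lists and that were tested here, 50 of 134 in oscoi1ab and 115 of 387 in oscoi2 plants were called, and each of the 134 and 387 had the paper's direction. Of them, the likelihood ratio test called 134 and 382 and DESeq2 122 and 264.

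After JA in oscoi2 plants, the paper gives 745 DEGs down and there are 454 here. Within range come the likelihood ratio test (756), DESeq2, limma-voom, the replicate block, an FDR limit of 0.05, no fold-change minimum and library size only, and the omission of WT JA library 2 or 3. Called in WT and oscoi2 plants and not in oscoi1ab plants are 29 genes up and 19 down in the paper and 14 and 8 here. Both come within range with the likelihood ratio test (27 and 20), DESeq2, an FDR limit of 0.05 and no fold-change minimum, and the genes down also with limma-voom, a fit of only the libraries compared and library size only. Omissions that do are oscoi1ab mock library 1, 2 or 3 and oscoi1ab JA library 1 or 3 for the genes up, and oscoi1ab mock library 1 or 2, oscoi1ab JA library 1, 2 or 3 and oscoi2 JA library 3 for the genes down. Over both directions the paper gives these as 1% of the DEGs, and here they are 0.507% of the WT DEGs. Within range come the likelihood ratio test (0.922), DESeq2, limma-voom, the replicate block, an FDR limit of 0.05 and no fold-change minimum, and the omission of WT JA library 3, any oscoi1ab library or oscoi2 JA library 3.

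In the paper's Fig 2b, read by eye, oscoi1ab and oscoi2 plants alone share about 51 genes up and about 140 down, and here they share 30 and 68. The likelihood ratio test (53 and 142), DESeq2 and an FDR limit of 0.05 come within range for both, the replicate block and no fold-change minimum for the genes up, and a fit of only the libraries compared for the genes down. Omissions that do are WT mock library 1, 2 or 3, WT JA library 1 or 2 and oscoi2 mock library 2 for the genes up, and WT JA library 1 or 3 for the genes down. Other omissions lowered these numbers. The 30 became 19 without oscoi2 mock library 1. The 68 became 33, 30, 31 and 15 without oscoi2 mock library 1 or 3 or oscoi2 JA library 1 or 2, and 44 without oscoi1ab mock library 2. In oscoi2 plants alone the same figure has about 180 up and about 140 down, read by eye, and here there are 118 and 74. For both directions, the likelihood ratio test (180 and 137), DESeq2 and an FDR limit of 0.05 come within range. For the genes up so do the replicate block, no fold-change minimum, no filter and filterByExpr, and the omission of WT mock library 1, oscoi1ab mock library 1 or 3 or oscoi2 mock library 2. For the genes down so do limma-voom and the omission of oscoi1ab JA library 3 or oscoi2 mock library 2. In the other direction, the 118 became 69 and 77 without oscoi2 mock library 1 or oscoi2 JA library 2. The 74 became 33, 42 and 24 without oscoi2 mock library 1 or 3 or oscoi2 JA library 2.

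Among TF genes, the paper gives 50 called in WT plants alone, 28 of them up, and here there are 32 and 15. For the total, the likelihood ratio test (48), the robust fit, DESeq2, the replicate block, an FDR limit of 0.05, DESeq2's size factors and filterByExpr come within range, with the omission of oscoi1ab mock library 1, 2 or 3, oscoi1ab JA library 1 or 3, oscoi2 mock library 1 or oscoi2 JA library 2 or 3. For the genes up, the likelihood ratio test (20) and DESeq2 do, with the omission of oscoi1ab mock library 1 or oscoi1ab JA library 3. Called in WT and oscoi2 plants alone are 4 TF genes in the paper and 0 here in edgeR's quasi-likelihood test, while the likelihood ratio test (4), DESeq2 and an FDR limit of 0.05 come within range and no omission does. In oscoi2 plants the paper gives 11 cell wall genes and 1 photosynthesis gene, and here there are 6 and 0. Here too the likelihood ratio test (11 and 1), DESeq2, an FDR limit of 0.05 and no filter come within range for both, limma-voom and library size only for the cell wall genes, and the omission of WT JA library 3 or oscoi2 JA library 3 for the cell wall genes. The photosynthesis gene is OsLhcb1a, which had log2FC -2.84 (FDR = 0.0156) here.

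With the counts divided by the spacing of low values, an alternative chosen after the values were seen, which drops 4 of the 48 S6 genes and 19 of the 105 S7 genes that the paper calls in oscoi2 plants, the genes down after JA in oscoi2 plants (556), the genes down in WT and oscoi2 plants alone (14), the genes up in oscoi2 plants alone (124), the TF genes of WT plants alone (17 up and 21 down together), the cell wall genes (8) and the photosynthesis genes (1, OsLhcb1a) come within 1.5 times of the paper's values. Under mock it calls 60 and 136 of the genes of S4 Table and drops 74 and 251. It drops 9 of the 177 S6 genes and 18 of the 275 S7 genes called by the paper in WT plants, and 4 of 167 and 10 of 281 in oscoi1ab plants.

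Of the genes that S6 Table lists as DEGs, 161 of 177 were called here in WT, 156 of 167 in oscoi1ab and 40 of 48 in oscoi2 plants, and of the TF genes of S7 Table 241 of 275, 262 of 281 and 78 of 105, each of the 191 and 351 listed genes with the paper's direction. In the order given, the likelihood ratio test called 177, 166, 48, 274, 281 and 105 of them. Of the S6 genes not called here, an FDR limit of 0.05 called 16 of 16, 11 of 11 and 8 of 8, DESeq2 15, 11 and 7, limma-voom 4, 4 and 5, the replicate block 8, 6 and 3, library size only 10, 4 and 4, no filter 6, 4 and 4, and a fit of only the libraries compared 2, 5 and 1. Robust estimation called Os2ODD11 in oscoi1ab plants, and each of these genes other than OsEXP24, OsLhcb1a, and OsEXP14 and OsLhcb2 in oscoi1ab plants was called in at least 1 fit without a library. They are, in WT plants, OsALD1, OsAGO18, OsEXP12, OsEXP14, OsEXP24, OsXTH1, XG_FT1, XG_FT4, OsPsbQ-1, OsLhca5, OsLhcb2, OsCabE, OsF3H5, OsCYP76M5, OsCPS4 and OsKSL8; in oscoi1ab plants OsPR4d, OsAGO18, OsEXP14, OsPME30, XG_FT4, OsLhcb2, OsCabE, Os2ODD11, OsF3H5, OsCPS4 and OsCYP701A8; and in oscoi2 plants OsWAK_RL, OsEXP31, OsPME19, OsXTH1, XG_FT3, XG_FT4, OsLhcb1a and OsPAL7. The likelihood ratio test called each of these but OsF3H5 in oscoi1ab plants, which DESeq2, an FDR limit of 0.05 and a fit of only the libraries compared called. ROMT16 in oscoi1ab plants was called here and not in S6 Table. Of the S7 genes not called here, 34 in WT, 19 in oscoi1ab and 27 in oscoi2 plants, the likelihood ratio test called 33, 19 and 27, an FDR limit of 0.05 called 32, 18 and 26, DESeq2 28, 18 and 22, limma-voom 8, 5 and 4, the replicate block 9, 8 and 7, library size only 17, 14 and 5, a fit of only the libraries compared 1, 5 and 2, no filter 3, 1 and 4, and robust estimation 1 in each line. No fold-change minimum and filterByExpr called 1 each in WT plants, DESeq2's size factors 2 in oscoi2 plants, and the counts divided by the spacing, chosen after the values were seen, 16, 9 and 8. Each omission of a single library called some, at most 7 in a line, in WT plants without WT JA library 2.

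In single genes, the text places OsERF96 among the genes lower in both edited lines under mock, elsewhere among those higher in each, and here it was higher, with log2FC 2.00 (FDR = 0.0539) in oscoi1ab and 2.58 (FDR = 0.00474) in oscoi2 plants. OsTCP25, named with it as lower, was lower in both here. OsLTP2 is named among the genes lower in both lines, whereas the locus that S4 Table describes so, LOC_Os11g40530, was higher, and the lipid-transfer protein genes LOC_Os11g02379 and OsLTPIV were lower in both here. OsJAZ15 is named as higher in oscoi1ab plants and had an FDR of 0.116 here, and OsbHLH186 as higher in oscoi2 plants with an FDR of 0.0702 here. Of the TF genes the paper has as lower in oscoi2 plants under mock, OsTCP25, OsMADS26 and LOC_Os08g20486 were called here, the others were not, and OsWRKY8 and LOC_Os05g37050 missed even an FDR limit of 0.05. OsPAL6 is named in the Discussion as not induced, whereas the locus taken here under that name was a DEG in WT plants after JA.

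The text has more TF genes up than down among those changed in WT plants alone, and here 15 were up and 17 down, or 20 and 28 with the likelihood ratio test. Of the TF genes it takes as dependent on OsCOI1, LOC_Os01g66120 was called in no line here (FDR = 0.0290 in WT plants), and OsHsfA7 was called in WT plants with a difference of oscoi1ab from WT plants at an FDR of 1. The 2 repressed ones were called in WT plants and in neither edited line. Their difference of oscoi1ab from WT plants was 0.373 and 6.473, called for 0 over all genes tested and for 1 when adjusted over these 2 alone. Of the 76 and 63 TF genes it takes as induced and repressed through OsCOI2, the difference between oscoi2 and WT plants was called for 15 and 11. Genes it names as dependent on OsCOI2 without a called difference here include OsJAZ2 (FDR = 0.0845), OsERF2 (FDR = 0.448), OsNAC39 (FDR = 0.487) and OsDPF (FDR = 0.0356), while it was called for OsJAZ9 (FDR = 6.5e-04), OsERF40 (FDR = 0.00366) and OsKSL4 (FDR = 0.00286).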

Other observations

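The tests of gene lists as sets, of the limits applied to each line, of OsJAZ4 and its neighbour, of loci linked on a chromosome, of the shared WT mock libraries, of a difference that does not depend on JA, of a lower level of photosynthesis genes and of a lower basal JA response were chosen after the results were seen. Genes named here only were chosen after their values were seen too.

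For the DEGs of each edited line against WT plants under mock and of JA in each of the 3 lines, the real split of the 6 libraries gave the largest number in 1 of 10 splits in each of the 5 comparisons, and the other splits gave at most 2 genes. As 3 against 3 libraries cannot give a share under 0.1, these splits alone cannot exclude chance. In 20 simulations of unchanged lines, at most 1 gene was called in oscoi1ab and 0 in oscoi2 plants. Against the 50 and 116 called under mock, this argues against chance for these counts. Over all genes, however, oscoi1ab and WT libraries separated in 10.15%, near the 10% of chance. After JA, 33.24 to 51.71% of genes separated mock and JA libraries, which argues against chance there, if genes vary independently.

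Limits applied to each line on its own are a candidate explanation for part of the 2611 genes called in WT and oscoi1ab plants and missing from oscoi2 plants. Of these, 22.2% were called in the test of the difference between oscoi2 and WT plants, and 2365 moved in the same direction in oscoi2 plants. Over the DEGs of oscoi1ab plants, the median response was 0.84 in oscoi2 and 1.60 in WT plants, so the values fit a weaker response that falls below the limits in many genes; a response that is absent in some of them stays open.

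OsJAZ4 was called after JA in WT plants and not in the edited lines. Reads of OsJAZ4 counted on the neighbouring gene LOC_Os09g23650 in some libraries are a candidate explanation that the values fit: the r of the pair over the 18 libraries was -0.904, and their sum rose after JA in each line, by less in oscoi2 than in WT plants. Of 21501 pairs of adjacent genes 5 had a correlation as low, against 3 of 21393 pairs of genes 10 apart, so that adjacent genes do not do so in general. LOC_Os09g23650 varied by an SD of 0.29 log2 units within groups and OsJAZ4 by 0.81. Whether transcripts of the 2 loci overlap was not tested.

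Both edited lines share 33 DEGs under mock. Over all genes tested the log2FC of the lines correlated with r = 0.485, and over genes of at least 5 CPM with r = 0.26. In 20 simulations of unchanged lines with shared WT libraries these were 0.474 to 0.524 and 0.417 to 0.536. The first value is thus what shared libraries give and the second lies below that, so neither is evidence of a change common to both lines; why the second is lower was not tested. For the 33 DEGs the WT mock libraries used for both lines are argued against as the cause, since 27 were called in the same direction in both lines against the WT JA libraries, which are others. A difference between edited and WT plants that does not depend on JA may account for most of them, by the same 27 genes. Linked loci that differ between the WT plants and both edited lines stay open. On chromosome 11, which holds 5.95% of the genes tested, lay 8 of the 33, with p = 0.179 by permutation over the largest chromosome. Of the 65 genes in both lists of S4 Table 16 lay there (permutation p = 0.0231). The permutation asks for as many genes on any 1 chromosome. Larger ones, such as chromosome 1 with 14.12% of the genes tested, reach such a count more easily. Both lists hold more genes of chromosome 11 than its share of the genes tested, but the permutation does not set a chromosome against that share. It is thus weak evidence for scattered changes, and linked loci were not told apart from them for these genes. Of the 83 DEGs of oscoi2 plants alone the chromosome with most held 11 (permutation p = 0.955).

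The photosynthesis genes were lower under mock in oscoi2 than in WT plants, which could leave less room for JA to lower them. This is argued against as the whole cause: oscoi2 mock libraries lay above WT JA libraries by a median log2FC of 1.81 (41 of 41 genes), and the lowest oscoi2 mock library, at 2.67 log2 CPM, above the highest WT JA library, at 1.98. After JA, oscoi2 libraries were higher than WT libraries by a median of 1.63, with 4 genes called. As a set, the list was lower in oscoi2 than in WT plants under mock, by a median log2FC of -1.18 (41 of 41 genes), at an FDR of 0.122 by the rotation test over 9 sets, and of 6.68e-04 with the replicate block, the libraries of this list being ordered alike by number in all 6 groups. By library the exact p was 0.1, the smallest that 3 against 3 can give, and 0.8 after adjustment over 16 comparisons.

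A lower basal JA response without OsCOI1a and OsCOI1b was looked for under mock. The JA metabolism genes were lower in oscoi1ab plants by a median log2FC of -0.56 (12 of 14 genes, all 3 libraries below the WT libraries) and the OsJAZ genes by -0.62 (13 of 14 genes), with exact p = 0.1 and 0.2 by library without pairs and 0.8 for both after adjustment over 16 comparisons. Equal replicate numbers pair these libraries, and the median level of the lists was lower in oscoi1ab plants in each of the 3 pairs: 2.08, 2.89 and 2.75 against 3.26, 4.06 and 3.28 log2 CPM for JA metabolism and 0.677, 2.21 and 2.36 against 2.30, 2.76 and 2.96 for OsJAZ. The rotation test gave an FDR of 0.124 and 0.112 over 9 sets (0.0275 and 0.0124 before adjustment), and of 0.124 and 0.111 with the pairs as a block. Single genes of these lists were called by the likelihood ratio test (2 and 1) and DESeq2 (3 and 1) and by neither edgeR's quasi-likelihood test nor limma-voom, with 6 and 7 at an unadjusted p under 0.05. The 924 genes induced by JA in oscoi2 plants, a set chosen on another line, had a median of -0.12 in oscoi1ab against WT plants, below the lowest of 10000 random lists at -0.03 (permutation p = 1e-04, the smallest these can give). Random lists of genes ignore that genes move together between libraries. By library, the mean of this set was 2.26 to 2.61 log2 CPM in oscoi1ab and 2.44 to 2.81 in WT plants under mock, with p = 0.4 in an exact permutation test without pairs, and 2.13 to 2.46 in oscoi2 plants, whose own mock libraries chose the set. As a set it had an FDR of 0.135, and of 0.124 with the pairs as a block. The lists and pairs go one way, but as none of the 3 sets passes an FDR of 0.05, a lower basal response cannot be told apart from variation between libraries.

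S2 Table lists 5 loci as edited off-target. Of these 2 were tested here, LOC_Os01g29680 in oscoi1ab (FDR = 1) and LOC_Os12g08620 in oscoi2 plants (FDR = 0.563), and edgeR called 0. Whether edited off-target loci change in expression cannot be told apart from no change with so few counts.

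Next to OsJAZ2, LOC_Os07g05840 and LOC_Os07g05850 stood at 48.7 and 22.0 CPM in oscoi1ab mock libraries, 131 and 60.6 CPM after JA, and 0.0120 and 0 CPM in WT mock libraries. LOC_Os01g63393, near OsCOI1a, was at 0 in WT libraries of both treatments, at 1.01 CPM in oscoi1ab libraries of both and at 1.48 and 2.16 CPM in oscoi2 libraries under mock and after JA.

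After JA, 50 genes differed between oscoi1ab and WT plants, 44 of them up, and 1213 between oscoi2 and WT plants, 527 up and 686 down. Of these, 36 and 65 were called in the same direction under mock.

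The cell cycle list of S6 Table (OsCDKB1, OsCDKB2, OsCYCB1-1 and OsCYCB2-2) had a median log2FC of -0.63 in WT, -0.65 in oscoi1ab and -0.26 in oscoi2 plants after JA. EdgeR's quasi-likelihood test called 0 in each line, as did the likelihood ratio test, DESeq2 and limma-voom, with 4, 3 and 1 at an unadjusted p under 0.05.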
